# Cardiomyocyte-specific knockout of ADAM17 alleviates doxorubicin-induced cardiomyopathy via inhibiting TNFα–TRAF3–TAK1–MAPK axis

**DOI:** 10.1038/s41392-024-01977-z

**Published:** 2024-10-16

**Authors:** Lin Xie, Fei Xue, Cheng Cheng, Wenhai Sui, Jie Zhang, Linlin Meng, Yue Lu, Wenjing Xiong, Peili Bu, Feng Xu, Xiao Yu, Bo Xi, Lin Zhong, Jianmin Yang, Cheng Zhang, Yun Zhang

**Keywords:** Cardiology, Cardiovascular diseases

## Abstract

The pathogenesis of doxorubicin-induced cardiomyopathy remains unclear. This study was carried out to test our hypothesis that ADAM17 aggravates cardiomyocyte apoptosis induced by doxorubicin and inhibition of ADAM17 may ameliorate doxorubicin-induced cardiomyopathy. C57BL/6J mice were intraperitoneally injected with a cumulative dose of doxorubicin to induce cardiomyopathy. Cardiomyocyte-specific ADAM17-knockout (A17^α-MHCKO^) and ADAM17-overexpressing (AAV9-oeA17) mice were generated. In addition, RNA sequencing of the heart tissues in different mouse groups and in vitro experiments in neonatal rat cardiomyocytes (NRCMs) receiving different treatment were performed. Mouse tumor models were constructed in A17^fl/fl^ and A17^α-MHCKO^ mice. In addition, cardiomyocyte-specific TRAF3-knockdown and TRAF3-overexpressing mice were generated. ADAM17 expression and activity were markedly upregulated in doxorubicin-treated mouse hearts and NRCMs. A17^α-MHCKO^ mice showed less cardiomyocyte apoptosis induced by doxorubicin than A17^fl/fl^ mice, and cardiomyocyte ADAM17 deficiency did not affect the anti-tumor effect of doxorubicin. In contrast, AAV9-oeA17 mice exhibited markedly aggravated cardiomyocyte apoptosis relative to AAV9-oeNC mice after doxorubicin treatment. Mechanistically, doxorubicin enhanced the expression of transcription factor C/EBPβ, leading to increased expression and activity of ADAM17 in cardiomyocyte, which enhanced TNF-α shedding and upregulated the expression of TRAF3. Increased TRAF3 promoted TAK1 autophosphorylation, resulting in activated MAPKs pathway and cardiomyocyte apoptosis. ADAM17 acted as a positive regulator of cardiomyocyte apoptosis and cardiac remodeling and dysfunction induced by doxorubicin by upregulating TRAF3/TAK1/MAPKs signaling. Thus, targeting ADAM17/TRAF3/TAK1/MAPKs signaling holds a promising potential for treating doxorubicin-induced cardiotoxicity.

## Introduction

Doxorubicin as a commonly used anthracycline has become the cornerstone of chemotherapy in a wide range of cancers owing to its high efficacy.^1^ However, clinical applications of doxorubicin are limited mainly due to its toxic effects on myocardium, such as cardiomyopathy, heart failure and arrhythmias, but the pathogenic mechanism of doxorubicin-induced cardiomyopathy is poorly understood.^2^ Several mechanisms have been proposed for the pathogenesis of cardiomyopathy induced by doxorubicin, including drug intercalation into DNA, inhibition of macromolecule synthesis, initiation of DNA damage via inhibition of topoisomerase II, autophagy disorder, ferroptosis, reactive oxygen species (ROS) overproduction and cardiomyocyte apoptosis.^3,4^ In particular, cardiomyocyte apoptosis induced by oxidative stress and ROS production through extrinsic or intrinsic pathways after doxorubicin treatment has received great attention.^5,6^ However, simple application of antioxidants did not prevent doxorubicin-induced cardiomyopathy,^7^ suggesting that this pathology may involve more complex mechanisms than expected. It has been reported that doxorubicin may directly promote cardiomyocyte apoptosis without the involvement of ROS production and peroxide stress.^8^ Furthermore, the serum level of TNF-α was increased in patients receiving doxorubicin chemotherapy, and TNF-α expression in the myocardium was also enhanced in mice receiving doxorubicin treatment.^9^ It has been confirmed that TNF-α may stimulate the expression of several pro-apoptotic proteins such as Bax,^7^ thus promoting cardiomyocyte apoptosis. As with other forms of dilated cardiomyopathy, doxorubicin-induced cardiotoxicity may exhibit extensive fibrosis and scattered cardiomyocytes with vacuolar degeneration, and necrotic cardiomyopathy may be present, although less common.^10^ Therefore, exploration of TNF-α-related pathogenetic mechanism and discovery of novel therapeutic targets of doxorubicin-induced cardiomyopathy are highly warranted.

Members of the A Disintegrin and Metalloproteinase (ADAM) family have been recognized as major proteinases for ectodomain shedding. ADAMs are type I transmembrane proteins consisting of an N-terminal signal sequence, followed by a pro-domain, metalloproteinase domain, a disintegrin domain, an EGF-like domain, a single transmembrane domain and a cytoplasmic portion.^11^ ADAM17 is known as tumor necrosis factor α converting enzyme (TACE)^12^ that converts transmembrane TNF-α (tmTNF-α) to soluble TNF-α (sTNF-α), and the cleavage of TNF-α by ADAM17 is a prerequisite for pro-inflammatory TNF-α activity,^13^ which raises a possibility that inhibition of ADAM17 may exert a beneficial effect on disease processes where TNF-α plays an essential role. Recent studies by our team demonstrated that ADAM17 knockdown affected autophagy through regulating the AMPK signaling pathway, thereby alleviating cardiomyocyte apoptosis and improving diabetic cardiomyopathy.^14^ However, the relationship between cardiomyocyte ADAM17 and doxorubicin-induced cardiomyopathy is unclear. The therapeutic effect and its mechanism of cardiomyocyte-specific ADAM17 deficiency on doxorubicin-induced cardiomyopathy, and whether it interferes with the anti-tumor effects of doxorubicin have not been reported.

Members of the tumor necrosis factor receptor (TNFR) associated factor (TRAF) family, including TRAF1–7, are key adapter molecules that transmit signals to downstream factors, and are involved in many biological processes such as cell survival.^15^ TRAF3 shares a well-defined functional TRAF domain with other TRAFs, which enables TRAF3 an adaptor activity that facilitates the formation of intracellular domain complexes of transmembrane receptors and signaling to the downstream cascade.^16^ Previous studies have shown that TRAF3 was involved in many pathophysiological processes, such as acting as a positive regulator of pathological cardiac hypertrophy, and cardiomyocyte-specific knockout of TRAF3 significantly alleviates pathological cardiac hypertrophy, fibrosis, and dysfunction in mice.^17^ In addition, TRAF3 binds to transforming growth factor-β (TGF-β) activated kinase 1 (TAK1) during hepatic ischemia/reperfusion (I/R) injury, enhances downstream MAPKs pathway activation, and accelerates apoptosis during I/R injury.^18^ TRAF3 mediates neuronal apoptosis in early brain injury after subarachnoid hemorrhage through the targeted TAK1-dependent MAPKs pathway.^19^ These studies suggest that TRAF3 may play an important regulatory role in the process of pathological cell apoptosis. However, the role of TRAF3 in doxorubicin-induced cardiomyopathy remains elusive and merits exploration.

TAK1, originally identified as a mitogen-activated protein kinase kinase kinase (MAP3K),^20^ is activated by a number of signaling molecules, including TGF-β, TNF-α and interleukin-1(IL-1).^21^ Activation of TAK1 leads to phosphorylation and degradation of IκB, thereby activating NF-κB.^22^ In addition, activated TAK1 also phosphorylates and activates MAPKKs, resulting in the activation of MAPKs such as JNK, P38 MAPK and ERK.^23^ Previous studies have pointed to TRAF3 as a potential therapeutic target for ischemic stroke by interacting with TAK1 and enhancing TAK1 phosphorylation and activation.^24^ TRAF3 has been shown to promote liver damage and inflammation through TAK1-dependent activation of JNK and NF-κB pathways.^18^ Hepatocyte TRAF3 binds to TAK1, inducing TAK1 ubiquitination and subsequent autophosphorylation, thereby enhancing activation of downstream IKKβ–NF-κB and MKK–JNK signaling cascades, which are essential for regulating hepatic steatosis.^25^ However, the role of TAK1 and its downstream MAPKs pathway in doxorubicin-induced cardiomyopathy has not been reported. Based on the above scientific questions, we hypothesize that cardiomyocyte ADAM17 aggravates cardiomyocyte apoptosis induced by doxorubicin by regulating TRAF3–TAK1–MAPKs pathways, and inhibition of ADAM17 may ameliorate doxorubicin-induced cardiomyopathy without affecting the anti-tumor effect of doxorubicin. This hypothesis was tested via a number of in vivo and in vitro experiments in the present study.

## Results

### Doxorubicin impairs cardiac function and upregulates ADAM17 expression in mouse hearts and NRCMs

To investigate the role of ADAM17 in doxorubicin-induced cardiac injury, a mouse model of doxorubicin-induced cardiomyopathy was established in the first proportion of the in vivo experiments (Fig. 1a), where doxorubicin was continuously administered to C57BL/6J male mice, once a week for 4 weeks, to achieve chronic cardiotoxicity. Four weeks after the last dose of doxorubicin, the cardiac systolic function of mice injected with doxorubicin deteriorated as manifested as declined LVEF and LVFS, and enlarged LVIDd (Fig. 1b–e), as compared with the NS group. However, there was no significant difference in the ratio of E/A, E′/A′ and E/E′ (Fig. 1f–h) between the two groups of mice, suggesting that the effect of doxorubicin on cardiac diastolic function was less significant than that on cardiac systolic function. Next, we evaluated the effect of doxorubicin on ADAM17 expression in the mouse myocardium. Western blot and RT-PCR analysis demonstrated that myocardial ADAM17 protein and mRNA expression levels increased significantly in the doxorubicin-treated mouse relative to the NS group (Fig. 1i–k). ADAM17 activity was higher in the heart tissue of doxorubicin-injected mice than in that of normal saline-injected mice (Fig. 1l). In addition, immunofluorescence co-localization staining showed that ADAM17 was abundantly expressed in cardiomyocytes (Supplementary Fig. 1a). Compared with the NS group, ADAM17 expression in cardiomyocytes in the DOX group was significantly upregulated (Supplementary Fig. 1b, c). In neonatal rat cardiomyocytes (NRCMs) stimulated with various concentrations of doxorubicin, ADAM17 protein, mRNA levels and ADAM17 activity increased in a concentration-dependent manner (Fig. 1m–p). These results indicated that cardiomyocyte ADAM17 may be involved in the pathogenesis of doxorubicin-induced cardiotoxicity.

**Fig. 1:**
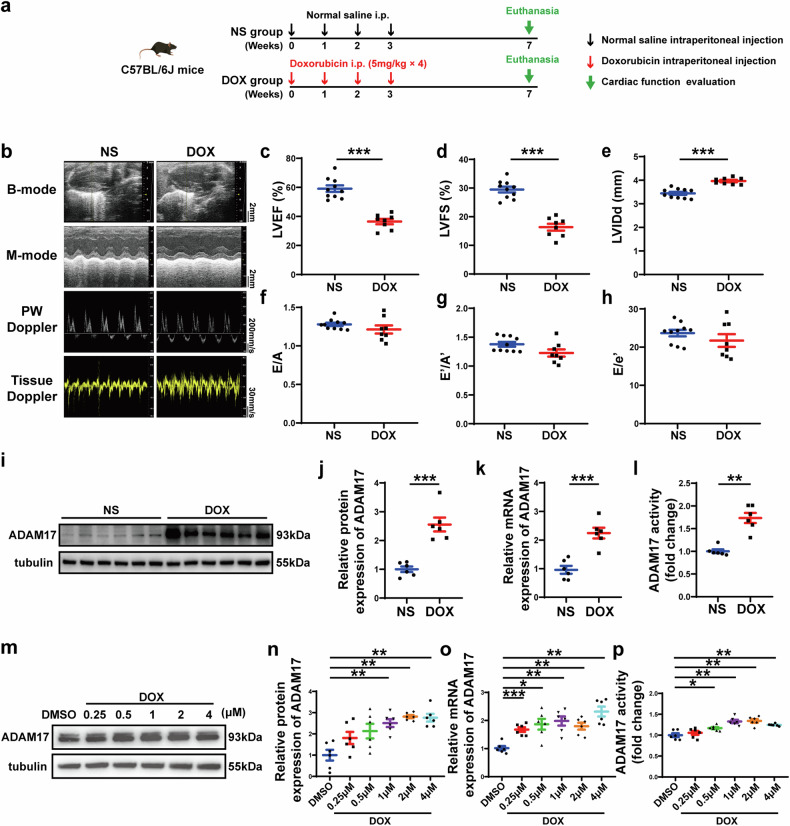
Echocardiographic measurements and ADAM17 protein expression in mice receiving different treatment. **a** Experiment timeline in vivo. **b** Representative echocardiographic images in mice showing B-mode echocardiogram (scale bar = 2 mm), M-mode echocardiogram (scale bar = 2 mm), pulse-wave Doppler tracing (PW) (scale bar = 200 mm/s), and tissue Doppler tracing (scale bar = 30 mm/s). **c** Comparison of left ventricular ejection fraction (LVEF) between mice treated with normal saline (NS) and doxorubicin (DOX) (*n* = 8–10 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) between mice treated with normal saline (NS) and doxorubicin (DOX) (*n* = 8–10 in each group). **e** Comparison of left ventricular end-diastolic diameter (LVIDd) between mice treated with normal saline (NS) and doxorubicin (DOX) (*n* = 8–10 in each group). **f** Comparison of the ratio of early to late diastolic mitral flow velocities (E/A) between mice treated with normal saline (NS) and doxorubicin (DOX) (*n* = 8–10 in each group). **g** Comparison of the ratio of early to late diastolic mitral annular velocities (E′/A′) between mice treated with normal saline (NS) and doxorubicin (DOX) (*n* = 8–10 in each group). **h** Comparison of the ratio of early diastolic mitral flow to early diastolic mitral annulus velocity (E/E′) between mice treated with normal saline (NS) and doxorubicin (DOX) (*n* = 8–10 in each group). **i** Representative western blot images of ADAM17 protein expression in the myocardium of NS- and DOX-treated mice. **j** Comparison of ADAM17 protein expression in the myocardium of NS- and DOX-treated mice (*n* = 6 in each group). **k** Comparison of ADAM17 mRNA expression in the myocardium of NS- and DOX-treated mice (*n* = 6 in each group). **l** Comparison of ADAM17 activity in the myocardium of NS- and DOX-treated mice (*n* = 6 in each group). **m** Representative western blot images of ADAM17 protein expression in NRCMs treated with DMSO, or DOX at different concentrations, respectively, for 24 h. **n** Comparison of ADAM17 protein expression in NRCMs treated with DMSO, or DOX at different concentrations, respectively, for 24 h (*n* = 6 in each group). **o** Comparison of ADAM17 mRNA expression in NRCMs treated with DMSO, or DOX at different concentrations, respectively, for 24 h (*n* = 6 in each group). **p** Comparison of ADAM17 activity in the NRCMs treated with DMSO, or DOX at different concentrations, respectively, for 24 h (*n* = 6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s *t*-tests were applied in (**c**–**f**, **h**, and **j**–**l**). Mann–Whitney *U* test was applied in (**g**). One-way ANOVA were applied in (**n**–**p**). *p < 0.05; **p < 0.01; ***p < 0.001

### Cardiomyocyte-specific knockout of ADAM17 alleviates cardiac dysfunction and remodeling induced by doxorubicin

Since ADAM17 expression was upregulated in the cardiomyocytes of doxorubicin-treated mice, we crossed ADAM17 flox/flox mice with cardiomyocyte-specific α-MHC-Cre mice to obtain ADAM17 cardiomyocyte-specific knockout mice (ADAM17^α-MHCKO^), as displayed in Supplementary Fig. 2a, b. Western blot and RT-PCR showed that, compared with A17^fl/fl^ mice, the protein and mRNA expression level of ADAM17 in A17^α-MHCKO^ mouse heart decreased by about 70% and about 80%, respectively (Supplementary Fig. 2c–e). In addition, the ADAM17 activity of ADAM17 in A17^α-MHCKO^ mouse heart decreased by about 70% relative to that of A17^fl/fl^ mice (Supplementary Fig. 2f). To ascertain the role of ADAM17 in doxorubicin-induced cardiomyopathy, we selected A17^fl/fl^ and A17^α-MHCKO^ male mice at 8 weeks of age and injected doxorubicin into these mice in the second proportion of in vivo experiments (Fig. 2a). No significant difference in the survival rate was observed between A17^α-MHCKO^ and A17^fl/fl^ mice who received doxorubicin treatment (Supplementary Fig. 2g) although the survival rate tended to be higher in the former than the latter group. However, LVEF and LVFS were significantly higher in the A17^α-MHCKO^ mice than in the A17^fl/fl^ mice after doxorubicin treatment (Fig. 2b–d). On the contrary, heart weight and the ratio of heart weight to tibia length (HW/TL) were decreased in A17^fl/fl^ mice receiving doxorubicin injection versus A17^fl/fl^ mice receiving NS, while these parameters were improved in A17^α-MHCKO^ mice (Fig. 2e–g). Furthermore, WGA staining showed that myocardial cell cross-sectional area decreased in doxorubicin-injected A17^fl/fl^ mice, which was improved in A17^α-MHCKO^ mice after doxorubicin injection (Fig. 2h, i). As cardiac fibrosis is a typical feature of doxorubicin-induced chronic cardiac injury, Masson staining showed increased interstitial and perivascular fibrosis in the heart of doxorubicin-injected A17^fl/fl^ mice, which was again substantially ameliorated in A17^α-MHCKO^ mice receiving doxorubicin injection (Fig. 2j–l). These results suggested that cardiomyocyte-specific knockout of ADAM17 alleviated cardiac systolic dysfunction and fibrosis induced by doxorubicin.

**Fig. 2:**
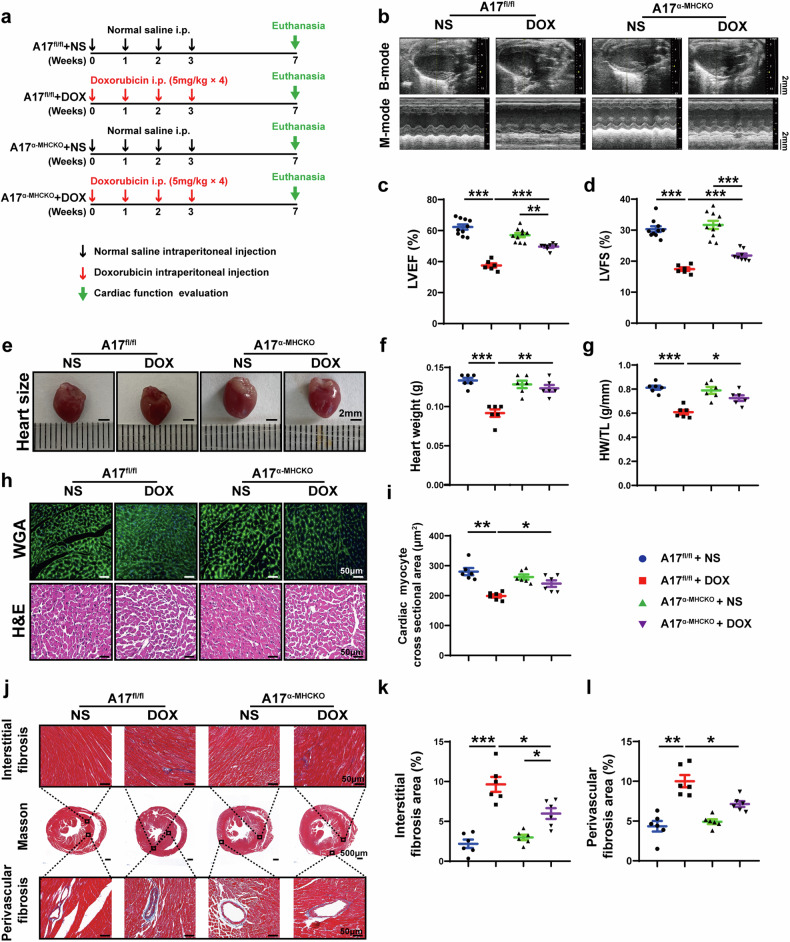
Echocardiographic measurements and histological staining in ADAM17^fl/fl^ and ADAM17^α-MHCKO^ mice treated with NS or DOX. **a** Experiment timeline in vivo. **b** Representative echocardiographic images (scale bar = 2 mm) showing B-mode and M-mode echocardiograms in four groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (*n* = 6–10 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (*n* = 6–10 in each group). **e** Representative anatomical images of heart size (scale bar = 2 mm) in four groups of mice. **f** Comparison of heart weight among four groups of mice (*n* = 6 in each group). **g** Comparison of heart weight/tibial length (HW/TL) ratio among four groups of mice (*n* = 6 in each group). **h** Representative WGA and H&E staining of myocardial cross-sections (scale bar = 50 μm) in four groups of mice. **i** Comparison of cardiac myocyte cross-sectional area measured by WGA staining (*n* = 6 in each group). **j** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis in four groups of mice. **k** Comparison of interstitial fibrosis area among four groups of mice (*n* = 6 in each group). **l** Comparison of perivascular fibrosis area among four groups of mice (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**c**, **d**, **f**, **g**, **i**, **k** and **l**). *p < 0.05; **p < 0.01; ***p < 0.001

### ADAM17 overexpression aggravates doxorubicin-induced cardiac dysfunction and remodeling

To further testify the causal relation between ADAM17 and doxorubicin-induced cardiomyopathy, wild-type C57BL/6J male mice were transfected with adeno-associated virus (AAV) 9 carrying ADAM17 (AAV9-oeA17) to overexpress ADAM17 and adeno-associated virus vehicle as negative control (AAV9-oeNC) by means of tail vein injection in the third proportion of in vivo experiments (Fig. 3a). Immunofluorescent staining showed that AAV9-mediated expression of ADAM17 was homogenously distributed in the heart (Supplementary Fig. 3a). Western blot and RT-PCR analysis confirmed that ADAM17 expression was upregulated in AAV9-oeA17 group versus the AAV9-oeNC group (Supplementary Fig. 3b–d). In addition, ADAM17 activity was significantly upregulated in the AAV9-oeA17 group compared with the AAV9-oeNC group (Supplementary Fig. 3e). Then, these mice were injected with doxorubicin or normal saline, and the results showed no significant difference in the survival rate between AAV9-oeNC mice and AAV9-oeA17 mice after doxorubicin injection (Supplementary Fig. 3f). Doxorubicin treatment further increased the ADAM17 expression in the heart of AAV9-oeA17 mice compared with normal saline (Supplementary Fig. 3g-h). However, LVEF and LVFS in the AAV9-oeA17 + DOX group were significantly reduced compared with those in the AAV9-oeNC + DOX group (Fig. 3b–d). In addition, ADAM17-overexpressing mice injected with doxorubicin had a lower heart weight and a smaller HW/TL ratio than AAV9-oeNC + DOX group mice (Fig. 3e–g). WGA staining demonstrated that myocardial cell cross-sectional area was decreased in AAV9-oeNC + DOX group relative to AAV9-oeNC + NS group, which was further decreased in AAV9-oeA17 + DOX group (Fig. 3h, i). Compared with AAV9-oeNC mice, myocardial interstitial fibrosis and perivascular fibrosis induced by doxorubicin were aggravated in ADAM17-overexpressing mice (Fig. 3j–l). These results suggested that ADAM17 overexpression in cardiomyocytes aggravated cardiac systolic dysfunction and fibrosis induced by doxorubicin.

**Fig. 3:**
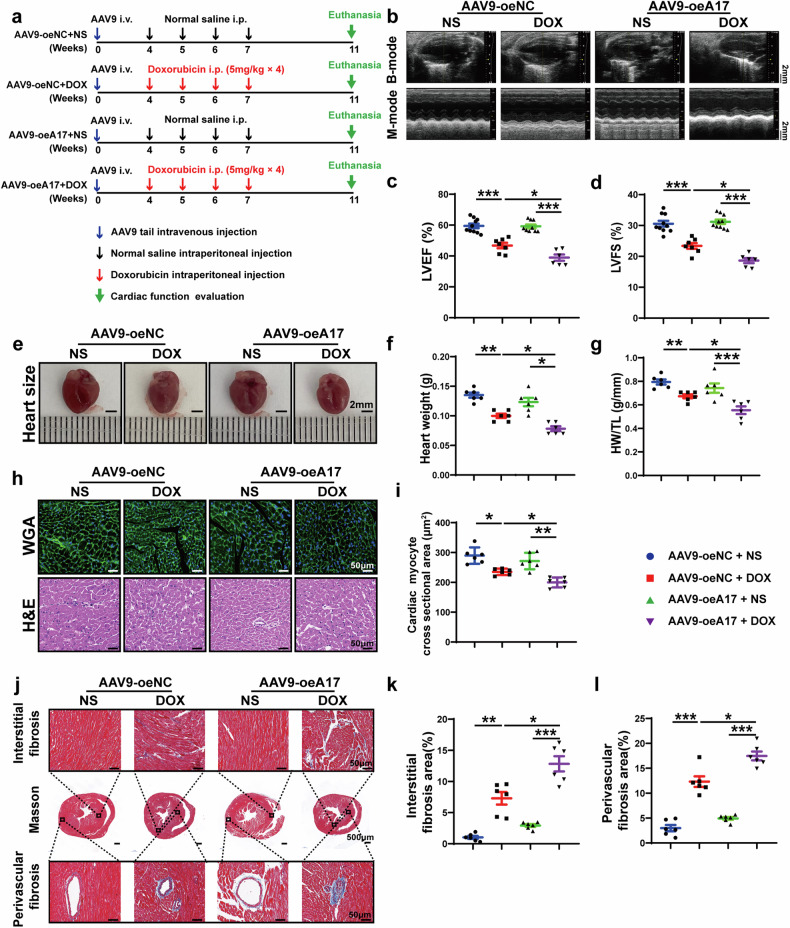
Echocardiographic measurements and histological staining in negative control and ADAM17-overexpressing mice treated with NS or DOX. **a** Experiment timeline in vivo. **b** Representative echocardiographic images (scale bar = 2 mm) showing B-mode and M-mode echocardiograms in four groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (*n* = 6–10 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (*n* = 6–10 in each group). **e** Representative anatomical images of heart size (scale bar = 2 mm) in four groups of mice. **f** Comparison of heart weight among four groups of mice (*n* = 6 in each group). **g** Comparison of heart weight/tibial length (HW/TL) ratio among four groups of mice (*n* = 6 in each group). **h** Representative WGA and H&E staining of myocardial cross-sections (scale bar = 50 μm) in four groups of mice. **i** Comparison of cardiac myocyte cross-sectional area measured by WGA staining (*n* = 6 in each group). **j** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis in four groups of mice. **k** Comparison of interstitial fibrosis area among four groups of mice (*n* = 6 in each group). **l** Comparison of perivascular fibrosis area among four groups of mice (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**c**, **d**, **f**, **g**, **i**, **k** and **l**). *p < 0.05; **p < 0.01; ***p < 0.001

### ADAM17 is involved in doxorubicin-mediated cardiomyocyte apoptosis in vivo

As apoptosis is a salient feature of doxorubicin-induced cardiomyopathy, we quantified the extent of apoptotic cardiomyocytes in heart tissue by TUNEL staining. Cardiomyocyte apoptosis level was similar in A17^fl/fl^ and A17^α-MHCKO^ mice. After doxorubicin injection, the number of TUNEL-positive cells was significantly higher in A17^fl/fl^ than in A17^α-MHCKO^ mice (Fig. 4a, b). Western blot results showed that compared with A17^fl/fl^ mice, the apoptosis-promoting protein expression of the cleaved PARP/PARP, cleaved caspase 3/caspase3 and Bax/Bcl2 in A17^α-MHCKO^ mice decreased (Fig. 4c–f). To explore the effect of ADAM17 overexpression on myocardial apoptosis induced by doxorubicin, we assessed the number of TUNEL-positive cells in the myocardium of mice after infusion of doxorubicin or normal saline. Cardiomyocyte apoptosis was similar in AAV9-oeA17 and AAV9-oeNC mice after normal saline treatment, while the percentage of TUNEL-positive cells in the AAV9-oeA17 + DOX group increased further than AAV9-oeNC + DOX group (Fig. 4g, h). In addition, western blot showed that expression of apoptosis-promoting proteins including cleaved PARP/PARP, cleaved caspase 3/caspase3, and Bax/Bcl2 in AAV9-oeA17 + DOX group increased compared with that in the AAV9-oeNC + DOX group (Fig. 4i–l). These results indicated that cardiomyocyte-specific knockout of ADAM17 significantly prevented myocardial cell apoptosis induced by doxorubicin, whereas ADAM17 overexpression in cardiomyocyte aggravated doxorubicin-induced cardiomyocyte apoptosis in vivo.

**Fig. 4:**
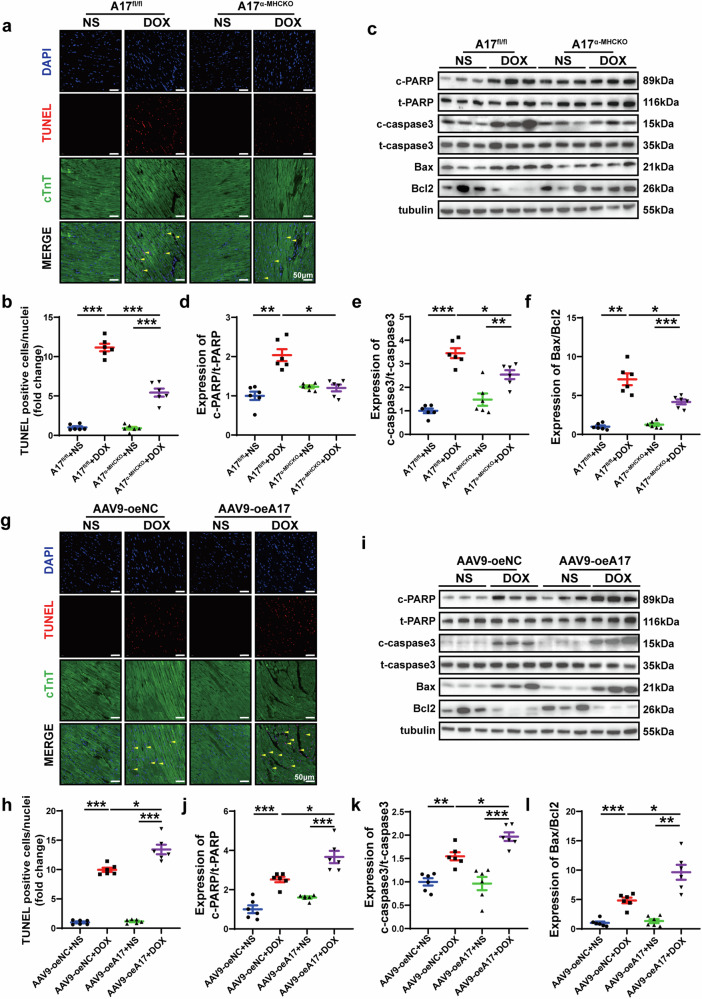
Effects of ADAM17 knockout and overexpression on cardiomyocyte apoptosis in four groups of mice treated with NS or DOX. **a** Representative TUNEL-positive cardiomyocyte staining in four groups of mice (scale bar = 50 μm). **b** Comparison of TUNEL-positive cardiomyocyte in the myocardium among four groups of mice (*n* = 6 in each group). **c** Representative western blot images of PARP, cleaved PARP, caspase 3, cleaved caspase 3, Bax and Bcl2 expression in the myocardium of four groups of mice. **d** Comparison of cleaved PARP/PARP expression among four groups of mice (*n* = 6 in each group). **e** Comparison of cleaved caspase3/caspase3 expression among four groups of mice (*n* = 6 in each group). **f** Comparison of Bax/Bcl2 expression among four groups of mice (*n* = 6 in each group). **g** Representative TUNEL-positive cardiomyocyte staining in four groups of mice (scale bar = 50 μm). **h** Comparison of TUNEL-positive cardiomyocyte in the myocardium among four groups of mice (*n* = 6 in each group). **i** Representative western blot images of PARP, cleaved PARP, caspase 3, cleaved caspase 3, Bax and Bcl2 expression in the myocardium of four groups of mice. **j** Comparison of cleaved PARP/PARP expression among four groups of mice (*n* = 6 in each group). **k** Comparison of cleaved caspase3/caspase3 expression among four groups of mice (*n* = 6 in each group). **l** Comparison of Bax/Bcl2 expression among four groups of mice (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**b**, **d**–**f**, **h**, and **j**–**l**). *p < 0.05; **p < 0.01; ***p < 0.001

### ADAM17 is involved in doxorubicin-mediated cardiomyocyte apoptosis in vitro

To further explore the effect of doxorubicin on cardiomyocyte apoptosis, we stimulated NRCMs with doxorubicin at different concentrations and for various durations (Supplementary Fig. 4a). Similar to the results of doxorubicin stimulation at different concentrations, ADAM17 protein, mRNA levels and ADAM17 activity increased in a time-dependent manner (Supplementary Fig. 5a–d). In addition, western blot showed that the expression level of pro-apoptotic proteins including cleaved PARP/PARP, cleaved caspase 3/caspase3 and Bax/Bcl2 substantially increased with the increased doxorubicin concentration (Supplementary Fig. 5e–h) or treatment duration (Supplementary Fig. 5k–n). RT-PCR showed that the ratio of Bax/Bcl2 increased and CCK-8 assay conveyed that the cell viability decreased with the augmented doxorubicin concentration (Supplementary Fig. 5i, j) or the extension of treatment duration (Supplementary Fig. 5o, p). Then, we selected 1 μM doxorubicin treatment for 24 h as the protocol for subsequent experiment, because at this concentration and duration, cell apoptosis was obvious and cell viability was >50%.

To further explore the potential role of ADAM17 in cardiomyocyte apoptosis induced by doxorubicin in vitro, we used siRNA to knockdown ADAM17 expression in NRCMs and treated NRCMs with doxorubicin in the second proportion of the in vitro experiment (Supplementary Fig. 4b). Western blot and RT-PCR showed that, compared with siNC group, ADAM17 protein and mRNA expression levels and ADAM17 activity in siA17 group were significantly decreased (Supplementary Fig. 6a–d). TUNEL staining showed that the number of TUNEL-positive cells in the siA17 + DOX group was less than that in the siNC + DOX group (Fig. 5a, b). In addition, western blot demonstrated that the expression level of apoptosis-promoting proteins including cleaved PARP/PARP, cleaved caspase 3/caspase3 and Bax/Bcl2 in the siA17 + DOX group were lower than that in the siNC + DOX group (Fig. 5c–f). Meanwhile, we overexpressed ADAM17 in NRCMs in vitro and carried out doxorubicin treatment in the third proportion of the in vitro experiment (Supplementary Fig. 4c). Western blot and RT-PCR showed that, compared with NC group, ADAM17 protein and mRNA expression levels and ADAM17 activity in oeA17 group were significantly increased (Supplementary Fig. 6e–h). TUNEL staining of NRCMs showed that the number of TUNEL-positive cells remarkably increased in the oeA17 + DOX group compared with the NC + DOX group (Fig. 5g, h). Western blot found that the expression level of apoptosis-promoting protein including cleaved PARP/PARP, cleaved caspase 3/caspasd3 and Bax/Bcl2 was higher in the oeA17 + DOX group than that in the NC + DOX group (Fig. 5i–l). These results demonstrated that ADAM17 deficiency inhibited while ADAM17 overexpression aggravated doxorubicin-mediated cardiomyocyte apoptosis in vitro.

**Fig. 5:**
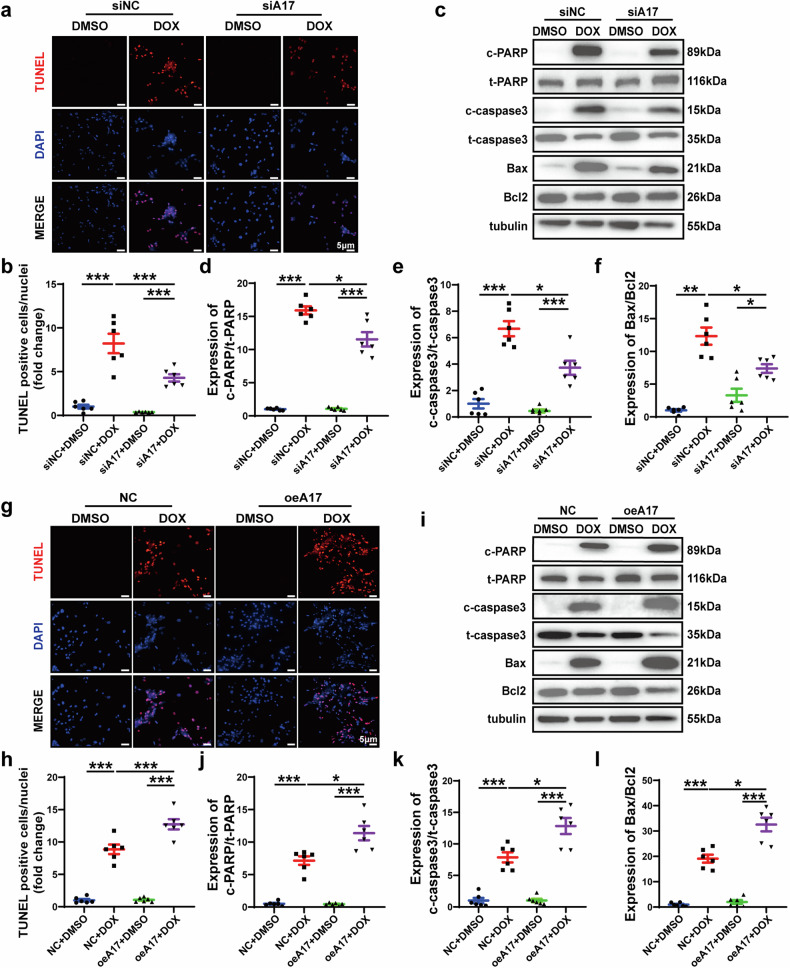
Effects of ADAM17 knockdown and overexpression on cardiomyocyte apoptosis in four groups of NRCMs treated with DMSO or DOX. **a** Representative TUNEL staining in four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17 + DMSO and siA17 + DOX, respectively (scale bar = 5 μm). **b** Comparison of TUNEL-positive cells among four groups of NRCMs (*n* = 6 in each group). **c** Representative western blot images of PARP, cleaved PARP, caspase 3, cleaved caspase 3, Bax and Bcl2 expression in four groups of NRCMs. **d** Comparison of cleaved PARP/PARP expression among four groups of NRCMs (*n* = 6 in each group). **e** Comparison of cleaved caspase3/caspase3 expression among four groups of NRCMs (*n* = 6 in each group). **f** Comparison of Bax/Bcl2 expression among four groups of NRCMs (*n* = 6 in each group). **g** Representative TUNEL staining in four groups of NRCMs treated with NC + DMSO, NC + DOX, oeA17 + DMSO and oeA17 + DOX, respectively (scale bar = 5 μm). **h** Comparison of TUNEL-positive cells among four groups of NRCMs (*n* = 6 in each group). **i** Representative western blot images of PARP, cleaved PARP, caspase 3, cleaved caspase 3, Bax and Bcl2 expression in four groups of NRCMs. **j** Comparison of cleaved PARP/PARP expression among four groups of NRCMs (*n* = 6 in each group). **k** Comparison of cleaved caspase3/caspase3 expression among four groups of NRCMs (*n* = 6 in each group). **l** Comparison of Bax/Bcl2 expression among four groups of NRCMs (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**b**, **d**–**f**, **h**, and **j–l**). *p < 0.05; **p < 0.01; ***p < 0.001

### Upregulation of ADAM17 in doxorubicin-stimulated cardiomyocytes is mainly induced by C/EBPβ

To understand the mechanism of ADAM17 upregulation in doxorubicin-induced cardiomyopathy, bioinformatics tools were used to predict potential transcription factors in the ADAM17 promoter region, including the Animal Transcription factor database (Animal TFDB4), JASPAR, TRANSFAC, and PROMO. As shown in Supplementary Fig. 7a, we draw the Venn diagram based on cross-analysis of multiple datasets and found that CCAAT/enhancer binding protein beta (C/EBPβ) and Sp1 were the most promising transcription factors for binding to ADAM17 promoters. C/EBPβ is a transcription factor that binds the regulatory domains of promoters and/or enhancers of target genes involved in different biological processes.^26^ A previous study suggested that hypoxia instigated C/EBPβ signaling pathway, which initiated recruitment of C/EBPβ to the ADAM17 promoter and induced ADAM17 expression in human lung fibroblasts^27^ (Supplementary Fig. 7b). To explore the role of C/EBPβ in regulating ADAM17 gene transcription in doxorubicin-induced cardiotoxicity, we knocked down C/EBPβ expression in NRCMs using siRNA. Western blot and RT-PCR showed that C/EBPβ protein and mRNA expression levels were significantly decreased in siC/EBPβ group compared with siNC group (Supplementary Fig. 7c–e). In NRCMs, compared with the siNC + DMSO group, the protein and mRNA expression levels of both C/EBPβ and ADAM17 in the siNC + DOX group were significantly increased. However, the protein and mRNA expression levels of ADAM17 were dramatically decreased in the siC/EBPβ + DOX group versus the siNC + DOX group (Supplementary Fig. 7f–j), suggesting that C/EBPβ might be an upstream mediator of ADAM17 upregulation in mice with doxorubicin-induced cardiomyopathy.

### Differential gene expression in TNF signaling pathway of A17^fl/fl^ and A17^α-MHCKO^ mice treated with doxorubicin and normal saline

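RNA was sequenced from the hearts of 12 mice, 3 in each of 4 groups. A17fl/fl mice carry a floxed Adam17 gene, and in A17α-MHCKO mice Cre recombinase removes its exon 2 in cardiomyocytes. Both received normal saline (NS) or doxorubicin (DOX), an anthracycline, in 4 injections of 5 mg/kg, 20 mg/kg in total, and the endpoint was 4 weeks after the last injection. The libraries were made with a stranded paired-end mRNA kit, and StringTie counted the fragments of each gene. For 53465 genes the authors deposited the unnormalized count and the FPKM of every mouse. The paper's text names neither the aligner nor the genome build, and 53274 of the Ensembl identifiers are in GENCODE M21, from which GRCm38 positions were taken.

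Total counts per library ran from 16409381 to 17488695 in A17fl/fl + NS mice (median 16686213) and from 15991334 to 16203039 in A17fl/fl + DOX mice (median 16001891). In A17α-MHCKO mice they ran from 15971431 to 21725076 after normal saline (median 16925856) and from 15950717 to 16640289 after doxorubicin (median 16418329). Counts were scaled by edgeR's TMM method, and its filterByExpr function kept 16101 genes for testing. A single quasi-likelihood model with a mean for each of the 4 groups was fitted, so that every comparison shares one estimate of the spread between mice. Its p-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested. A gene is called differentially expressed where it meets the limits of the paper's methods, an absolute log2 fold change over 1, an unadjusted p under 0.05 and a mean FPKM over 1 in one of the groups compared. The fit on the 2 groups alone and other tests change the counts of called genes.

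Adam17 (ENSMUSG00000052593) lies on chromosome 12 from 21323509 to 21373632 and was read first, as the targeted gene. Its counts are over the whole gene and all cells of the sample, so transcripts that lack exon 2 and those of other cells are part of them. It had 70.9, 48.7 and 43.6 TMM-normalized CPM in the A17fl/fl + NS mice and 48.1, 53.2 and 48.4 CPM in the A17fl/fl + DOX mice. In A17α-MHCKO mice it had 35.3, 34.9 and 34.2 CPM after normal saline and 27.9, 36.8 and 32.2 CPM after doxorubicin. Each of the 6 A17α-MHCKO mice was below each of the 6 A17fl/fl mice (exact permutation test, two-sided p = 0.00216, the smallest that 6 against 6 allow), and the mean decreased by 35.7%. The log2 fold change between the genotypes was -0.64 (standard error 0.17, adjusted p = 0.313 from edgeR's quasi-likelihood test) after normal saline and -0.63 (standard error 0.18, adjusted p = 1.00) after doxorubicin. In the first of these it was -0.41 without A17fl/fl + NS replicate 1.

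A principal component analysis of the log2 CPM placed that library apart from the other 11. Its first component, with 35.2% of the variance, put A17fl/fl + NS replicate 1 at -120 and the other 11 libraries between -12.9 and 28.4. Its mean correlation with the other libraries was 0.900, against 0.948 to 0.966 for each of the others. It is part of every value reported without such a remark, and values without it are given where it decides them.

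**Figure D1:**
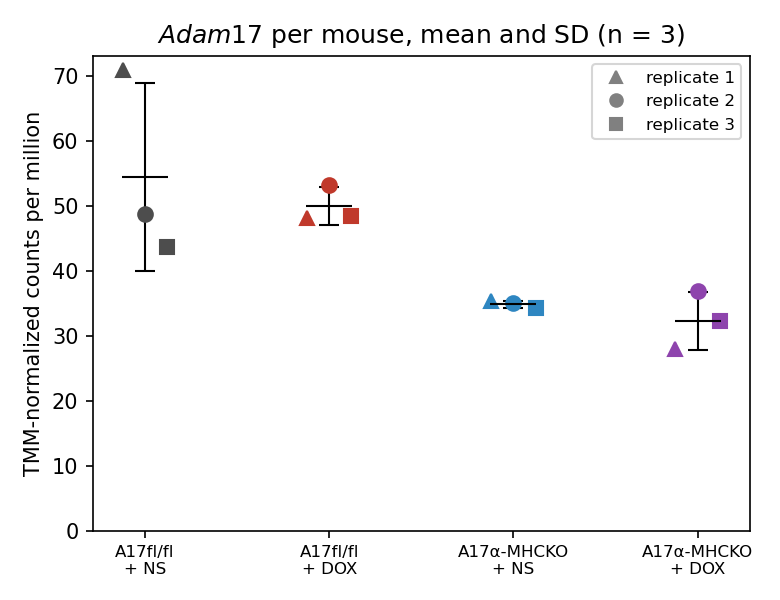
Adam17 in each mouse, in TMM-normalized CPM. Points are mice, with a triangle, circle and square for replicates 1, 2 and 3, and black bars are the mean and SD of 3 mice. The 6 A17α-MHCKO mice lie between 27.9 and 36.8 CPM and the 6 A17fl/fl mice between 43.6 and 70.9 CPM.

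**Figure D2:**
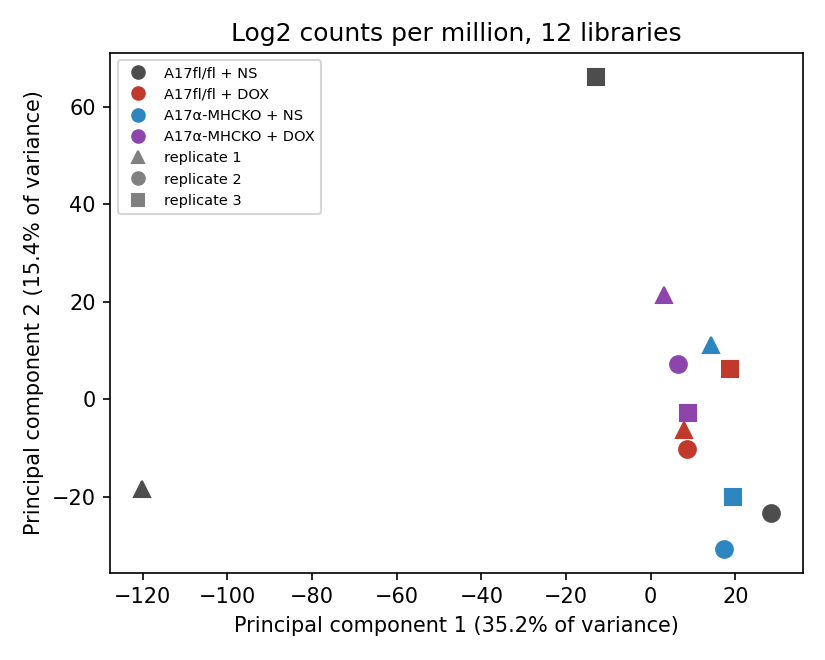
The first 2 principal components of log2 CPM over the tested genes, in arbitrary units, with the share of variance on each axis. Each point is a library, coloured by group, with a triangle, circle and square for replicates 1, 2 and 3. A17fl/fl + NS replicate 1 lies at -120 on the first component and A17fl/fl + NS replicate 3 highest on the second.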

Subsequently, RNA sequencing was performed in left ventricular samples from A17^fl/fl^ mice and A17^α-MHCKO^ mice treated with normal saline or doxorubicin. The differentially expressed genes of A17^fl/fl^ + DOX (*n* = 3) and A17^fl/fl^ + NS mice (*n* = 3) were analyzed by hierarchical clustering. 

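Between A17fl/fl + DOX and A17fl/fl + NS mice, 454 genes were called, 96 higher and 358 lower after doxorubicin, of 11766 tested genes that met the FPKM limit. At an adjusted p under 0.05 from edgeR's quasi-likelihood test 0 genes passed, with 0.222 as the smallest adjusted p, while 1721 genes had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 151 genes had an adjusted p under 0.05. The 3 values of one group did not overlap those of the other in 176 of the called genes (38.8%), which were chosen by the same values, and in 13.3% of all tested genes, where chance gives 10%. The 6 libraries were clustered on the called genes by complete linkage of the Euclidean distances between standardized log2 CPM values. The first division set A17fl/fl + NS replicate 1 against the other 5 libraries, and the next divided the other 2 A17fl/fl + NS libraries from the 3 A17fl/fl + DOX libraries. These genes were chosen for differing between the 2 groups, so the second division does not test that difference. A17fl/fl + NS replicate 1 had the highest of the 6 values in 315 of the 358 genes called lower (88.0%). Without it 204 genes were called, 98 higher and 106 lower, and 116 of these were among the 454. The limits gave 235 genes with the 2 groups fitted alone, 281 with a block for the replicate number and 184 with limma's voom and a weight for each library, the last chosen after the results were seen. The count moved to 987 genes without A17fl/fl + NS replicate 2, to 734 without A17fl/fl + NS replicate 3 and to 296 without A17fl/fl + DOX replicate 3. Without A17fl/fl + NS replicate 2, 391 genes had an adjusted p under 0.05. The NS group of that fit held only replicates 1 and 3, so A17fl/fl + NS replicate 1 weighed more in it. Both were low in a list of atrial genes, with a mean log2 CPM of 0.79 and 0.96, against at least 5.10 in the other 10 libraries.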

Next, KEGG pathway analyses showed that the TNF pathway was significantly enriched in doxorubicin-treated mice (Fig. 6a). 

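The pathway was examined with a list of 111 TNF signaling genes written from general knowledge of the KEGG map, since the KEGG database was not used here. Of these, 100 were tested and 91 met the FPKM limit. In A17fl/fl mice, 21 of the 91 (23.1%) were called after doxorubicin, against 3.86% of all genes at that limit, an odds ratio of 7.79 (one-sided Fisher's exact test, p = 2.37e-11). That test treats genes as independent, which genes of one pathway are not. With A17fl/fl + NS replicate 1 left out, 2 of 83 listed genes were called, Cebpb and Traf3, an odds ratio of 1.38 (one-sided Fisher's exact test, p = 0.433).

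Over the 100 tested genes, called or not, the mean log2 change after doxorubicin differed from that of all other genes by -0.36, and 29 of the 100 had a positive mean change. limma's camera test with a preset inter-gene correlation of 0.01 gave a two-sided p of 4.91e-04 for this shift (adjusted p = 0.00245 over 22 lists in 5 comparisons). The p-value was 0.157 under limma's fry test and 0.222 under camera with an estimated correlation. Across all 22 lists, camera called 10 after doxorubicin in A17fl/fl mice at an adjusted p under 0.05, and 0 of these 10 held under fry or an estimated correlation. The mean log2 CPM of the list was 5.10 in A17fl/fl + NS replicate 1 and between 3.90 and 4.14 in the other 11 libraries. Without that library the shift was -0.03 and the list was not called.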

We identified 26 genes with changes in TNF signaling pathway. 

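Of the 21 called genes of the TNF list, 19 were lower and 2 higher after doxorubicin, the latter being Traf3 and Ccl5 (Ccl5 was chosen after its values were seen). In each of the 19 lower genes A17fl/fl + NS replicate 1 had the highest of the 6 values. Over all genes tested, 0 of the 21 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, 1 gene did, Cebpb (adjusted p = 0.0244), and Traf3 had an adjusted p of 0.0574.

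Cebpb (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418) had 249 ± 157 CPM (SD, n = 3) in A17fl/fl + NS mice and 64.8 ± 8.65 CPM (SD, n = 3) in A17fl/fl + DOX mice. Its log2 fold change was -1.94 (standard error 0.37, adjusted p = 0.297 over all genes from edgeR's quasi-likelihood test), and -1.31 without A17fl/fl + NS replicate 1. Over the alternatives its adjusted p ran from 2.14e-04 with DESeq2 to 0.791 in edgeR's fit on the 2 groups alone, and it was under 0.05 also in edgeR's likelihood ratio test (9.51e-04) and without A17fl/fl + NS replicate 2. Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) had a log2 fold change of -4.55 (standard error 1.22, adjusted p = 0.334), and -0.96 without that library. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) had 428 CPM in that library and 0.684 to 1.82 CPM in the other 5, and its log2 fold change moved from -7.08 to -0.36 without it. Fas (ENSMUSG00000024778, chromosome 19, 34290666 to 34327772) fell by 1.06 on the log2 scale, or by 0.70 without that library. Tab1 (ENSMUSG00000022414, chromosome 15, 80133127 to 80161707) rose by 0.73 (standard error 0.18, adjusted p = 0.334), below the fold limit. The adjusted p was under 0.05 for Mmp9 (0.0226) and Il1b (0.0177) in edgeR's likelihood ratio test, for Tab1 (0.0472) with DESeq2, and for Mmp9, Il1b and Fas without A17fl/fl + NS replicate 2, and under the other alternatives it ran up to 0.853 for Il1b and 0.791 for the other 3. Tnf itself (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had 1194 counts in A17fl/fl + NS replicate 1 and 1 to 10 counts in each of the other 11 libraries, and was not tested for lack of counts.

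**Figure D3:**
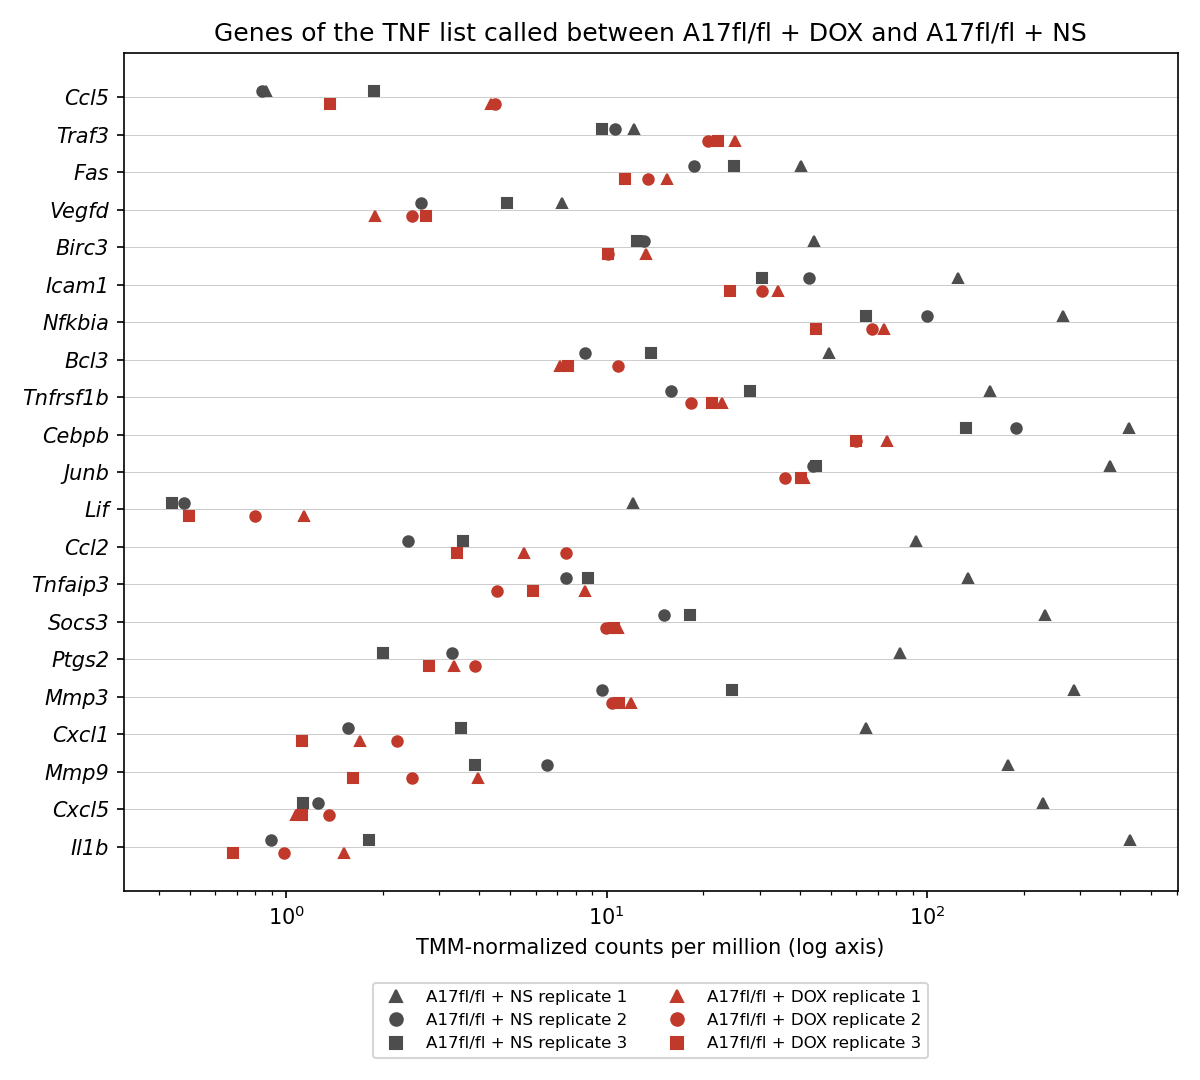
The 21 called genes of the TNF list in each A17fl/fl mouse, in TMM-normalized CPM on a log axis, ordered by log2 fold change. Grey points are A17fl/fl + NS mice and red points A17fl/fl + DOX mice, with a triangle, circle and square for replicates 1, 2 and 3. The grey triangle, A17fl/fl + NS replicate 1, is the highest point of 19 genes, and the red points of Traf3 lie above all its grey points.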

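The A17α-MHCKO + DOX mice were then compared with the A17fl/fl + DOX mice for the called genes of the TNF list. The same A17fl/fl + DOX mice had served to call these genes. A gene called for being higher in them is therefore biased towards a decrease here, without any effect of the knockout. Ordered by p from edgeR's quasi-likelihood test, the first was Traf3, with an unadjusted p of 0.0238, followed by Fas (0.286) and Cebpb (0.368). The spread behind these p-values was estimated over all 12 libraries, A17fl/fl + NS replicate 1 among them. Some genes raised in that library had wide standard errors here, such as 1.97 for Il1b against 0.28 for Traf3, which favours the rank of Traf3. In the fit on the 2 groups alone, without that library, Traf3 was also first, of 12 called genes. Traf3 was also the first of all 100 tested genes of the list, and the only one of them with an unadjusted p under 0.05. Its log2 fold change was -0.74 (standard error 0.28, adjusted p = 1.00 over all genes tested), below the fold limit of 1. Adjusted over the list alone, 0 genes had a p under 0.05, and Traf3 had 0.997. Fas and Cebpb changed by 0.33 and 0.34 on the log2 scale. Each library of these 2 groups left out in turn gave a log2 fold change of Traf3 between -0.99 and -0.55. Traf3 kept the first rank under every alternative that gave one. Without A17fl/fl + NS replicate 1 it was first of only 2 called genes, and with voom of 3. It had no rank without A17fl/fl + DOX replicate 1, where its change after doxorubicin in A17fl/fl mice, 0.997, fell short of the fold limit. As a whole, the 100 genes shifted by -0.04 between these groups (adjusted p = 0.339 from limma's camera), and by -0.11 without A17fl/fl + DOX replicate 3, the only library without which its unadjusted p was under 0.05.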

Then the expression of these 26 genes in A17^α-MHCKO^ + DOX group (*n* = 3) and A17^fl/fl^ + DOX group (*n* = 3) was analyzed by hierarchical clustering, and of these genes, TRAF3 expression showed the most significant difference between the two groups (Fig. 6b). These findings strongly suggested that TRAF3 may be a key molecule in the role of ADAM17 in doxorubicin-induced cardiotoxicity.

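Traf3 (ENSMUSG00000021277) lies on chromosome 12 from 111166370 to 111267153. It had 10.8 ± 1.25 CPM (SD, n = 3) in A17fl/fl + NS mice and 22.7 ± 2.20 CPM (SD, n = 3) in A17fl/fl + DOX mice, an increase of 111%. The log2 fold change was 1.07 (standard error 0.29, adjusted p = 0.334 from edgeR's quasi-likelihood test), and from 1.00 to 1.16 with each library left out in turn. In A17α-MHCKO mice it had 13.8 ± 5.41 CPM (SD, n = 3) after normal saline and 13.6 ± 4.10 CPM (SD, n = 3) after doxorubicin, a log2 fold change of -0.02 (standard error 0.28). The 3 A17fl/fl + DOX mice lay above the 3 A17fl/fl + NS mice without overlap and also above the 3 A17α-MHCKO + DOX mice, relative to which the A17α-MHCKO + DOX mean decreased by 40.3% (exact permutation test, two-sided p = 0.1 for each comparison, the smallest that 3 against 3 allow). Both of these comparisons use the same A17fl/fl + DOX mice, so they are not independent. The groups overlapped between A17α-MHCKO + NS and A17fl/fl + NS mice (exact permutation test, two-sided p = 0.5) and between the 2 A17α-MHCKO groups (exact p = 1). The doxorubicin effect in A17α-MHCKO mice minus that in A17fl/fl mice, tested as an interaction, was -1.09 (standard error 0.40, adjusted p = 0.828). From the ranking of TRAF3 among the TNF pathway genes that changed with doxorubicin, the paper proposes TRAF3 as a key molecule in the part ADAM17 plays in doxorubicin-induced cardiotoxicity.

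**Figure D4:**
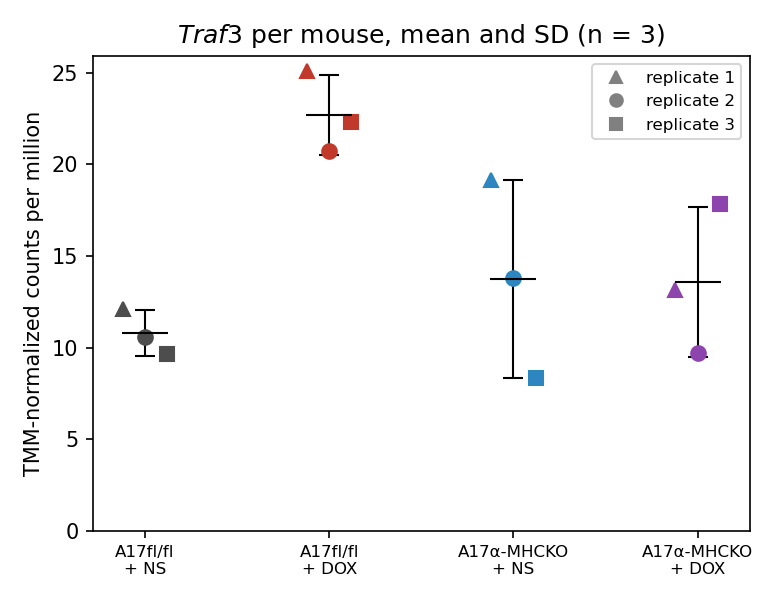
Traf3 in each mouse, in TMM-normalized CPM. Points are mice, with a triangle, circle and square for replicates 1, 2 and 3, and black bars are the mean and SD of 3 mice. The 3 A17fl/fl + DOX mice lie above all other mice, and the A17α-MHCKO groups have means of 13.8 and 13.6 CPM.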

**Fig. 6:**
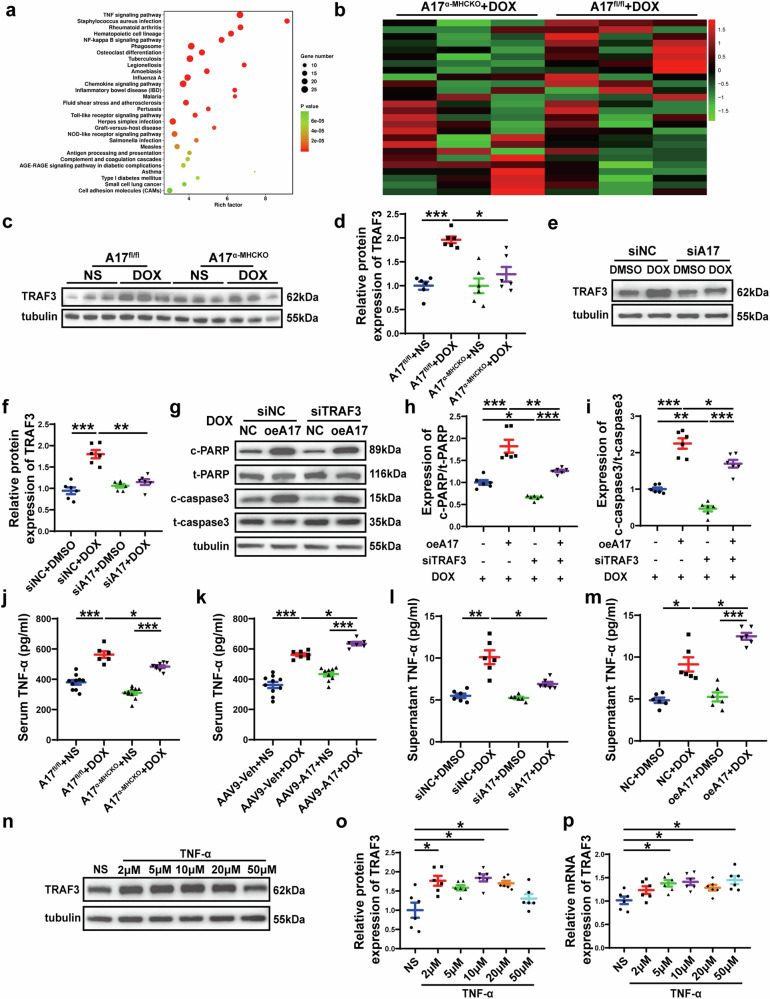
Transcriptome profiles of the myocardium in four groups of mice and the relation between ADAM17 and TRAF3 in the regulation of apoptosis-associated proteins in the NRCMs. **a** KEGG pathway enrichment analysis of differential expressing (DE) transcripts and bubble chart showing KEGG pathways enrichment in the heart of A17^fl/fl^ + NS and A17^fl/fl^ + DOX mice. **b** Heat map of 26 genes, which showed significant difference in the TNF signaling pathway between A17^fl/fl^ + NS and A17^fl/fl^ + DOX mouse hearts, were compared between A17^α-MHCKO^ + DOX and A17^fl/fl^ + DOX mouse hearts and the differences between the latter two groups were ranked by *p* values with the smallest *p* value on the top. **c** Representative western blot images of TRAF3 expression in the myocardium of four groups of mice. **d** Comparison of TRAF3 expression among four groups of mice (*n* = 6 in each group). **e**, **f** Representative western blot images and comparison of TRAF3 expression in four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17 + DMSO and siA17 + DOX, respectively (*n* = 6 in each group). **g** Representative western blot images of PARP, cleaved PARP, caspase 3 and cleaved caspase 3 expression among four groups of NRCMs treated with NC + DOX, oe17 + DOX, siTRAF3 + DOX and oeA17 + siTRAF3 + DOX, respectively. **h** Comparison of cleaved PARP/PARP expression among four groups of NRCMs treated with NC + DOX, oe17 + DOX, siTRAF3 + DOX and oeA17 + siTRAF3 + DOX, respectively (*n* = 6 in each group). **i** Comparison of cleaved caspase3/caspase3 expression among four groups of NRCMs treated with NC + DOX, oe17 + DOX, siTRAF3 + DOX and oeA17 + siTRAF3 + DOX, respectively (*n* = 6 in each group). **j** Serum levels of TNF-α in A17^fl/fl^ and A17^α-MHCKO^ mice treated with NS or DOX (*n* = 6 in each group). **k** Serum levels of TNF-α in AAV9-oeNC and AAV9-oeA17 mice treated with NS or DOX (*n* = 6 in each group). **l** Supernatant levels of TNF-α in four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17 + DMSO and siA17 + DOX, respectively (*n* = 6 in each group). **m** Supernatant levels of TNF-α in four groups of NRCMs treated with NC + DMSO, NC + DOX, oeA17 + DMSO and oeA17 + DOX, respectively (*n* = 6 in each group). **n**, **o** Representative western blot images and comparison of TRAF3 protein expression in the NRCMs treated with TNF-α at different concentrations for 24 h (*n* = 6 in each group). **p** Comparison of TRAF3 mRNA expression in NRCMs treated with TNF-α at different concentrations for 24 h (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**d**, **f**, **h**–**m**, **o** and **p**). *p < 0.05; **p < 0.01; ***p < 0.001

### ADAM17 aggravates cardiac injury via upregulating TRAF3 expression in doxorubicin-induced cardiomyopathy

To further investigate the role of TRAF3 in the effect of ADAM17 on doxorubicin-induced cardiotoxicity, we examined the protein expression of TRAF3 in the heart tissue of A17^fl/fl^ and A17^α-MHCKO^ mice after doxorubicin or normal saline treatment. Western blot showed that the protein expression of TRAF3 in A17^fl/fl^ mice after doxorubicin treatment was increased compared with A17^fl/fl^ mice after saline treatment, while the expression of TRAF3 in A17^α-MHCKO^ + DOX group was decreased compared with A17^fl/fl^ + DOX group (Fig. 6c, d). In NRCMs, the protein expression of TRAF3 was upregulated in the siNC + DOX group relative to the siNC + DMSO group, while TRAF3 expression in both siA17 + DMSO and siA17 + DOX was similar to the siNC + DMSO group (Fig. 6e, f). These results suggested that TRAF3 was a downstream molecule in the ADAM17 signaling.

Previous studies revealed that TRAF3 modulated apoptosis and inflammation-related signaling pathways in hepatic I/R injury to regulate cell survival.^18^ Immunofluorescence co-localization staining showed that TRAF3 expression was notably increased in cardiomyocytes in the DOX group compared to the NS group (Supplementary Fig. 8a, b). To further examine the role of TRAF3 in doxorubicin-induced cardiac injury by modulating cardiomyocyte apoptosis, AAV9 was used to knock down and overexpress (Supplementary Fig. 8c–h) TRAF3 in cardiomyocytes. As previously described, mice of AAV9-shNC group and AAV9-shTRAF3 group received either normal saline or doxorubicin injection (Supplementary Fig. 9a). After doxorubicin treatment, LVEF and LVFS in mice of AAV9-shTRAF3 group were markedly increased in comparison to those in AAV9-shNC mice (Supplementary Fig. 9b–d). In contrast, heart weight, HW/TL and cardiomyocyte cross-sectional area (Supplementary Fig. 9e–i) were increased in doxorubicin-injected AAV9-shTRAF3 mice compared with doxorubicin-injected AAV9-shNC mice. Masson staining showed that cardiac interstitial and perivascular fibrosis of doxorubicin-injected AAV9-shTRAF3 mice was also significantly improved compared with doxorubicin-injected AAV9-shNC mice (Supplementary Fig. 9j–l). After the injection of doxorubicin, the number of TUNEL-positive cells in AAV9-shTRAF3 mice was significantly reduced compared with AAV9-shNC mice (Supplementary Fig. 9m, n).

Both AAV9-oeNC and AAV9-oeTRAF3 mice received injection of doxorubicin or normal saline as described earlier (Supplementary Fig. 10a). Echocardiographic measurement of LVEF and LVFS in the AAV9-oeTRAF3 + DOX group were significantly lower than those in the AAV9-oeNC + DOX group (Supplementary Fig. 10b–d). Relative to AAV9-oeNC + DOX mice, heart weight, HW/TL, and cardiomyocyte cross-sectional area were significantly decreased in AAV9-oeTRAF3 + DOX mice (Supplementary Fig. 10e–i). In addition, myocardial interstitial and perivascular fibrosis was more prominent in doxorubicin-injected AAV9-oeTRAF3 mice than in doxorubicin-injected AAV9-oeNC mice (Supplementary Fig. 10j–l). The number of TUNEL-positive cells was significantly higher in AAV9-oeTRAF3 mice than in AAV9-oeNC mice after doxorubicin injection (Supplementary Fig. 10m, n). These results indicated that TRAF3 knockdown was mitigated while TRAF3 overexpression aggravated doxorubicin-induced cardiomyopathy via regulating cardiomyocyte apoptosis.

Thus, we speculated that ADAM17 may play a vital role in regulating apoptosis through TRAF3 in doxorubicin-induced myocardial injury and cardiac dysfunction. To verify this hypothesis, we used AAV9 to overexpress ADAM17 and knock down TRAF3 in the hearts of C57BL/6J mice, followed by doxorubicin injection (Supplementary Fig. 11a). After doxorubicin treatment, values of LVEF and LVFS were significantly higher in the AAV9-oeA17 + AAV9-shTRAF3 group than in the AAV9-oeA17 + AAV9-shNC group (Supplementary Fig. 11b–d). Similarly, doxorubicin-injected AAV9-oeA17 + AAV9-shTRAF3 mice showed improvements in heart weight, HW/TL and cardiomyocyte cross-sectional area in comparison with doxorubicin-injected AAV9-oeA17 + AAV9-shNC mice (Supplementary Fig. 11e–i). In addition, after doxorubicin treatment, AAV9-oeA17 + AAV9-shTRAF3 mice exhibited less extensive myocardial interstitial and perivascular fibrosis than AAV9-oeA17 + AAV9-shNC mice as depicted by Masson staining (Supplementary Fig. 11j–l). Furthermore, the number of TUNEL-positive cells in doxorubicin-injected AAV9-oeA17 + AAV9-shTRAF3 mice was significantly decreased versus that in doxorubicin-injected AAV9-oeA17 + AAV9-shNC mice (Supplementary Fig. 11m, n). Then we performed in vitro experiments to further validate these results (Supplementary Fig. 4d). We induced ADAM17 overexpression in NRCMs followed by TRAF3 knockdown and doxorubicin treatment. TRAF3 protein and mRNA expression levels were significantly decreased in siTRAF3 group compared with those in siNC group (Supplementary Fig. 12a–c). Western blot demonstrated that knockdown of TRAF3 markedly counteracted the increased expression of cleaved PARP and cleaved caspase3 caused by doxorubicin treatment and ADAM17 overexpression (Fig. 6g–i). Taken together, these results suggested that ADAM17 promoted doxorubicin-induced apoptosis primarily through TRAF3.

### ADAM17 upregulates TRAF3 expression through TNF-α

The mechanism of ADAM17 enhancing TRAF3 expression in doxorubicin-induced cardiomyopathy has not been clarified. 

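Of the genes called between A17fl/fl + DOX and A17fl/fl + NS hearts, 4.63% belonged to the hand-written list of TNF signaling genes. With A17fl/fl + NS replicate 1 left out, these were 2 of the 204 called genes.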

In this study, KEGG showed that most differentially expressed genes were enriched into the TNF pathway, and ADAM17 is known as a TNF-α converting enzyme that converts TNF-α from the precursor form (pro TNF-α) to the mature form (sTNF-α) which is secreted into circulation.^12^ In addition, previous studies showed that inflammatory cytokines such as TNF-α are involved in the pathogenesis of doxorubicin-induced cardiotoxicity.^7,9^ Thus, we studied the effect of doxorubicin on TNF-α, and observed that the serum TNF-α levels were elevated in doxorubicin-treated mice compared to those treated with saline, which was consistent with the results of Nozaki et al.^28^ In contrast, cardiomyocyte ADAM17 knockout lowered the serum level of TNF-α enhanced by doxorubicin treatment whereas cardiomyocyte ADAM17 overexpression further raised the serum level of TNF-α already increased by doxorubicin treatment (Fig. 6j, k). In addition, TNF-α secretion from NRCMs treated by doxorubicin in vitro was increased, consistent with the results in vivo (Fig. 6l, m). As TNF-α is cardiotoxic and can induce cardiac dysfunction,^7^ and production of TNF-α by transgenic cardiomyocytes was sufficient to cause severe heart disease,^29^ we hypothesized that ADAM17 may upregulate TRAF3 expression through TNF-α. Therefore, we stimulated NRCMs with different concentrations of TNF-α for 24 h (Supplementary Fig. 13a) and found that the protein and mRNA expression levels of TRAF3 were indeed increased (Fig. 6n–p), thus confirming that our hypothesis was correct.

### TNF-α enhances TRAF3 expression through TNFR1

To further unveil the mechanism of TNF-α increasing TRAF3 expression, we used infliximab, a TNF-α monoclonal antibody to block TNF-α from binding to TNFR (Supplementary Fig. 13b). As shown in Fig. 7a–c, after treatment of NRCMs with infliximab, TNF-α-enhanced expression of TRAF3 was significantly abolished. Since TNFR1 and TNFR2 are the most common receptors of TNF-α,^30^ it is necessary to explore which ligand TNF-α interacts with to increase TRAF3 expression. Thus, we used different siRNA to knock down the expression of TNFR1 (Supplementary Fig. 14a–c) and TNFR2 (Supplementary Fig. 14d–f) in NRCMs respectively, and we found that TNFR1 knockdown in NRCMs significantly attenuated the increase of TRAF3 expression induced by TNF-α (Supplementary Fig. 14g–i). On the contrary, TNFR2 knockdown further enhanced TRAF3 expression already increased by TNF-α (Supplementary Fig. 14j–l). We further went on to knock down both TNFR1 and TNFR2 simultaneously in NRCMs, and found that TNF-α-enhanced TRAF3 expression was reduced (Supplementary Fig. 14m–o). These results suggested that the modulative effect of TNF-α on TRAF3 expression is mainly mediated by TNFR1 in the myocardium. Finally, we showed that infliximab treatment also attenuated the upregulation of TRAF3 (Fig. 7d–f), and decreased relative expression of cleaved PARP/PARP and cleaved caspase3/caspase3, in NRCMs induced by doxorubicin treatment (Fig. 7g–i). Subsequently, we investigated the effect of infliximab on doxorubicin-induced cardiac injury in C57BL/6J mice (Supplementary Fig. 15a). Echocardiographic results showed that LVEF and LVFS of mice in DOX + infliximab group were significantly increased compared with those in DOX group, and the levels of myocardial interstitial and perivascular fibrosis were significantly decreased compared with those in DOX group (Supplementary Fig. 15b–g). In addition, we found that infliximab attenuated the upregulation of TRAF3 in doxorubicin-injected mice and reduced the relative expression of cleaved PARP/PARP and cleaved caspase3/caspase3 (Supplementary Fig. 15h–l). These results suggested that doxorubicin treatment resulted in increased TNF-α secretion from cardiomyocytes, which upregulated TRAF3 expression in cardiomyocytes through TNFR1.

**Fig. 7:**
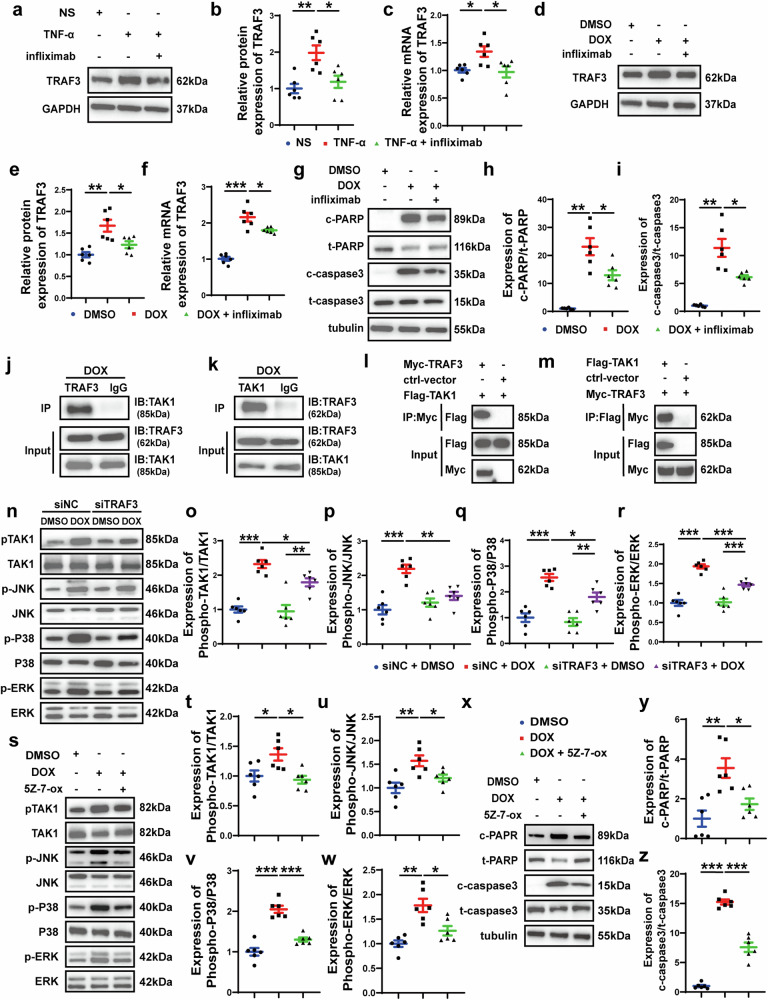
TNF-α enhanced TRAF3 expression in NRCMs treated with DOX, and interaction of TRAF3 and TAK1 leads to activation of MAPKs pathway. **a**, **b** Representative western blot images and comparison of protein expression of TRAF3 among three groups of NRCMs treated with NS, TNF-α and TNF-α + infliximab, respectively (*n* = 6 in each group). **c** Comparison of mRNA expression of TRAF3 among three groups of NRCMs treated with NS, TNF-α and TNF-α + infliximab, respectively (*n* = 6 in each group). **d**, **e** Representative western blot images and comparison of protein expression of TRAF3 among three groups of NRCMs treated with DMSO, DOX and DOX + infliximab, respectively (*n* = 6 in each group). **f** Comparison of mRNA expression of TRAF3 among three groups of NRCMs treated with DMSO, DOX, DOX + infliximab, respectively (*n* = 6 in each group). **g** Representative western blot images of cleaved PARP, PARP, cleaved caspase 3 and caspase 3 expression among three groups of NRCMs treated with DMSO, DOX and DOX + infliximab, respectively. **h** Comparison of cleaved PARP/PARP expression among three groups of NRCMs treated with DMSO, DOX and DOX + infliximab, respectively (*n* = 6 in each group). **i** Comparison of cleaved caspase3/caspase3 expression among three groups of NRCMs treated with DMSO, DOX, DOX + infliximab, respectively (*n* = 6 in each group). **j**, **k** Co-IP assay in NRCMs showing endogenous TRAF3 binding to TAK1. **l**, **m** Co-IP assay in HEK293T cells co-transfected with Myc-TRAF3 and Flag-TAK1 showing exogenous TRAF3 binding to TAK1. **n** Representative western blot images of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siTRAF3 + DMSO and siTRAF3 + DOX, respectively. **o** Comparison of protein expression of phosphorylated TAK1/TAK1 among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siTRAF3 + DMSO and siTRAF3 + DOX, respectively (*n* = 6 in each group). **p** Comparison of protein expression of phosphorylated JNK/JNK among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siTRAF3 + DMSO and siTRAF3 + DOX, respectively (*n* = 6 in each group). **q** Comparison of protein expression of phosphorylated P38 MAPK/P38 MAPK among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siTRAF3 + DMSO and siTRAF3 + DOX, respectively (*n* = 6 in each group). **r** Comparison of protein expression of phosphorylated ERK/ERK among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siTRAF3 + DMSO and siTRAF3 + DOX, respectively (*n* = 6 in each group). **s** Representative western blot images of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively. **t** Comparison of protein expression of phosphorylated TAK1/TAK1 among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively (*n* = 6 in each group). **u** Comparison of protein expression of phosphorylated JNK/JNK among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively (*n* = 6 in each group). **v** Comparison of protein expression of phosphorylated P38 MAPK/P38 MAPK among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively (*n* = 6 in each group). **w** Comparison of protein expression of phosphorylated ERK/ERK among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively (*n* = 6 in each group). **x** Representative western blot images of cleaved PARP, PARP, cleaved caspase 3 and caspase 3 expression among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively. **y** Comparison of cleaved PARP/PARP expression among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively (*n* = 6 in each group). **z** Comparison of cleaved caspase3/caspase3 expression among three groups of NRCMs treated with DMSO, DOX and DOX + 5Z-7-ox, respectively (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**b**, **c**, **e**, **f**, **h**, **i**, **o**–**r**, **t**–**w**, **y** and **z**). *p < 0.05; **p < 0.01; ***p < 0.001

### TRAF3 stimulates TAK1 phosphorylation and activates downstream MAPKs pathway

Previous studies have shown that hepatocyte TRAF3 binds to TAK1 to induce TAK1 ubiquitination and subsequent autophosphorylation.^25^ Furthermore, TAK1 is a member of the MAP3K family and serves as a crucial regulator of MAP kinases and NF-κB signaling pathways.^31^ Our endogenous Co-IP experiments confirmed the interaction between endogenous TRAF3 and TAK1 in NRCMs after doxorubicin treatment (Fig. 7j, k), and confocal microscopy revealed that TRAF3 colocalized with TAK1, which was enhanced by doxorubicin treatment (Supplementary Fig. 16a, b). Subsequently, we transfected HEK293T cells with Myc-TRAF3 and Flag-TAK1 overexpressing plasmids, and performed exogenous Co-IP experiments, which confirmed the interaction between TRAF3 and TAK1 (Fig. 7l, m). Previous studies confirmed that TRAF3 activated downstream MAPKs pathway through TAK1 to promote hepatocyte apoptosis and neuronal apoptosis,^18,19^ and thus we speculated that TRAF3 may also promote cardiomyocyte apoptosis in doxorubicin-induced cardiotoxicity by stimulating TAK1 phosphorylation and activating MAPKs pathway. Our results showed that doxorubicin treatment induced activation of TAK1, JNK, P38 MAPK and ERK, which was attenuated after TRAF3 knockdown in NRCMs (Fig. 7n–r). Next, we explored the role of TAK1 in MAPKs activation induced by doxorubicin treatment. After treatment of NRCMs with TAK1 inhibitor 5Z-7-oxozeaenol (5Z-7-ox), doxorubicin-enhanced phosphorylation of TAK1, JNK, P38 MAPK and ERK was significantly inhibited (Fig. 7s–w). In addition, 5Z-7-ox treatment significantly alleviated doxorubicin-enhanced expression of cleaved PARP/PARP and cleaved caspase3/caspase3 (Fig. 7x–z). After establishing the importance of TAK1 in doxorubicin-induced cardiomyocyte apoptosis, we investigated whether 5Z-7-ox could prevent doxorubicin-induced cardiotoxicity by pharmacologically inhibiting TAK1 activation in mice (Supplementary Fig. 17a). Compared with the mice in DOX group, 5Z-7-ox increased LVEF and LVFS, and reduced myocardial interstitial and perivascular fibrosis (Supplementary Fig. 17b–g). In addition, 5Z-7-ox decreased cardiac TAK1, JNK, P38 MAPK and ERK phosphorylation levels activated by doxorubicin, and attenuated expression of pro-apoptotic molecules, cleaved PARP/PARP and cleaved caspase3/caspase3 (Supplementary Fig. 17h–o). These results proved that TRAF3 played an important role in doxorubicin-induced cardiomyocyte apoptosis via regulating TAK1 phosphorylation and MAPKs pathway.

### ADAM17 is involved in doxorubicin-induced cardiomyopathy via activation of TAK1 and JNK/P38 MAPK/ERK signaling in vivo and in vitro

Finally, we verified that ADAM17 was involved in doxorubicin-induced cardiotoxicity by affecting the activation of TAK1, JNK, P38 MAPK and ERK signaling pathways. We first demonstrated that TAK1, JNK, P38 MAPK and ERK signaling were activated after doxorubicin treatment in mice. However, A17^α-MHCKO^ mice treated with doxorubicin showed an attenuated activation of TAK1, JNK, P38 MAPK and ERK in myocardium compared to A17^fl/fl^ mice treated with doxorubicin (Supplementary Fig. 18a–e). Similarly, we found increased expression of phosphorylated protein of TAK1, JNK, P38 MAPK and ERK in NRCMs treated with doxorubicin, while these protein expression levels were downregulated in NRCMs treated with doxorubicin after ADAM17 knockdown (Supplementary Fig. 18f–j). In contrast, compared with the AAV9-oeNC + DOX group, the expression of phosphorylated protein of TAK1, JNK, P38 MAPK and ERK was further increased in the AAV9-oeA17 + DOX group (Supplementary Fig. 19a–e), suggesting that ADAM17 promoted cardiomyocyte apoptosis by activating TAK1, JNK, P38 MAPK and ERK signaling pathways. Furthermore, we showed that after ADAM17 overexpression, TAK1, JNK, P38 MAPK and ERK signaling in oeA17 + DOX group was further activated compared with NC + DOX group (Supplementary Fig. 19f–j). These results suggested that ADAM17 deficiency abolished TAK1 and MAPKs pathway activation induced by doxorubicin, while ADAM17 overexpression promoted cardiomyocyte apoptosis in doxorubicin-induced cardiomyopathy by activating TAK1, JNK, P38 MAPK and ERK pathway in vivo and in vitro.

### ADAM17 deficiency exerts cardioprotective effects against doxorubicin-induced cardiomyopathy without affecting the anti-tumor efficiency of doxorubicin

To demonstrate that ADAM17 deficiency in cardiomyocytes does not affect the efficacy of doxorubicin in suppressing tumor growth, we used breast cancer cells E0771 to establish tumor models in A17^fl/fl^ and A17^α-MHCKO^ female mice, who were treated with normal saline or doxorubicin once a week for 4 weeks after E0771 injection (Fig. 8a). Cardiac function and tumor volume and weight were evaluated 1 week after the last doxorubicin injection. In both A17^fl/fl^ and A17^α-MHCKO^ mice, doxorubicin treatment reduced breast tumor volume and weight and lowered LVEF and LVFS compared with normal saline treatment, but doxorubicin treatment did not induce significant difference in tumor size between A17^fl/fl^ and A17^α-MHCKO^ tumor-bearing mice (Fig. 8b–d). Echocardiographic results showed that values of LVEF and LVFS in A17^α-MHCKO^ tumor-bearing mice were significantly higher than those in A17^fl/fl^ tumor-bearing mice (Fig. 8e–g). To rule out the sex difference in anti-tumor effect of doxorubicin treatment, we used melanocytes B16F10 to establish melanoma models in male A17^fl/fl^ and A17^α-MHCKO^ mice, who were treated with saline or doxorubicin once a week for 4 weeks after B16F10 injection (Fig. 8h). Similarly, cardiac function and tumor volume and weight were evaluated 1 week after the last doxorubicin injection. In accordance with the results of breast cancer-bearing mice, relative to the normal saline group, doxorubicin treatment reduced the volume and weight of melanoma and lowered LVEF and LVFS. However, there was no significant difference in tumor size between A17^fl/fl^ and A17^α-MHCKO^ tumor-bearing mice treated with doxorubicin (Fig. 8i–k). Echocardiographic results showed that values of LVEF and LVFS in A17^α-MHCKO^ tumor-bearing mice were significantly higher than those in A17^fl/fl^ tumor-bearing mice (Fig. 8l–n). These results indicated that cardiomyocyte ADAM17 deficiency exerts a cardioprotective effect on doxorubicin-induced cardiomyopathy without affecting the anti-tumor effect of doxorubicin.

**Fig. 8:**
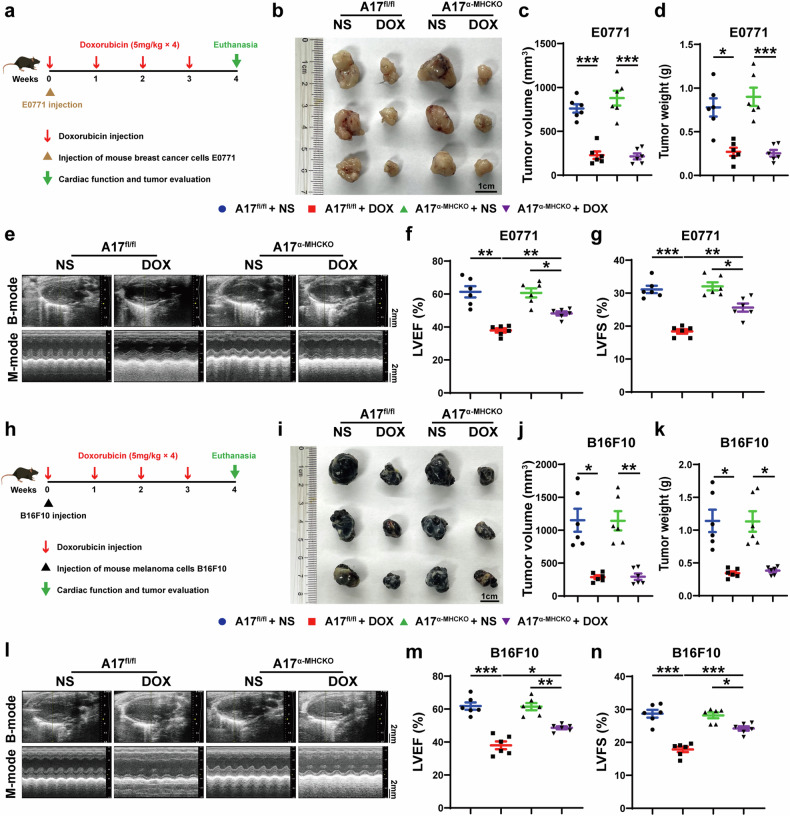
Echocardiographic measurements in A17^fl/fl^ and A17^α-MHCKO^ tumor-bearing mice treated with NS or DOX. **a** Experiment timeline of breast cancer-bearing mice. **b** Representative anatomical images of tumor size (scale bar = 1 cm) in four groups of mice. **c** Comparison of tumor volume among four groups of mice (*n* = 6 in each group). **d** Comparison of tumor weight among four groups of mice (*n* = 6 in each group). **e** Representative echocardiographic images (scale bar = 2 mm) showing B-mode and M-mode echocardiograms in four groups of mice. **f** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (*n* = 6 in each group). **g** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (*n* = 6 in each group). **h** Experiment timeline of melanoma-bearing mice. **i** Representative anatomical images of tumor size (scale bar = 1 cm) in four groups of mice. **j** Comparison of tumor volume among four groups of mice (*n* = 6 in each group). **k** Comparison of tumor weight among four groups of mice (*n* = 6 in each group). **l** Representative echocardiographic images (scale bar = 2 mm) showing B-mode and M-mode echocardiograms in four groups of mice. **m** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (*n* = 6 in each group). **n** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (*n* = 6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in (**c**, **d**, **f**, **g**, **j**, **k**, **m** and **n**). *p < 0.05; **p < 0.01; ***p < 0.001

## Discussion

The current study revealed several significant findings. First, doxorubicin treatment increased the expression and activity of ADAM17 in the mouse heart, which was probably mediated by C/EBPβ. Second, cardiomyocyte-specific ADAM17 knockout ameliorated doxorubicin-induced cardiac dysfunction, cardiac fibrosis and cardiomyocyte atrophy and apoptosis without compromising the anti-tumor efficacy of doxorubicin, whereas cardiomyocyte-specific ADAM17 overexpression aggravated these pathological changes in mice. Third, doxorubicin treatment in NRCMs enhanced the expression and activity of ADAM17. ADAM17 knockdown in NRCMs significantly inhibited while ADAM17 overexpression in NRCMs aggravated doxorubicin-induced cell apoptosis. Fourth, ADAM17 promoted TNF-α maturation, which upregulated the expression of TRAF3 through TNFR1. Finally, increased TRAF3 bound to TAK1 and induced TAK1 autophosphorylation, leading to activated JNK/P38 MAPK/ERK pathway. To our knowledge, our study is the first to demonstrate that ADAM17 plays a key role in the pathogenesis of doxorubicin-induced cardiomyopathy and offers a potential therapeutic target for this intractable disorder.

There were few studies in the literature on the role of ADAM17 in the pathogenesis of cardiomyopathy. Early studies found that ADAM17 expression was significantly elevated in the myocardial tissue of patients with dilated cardiomyopathy and hypertrophic obstructive cardiomyopathy,^32^ and ADAM17 knockdown attenuated cardiac hypertrophy and fibrosis in spontaneous hypertensive rats and angiotensin II-infused mice.^33^ In contrast, an early study showed that cardiomyocyte ADAM17 knockout in a mouse model of acute myocardial infarction resulted in left ventricular dilatation and dysfunction by inhibiting VEGFR2 transcription and angiogenesis.^34^ On the contrary, a recent study in a similar mouse model reported that ADAM17 expression was increased in acute myocardial infarction, which blunted the cardioprotective effect of ACE2 by enhanced ACE2 shedding from cardiomyocytes, and administration of specific ADAM17 blocker TAPI-1 substantially ameliorated cardiac remodeling and dysfunction in mice with myocardial infarction.^35^ Our team demonstrated that ADAM17 expression substantially increased in diabetic cardiomyopathy, and ADAM17 deficiency effectively alleviated diabetic cardiomyopathy via upregulating AMPK pathway and improving autophagy process.^14^ However, the role of ADAM17 in chemotherapeutic drug-associated cardiomyopathy has not been explored. In the present study, we indisputably demonstrated that ADAM17 expression and activity were significantly increased in a mouse model of doxorubicin-induced cardiomyopathy. Consequently, cardiomyocyte-specific knockout of ADAM17 markedly attenuated cardiac dysfunction and fibrosis, whereas ADAM17 overexpression exerted an opposite effect. These results were consistent with our previous studies in diabetic cardiomyopathy.

However, the reason why ADAM17 expression and activity were elevated in doxorubicin-induced cardiomyopathy was unknown. Bioinformatics tools predicted that C/EBPβ may be a potential transcription factor that binds to the ADAM17 promoter. The expression of ADAM17 in human lung fibroblasts was upregulated due to hypoxia activation of C/EBPβ.^27^ Previous studies have shown that C/EBPβ is upregulated in a NF-κB-dependent manner during doxorubicin-induced senescence of cancer cells.^36^ The expression of C/EBPβ was significantly increased in doxorubicin-induced nephropathy rats and doxorubicin-treated HK2 cells.^37^ C/EBPβ is one of the key downstream molecules sensitive to AMPK, and in fact, several studies have highlighted that C/EBPβ is sensitive to AMPK phosphorylation.^38,39^ Doxorubicin, however, is a well-defined AMPK inhibitor that can damage mitochondria and cause β-oxidation dysfunction.^40^ Thus, it is likely that doxorubicin may upregulate C/EBPβ in doxorubicin-induced cardiomyopathy by inhibiting AMPK expression in cardiomyocytes.

ADAM17 is essential for fetal development and gene deletion of ADAM17 is embryonically lethal.^11^ Previous studies in our laboratory have shown that fibroblast-specific knockout ADAM17 in mice elicited a high inflammatory state, leading to sepsis. Thus, in this study, we constructed cardiomyocyte-specific ADAM17-knockout mice that developed normally after birth. In addition, we constructed cardiomyocyte-specific ADAM17-overexpressing mice with AAV9 targeting cardiomyocyte-specific cTnT promoter. Using these experimental tools, we have demonstrated that ADAM17 is a key regulator of cardiomyocyte apoptosis. Previous studies showed that ADAM17 regulated pathologic apoptosis in different diseases by controlling the activity of multiple signaling pathways. ADAM17 deletion reduced the apoptotic response of cardiomyocytes in diabetic cardiomyopathy by activating AMPK pathways and improving autophagy process.^14^ In the present study, we examined the expression of autophagy-related proteins of p62 and LC3 in A17^fl/fl^ + NS, A17^fl/fl^ + DOX, A17^α-MHCKO^ + NS and A17^α-MHCKO^ + DOX groups and found no difference in p62 and LC3 expression among the four groups of mice (Supplementary Fig. 20a–c). Thus, ADAM17 deficiency reduced cardiomyocyte apoptosis in doxorubicin-induced cardiomyopathy probably not by improving autophagy. ADAM17 deficiency in the ADAM17^ex/ex^ mice significantly ameliorated acinar cell injury in acute pancreatitis via IL-6 *trans*-signaling pathways.^41^ Genetic blockade of ADAM17 protected mice from cigarette smoking-induced pulmonary inflammation and alveolar cell apoptosis.^42^ Moreover, inhibition of ADAM17/TNF-α axis reduced downstream phosphorylation of P38 and P53, thereby abating chronic stress-induced apoptosis of hippocampal cells.^43^ To unveil the downstream targets of ADAM17, we performed myocardial RNA sequencing and found a number of genes enriched in TNF pathway in the cardiac tissues of doxorubicin-treated mice. In addition, TRAF3 expression was increased in the hearts of doxorubicin-treated A17^fl/fl^ mice, but decreased in those of doxorubicin-treated A17^α-MHCKO^ mice. These results suggested that TRAF3 may be a downstream target of ADAM17 in regulating cardiomyocyte apoptosis in doxorubicin-induced cardiomyopathy.

Like other TRAF members, TRAF3 has a TRAF domain, which includes an amino terminal curling helix region (TRAF-N) and a C-terminal domain (TRAF-C).^18^ The binding ability of the TRAF domain enables TRAF3 to have adaptor protein activity, which facilitates the formation of intracellular domain complexes across the membrane receptor and signaling to the downstream cascade.^16^ TRAF family members are involved in a variety of biological processes, such as immune response, differentiation, cell survival and proliferation,^44^ and among these members, TRAF3 is most elusive, possibly because of the lethality of TRAF3-KO mice at birth, its selective recruitment into different complexes, its different functional regulation of different processes, and its different specific functions in different cell types.^19^ Cardiomyocyte-specific TRAF3-knockdown mice showed significantly alleviated cardiac hypertrophy, fibrosis, and dysfunction 4 weeks after aortic banding.^17^ Our study showed that the expression of TRAF3 in the hearts of A17^α-MHCKO^ mice was lower than that of A17^fl/fl^ mice treated with doxorubicin. Similarly, ADAM17 knockdown significantly decreased doxorubicin-enhanced expression of TRAF3 in NRCMs.

In addition, we used AAV9 to knockdown and overexpress TRAF3 in cardiomyocytes, respectively, and found that TRAF3 deletion significantly attenuated cardiac dysfunction and fibrosis, whereas TRAF3 overexpression exhibited the opposite effect. Furthermore, TRAF3 knockdown blunted the promotive effect of ADAM17 overexpression on cardiomyocyte apoptosis after doxorubicin treatment in vivo and in vitro. These results demonstrated that ADAM17 affected doxorubicin-induced cardiomyopathy at least in part through TRAF3.

In the current study, RNA sequencing identified a number of genes which were highly enriched in the TNF pathway. As ADAM17 is a TNF-α converting enzyme that converts tmTNF-α to sTNF-α, we suspected that TNF-α may play a role in upregulation of TRAF3. Compared with the saline-treated mice, the serum level of TNF-α in doxorubicin-treated mice and the medium level of sTNF-α in doxorubicin-treated NRCMs were substantially increased. The protein and mRNA expression TRAF3 were increased in TNF-α concentration-dependent manner, and infliximab, a TNF-α monoclonal antibody, blunted TNF-α-induced increase in TRAF3 expression in NRCMs. Furthermore, we used siRNA to knockdown two TNF-α receptors, TNFR1 and TNFR2, to explore the downstream mechanism of the effect of TNF-α on TRAF3. Interestingly, only TNFR1 knockdown blocked the enhancing effect of TNF-α on TRAF3 expression, whereas TNFR2 knockdown exhibited an opposite effect, which may be related to TNFR2 inducing TRAF3 degradation.^45^ These results were consistent with previous studies suggesting that TNFR2-mediated signaling had a protective effect on the heart, while the deteriorative effect was mainly related to the activation of TNFR1.^46^ In addition, infliximab mitigated the expression of TRAF3 already enhanced by doxorubicin treatment in mice and NRCMs, and improved doxorubicin-induced cardiomyocyte apoptosis in vivo and in vitro. Thus, TNF-α upregulated TRAF3 in cardiomyocyte through TNFR1 which increased cardiomyocyte apoptosis, whereas TNFR1 deficiency blunted TNF-α-enhanced TRAF3 upregulation. Notably, our results strongly suggested that ADAM17 promoted doxorubicin-induced cardiomyocyte apoptosis primarily through upregulating TRAF3 by shedding membrane-bound TNF-α to generate its bioactive soluble form. In contrast, ADAM17 deficiency of cardiomyocyte improved cell apoptosis due to the blockade of ADAM17-dependent shedding of soluble and active TNF-α, and consequently, reduced expression of TRAF3.

TAK1 is a serine/threonine kinase regulating a wide range of physiological and pathological cellular processes.^23,47^ TAK1 can be activated by a variety of stimuli, including IL-1, TNF-α, TGF-β or toll-like receptor ligands, and primarily regulates cell death and inflammation signaling.^21,48^ A wealth of evidence indicates that TAK1 plays a key role in modulating cell apoptosis via activating downstream pathways such as P38 MAPK, JNK, ERK-1/2 and NF-κB p65.^31,49–51^ Previous studies have confirmed that C-terminal (TRAF) domain of TRAF3 binds to the C-terminal TAB2/3-binding domain (TAB2/3 BD) of TAK1, and then, the RING finger of TRAF3 ubiquitinates TAK1 leads to phosphorylation and activation of TAK1, thereby enhancing the activation of downstream IKK-β–NF-κB and MKK–JNK signaling cascades to regulate hepatic steatosis.^25^ In the present study, Co-IP assay and fluorescence staining co-localization demonstrated that cardiomyocyte TRAF3 bound to TAK1, which was enhanced by doxorubicin. In addition, TRAF3 knockdown significantly attenuated TAK1 phosphorylation and expression of downstream MAPKs pathway upregulated by doxorubicin treatment in NRCMs. Similarly, 5Z-7-ox, a pharmacological inhibitor of TAK1, significantly inhibited phosphorylation of TAK1 and expression of downstream MAPKs pathways upregulated by doxorubicin treatment in mouse hearts and NRCMs, and alleviated cardiomyocyte apoptosis induced by doxorubicin in vivo and in vitro. These results suggested that in doxorubicin-induced cardiomyopathy, upregulated TRAF3 may bind to TAK1 and promote its phosphorylation, thereby inducing downstream activation of JNK, P38 MAPK, ERK and eliciting doxorubicin cardiotoxicity.

It has been shown by previous studies that activated MAPKs may transmit extracellular signals to regulate cell growth, proliferation, differentiation, migration and apoptosis,^52^ and cell apoptosis can be induced by extracellular stimuli such as chemotherapy drugs. Increasing evidence supports the role of P38 MAPK as a tumor suppressor, and activation of P38 MAPK enhances the apoptotic response to chemotherapeutic drugs.^52^ JNK regulates cell apoptosis through two different mechanisms: first, it promotes phosphorylation of c-Jun and ATF-2, leading to activation of AP-1 and expression of proteins associated with the Fas/FasL signaling pathway.^53^ Second, JNK mediates phosphorylation of anti-apoptotic protein Bcl2/Bcl-xL to alter mitochondrial membrane potential, leading to the release of cytochrome C and activation of caspase 9 and caspase 3 to induce apoptosis.^54^ Thus, JNK is a positive regulator of apoptosis induced by genotoxic stress, and both P38 MAPK and JNK mediate apoptosis and autophagy in response to extracellular stimuli such as chemotherapy agents. In addition, different cellular injuries can induce apoptosis by activating the ERK signaling pathway. For instance, cisplatin-induced DNA damage can activate ERK1/2 and increase p53 protein levels, and ERK1/2 may interact with p53 and induce phosphorylation of p53 at Ser15. Thus, the upregulation of p53 by ERK signaling may be one of the mechanisms of cell apoptosis induced by DNA damage.^55^ Taken together, JNK, P38 MAPK and ERK can be activated individually or in combination during the process of apoptosis induced by many anticancer drugs such as vincristine and paclitaxel.^56^

Previous studies have shown that ADAM17 is upregulated in most tumor cells.^57^ Activated ADAM17 markedly reduced the impact of chemotherapy on tumor growth and cell apoptosis, thereby mediating chemotherapy resistance.^58^ Therefore, it is necessary to determine whether ADAM17 as a cardioprotective target interferes with the anti-tumor effects of doxorubicin. Doxorubicin is commonly used to treat patients with lymphomas, leukemia, breast cancer and other types of malignancies.^59^ Although doxorubicin is not commonly used for the treatment of melanoma patients, many experimental studies have applied doxorubicin to inhibit the growth of melanoma in mice.^60^ In this study, a female mouse model of breast cancer and doxorubicin-induced cardiomyopathy, and a male mouse model of melanoma and doxorubicin-induced cardiomyopathy were developed, which showed that cardiomyocyte-specific knockout of ADAM17 improved doxorubicin-induced cardiac dysfunction without affecting the anti-tumor effect of doxorubicin.

Our study contains several limitations. First, we did not perform experiments related to oxidative stress in doxorubicin-induced cardiomyopathy, as doxorubicin-induced apoptosis may be triggered by oxidative stress. However, RNA sequencing in our study did not reveal a primary role of oxidative stress-related genes and available antioxidant therapies have failed to improve doxorubicin-induced cardiomyopathy.^3^ 

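Genes of antioxidant enzymes, targets of the transcription factor NRF2 and sources of reactive oxygen species were examined as a list of 70, written by hand, of which 68 were tested and 66 met the FPKM limit in A17fl/fl mice. After doxorubicin 13 of these 66 (19.7%) were called, an odds ratio of 6.26 (one-sided Fisher's exact test, p = 1.12e-06). With A17fl/fl + NS replicate 1 left out, 7 of 64 were called, an odds ratio of 7.04 (one-sided Fisher's exact test, p = 1.28e-04). The list as a whole shifted by -0.44, with a positive mean change in 12 of the 68 genes, and by -0.25 without that library. With all libraries the unadjusted p was under 0.05 for limma's camera and fry and over it for camera with an estimated correlation, and adjusted over all lists and comparisons it was 5.08e-06 for limma's camera, 0.297 for fry and 0.463 with the estimated correlation. These tests are over genes, which are not independent replicates.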

Second, doxorubicin may induce various forms of programmed cell death apart from apoptosis, such as pyroptosis, necroptosis and ferroptosis.^61–63^ Thus, further research is needed to explore the impact of ADAM17 on other forms of cell death in doxorubicin-induced cardiomyopathy.

In conclusion, ADAM17 acted as a positive regulator of cardiomyocyte apoptosis and cardiac remodeling and dysfunction induced by doxorubicin by upregulating TRAF3/TAK1/MAPKs signaling. Mechanistically, doxorubicin enhanced the expression of transcription factor C/EBPβ, leading to increased expression and activity of ADAM17 in cardiomyocyte, which in turn enhanced the shedding of soluble and active TNF-α and upregulated the expression of TRAF3. Increased TRAF3 bound to TAK1 and promoted TAK1 autophosphorylation and activation, resulting in activated downstream MAPKs pathway and cardiomyocyte apoptosis in doxorubicin-induced cardiomyopathy (Schematic diagram). Thus, targeting ADAM17/TRAF3/TAK1/MAPKs signaling holds a promising potential for treating doxorubicin-induced cardiotoxicity.

## Materials and methods

### Generation of cardiomyocyte-specific ADAM17-knockout mice

ADAM17^flox/flox^ (A17^fl/fl^) mice with C57BL/6J background were obtained from the Jackson laboratory and α-myosin heavy chain (α-MHC)-Cre mice were derived from the Model Animal Research Center at Nanjing University. A17^fl/fl^ mice were crossed with α-MHC-Cre mice to obtain cardiomyocyte-specific ADAM17-knockout mice (A17^α-MHCKO^) through excising specifically exon 2 of the ADAM17 gene in cardiomyocytes. PCR fragments isolated from mouse tails and amplified from genomic DNA were used to confirm genotypes of A17^fl/fl^ mice and A17^α-MHCKO^ mice. The primer sequences and cycling conditions were listed in Supplementary Table 1. The knockout efficiency was assessed by measuring ADAM17 expression with western blot and RT-PCR.

### ADAM17 and TRAF3 overexpression by adeno-associated virus 9

To overexpress ADAM17 and TRAF3 in the cardiomyocyte of C57BL/6J mice, a cDNA encoding ADAM17 and TRAF3 sequence and cardiomyocyte-specific cTnT promoter were produced and inserted into AAV serotype 9 packaging vehicle, and AAV9 vehicle was applied as a negative control. AAV9-cTnTp-3Flag-ADAM17 (AAV9-oeA17), AAV9-cTnTp-3Flag-NC (AAV9-oeNC), AAV9-cTnTp-mcherry-TRAF3 (AAV9-oeTRAF3) and AAV9-cTnTp-mcherry-NC (AAV9-oeNC) were purchased from GeneChem Co., Ltd. (Shanghai, China) and injected to 8-week-old male mice through a tail vein with a dose of 200 μL virus at a titer of 5 × 10^11^ v.g./mL per mouse. The efficiency of virus transfection was measured by the expression of ADAM17 and TRAF3 by western blot and RT-PCR.

### TRAF3 knockdown by adeno-associated virus 9

To knockdown cardiomyocyte TRAF3 in C57BL/6J mice and ADAM17 overexpression mice, a cDNA encoding TRAF3 sequence and cardiomyocyte-specific cTnT promoter was produced and inserted into AAV9 packaging vehicle, and AAV9 vehicle was applied as a negative control. AAV9-cTnTp-mcherry-TRAF3-shRNA (AAV9-shTRAF3) and AAV9-cTnTp-mcherry-NC-shRNA (AAV9-shNC) were purchased from GeneChem Co., Ltd. (Shanghai, China) and injected to C57BL/6J mice and ADAM17 overexpression mice as previously described. The efficiency of virus transfection was measured by the expression of TRAF3 by western blot and RT-PCR.

### Animal model and grouping

Animal experiments consisted of eight proportions. In the first proportion of the in vivo experiments (Fig. 1a), male C57BL/6J mice aged 8 weeks were randomly divided into two groups (*n* = 10/group): normal saline (NS) group and doxorubicin (DOX) group. The mice in the DOX group were injected with an accumulative dose of 20 mg/kg doxorubicin (MCE, USA, cat# HY-15142) [5 mg/kg intraperitoneal (i.p.) injection at days 0, 7, 14 and 21], whereas an equivalent volume of normal saline was administered by i.p. injection to the NS group.^64^ Although doxorubicin is generally delivered through intravenous infusion in clinical setting, i.p. injection is widely used in mouse models of doxorubicin-induced cardiomyopathy for the advantages of stable serum drug concentration, high success rate and easy reproducibility.^65^ These mice were observed daily and finally euthanized with an overdose of sodium pentobarbital (200 mg/kg, i.p.) 4 weeks after the final doxorubicin or saline injection.

In the second proportion of the in vivo experiments (Fig. 2a), A17^α-MHCKO^ mice and their littermates A17^fl/fl^ mice were collected, who were randomly divided into four groups (*n* = 10 in each group): A17^fl/fl^ + NS, A17^fl/fl^ + DOX, A17^α-MHCKO^ + NS, A17^α-MHCKO^ + DOX. The injection method and doses of doxorubicin and normal saline were the same as those described earlier, and these mice were euthanized 4 weeks after the last doxorubicin or saline injection.

In the third proportion of the in vivo experiments (Fig. 3a), C57BL/6J male mice aged 8 weeks were selected and injected with ADAM17-overexpressing AAV9 and corresponding virus vehicle through the tail vein as previously described. The mice were randomly divided into four groups (*n* = 10 per group): AAV9-oeNC + NS, AAV9-oeNC + DOX, AAV9-oeA17 + NS and AAV9-oeA17 + DOX. The injection method and doses of normal saline and doxorubicin were the same as those described earlier. Four weeks after virus injection, the mice received i.p. injection of doxorubicin or equal volume of normal saline, as described earlier, and were euthanized 4 weeks after the last doxorubicin and saline injection.

In the fourth proportion of the in vivo experiments (Supplementary Fig. 9a), C57BL/6J male mice aged 8 weeks were collected and injected with TRAF3-knockdown AAV9 and corresponding virus vehicle through the tail vein as previously described. The mice were randomly divided into four groups (*n* = 10/group): AAV9-shNC + NS, AAV9-shNC + DOX, AAV9-shTRAF3 + NS and AAV9-shTRAF3 + DOX. The injection method and doses of normal saline and doxorubicin were the same as those described earlier. Four weeks after virus injection, the mice received i.p. injection of doxorubicin or equal volume of normal saline, as described earlier, and were euthanized 4 weeks after the last doxorubicin and saline injection.

In the fifth proportion of the in vivo experiments (Supplementary Fig. 10a), C57BL/6J male mice aged 8 weeks were applied and injected with TRAF3-overexpressing AAV9 and corresponding virus vehicle through the tail vein as previously described. The mice were randomly divided into four groups (*n* = 10/group): AAV9-oeNC + NS, AAV9-oeNC + DOX, AAV9-oeTRAF3 + NS and AAV9-oeTRAF3 + DOX. The injection method and doses of normal saline and doxorubicin were the same as those described earlier. Four weeks after virus injection, the mice received i.p. injection of doxorubicin or equal volume of normal saline, as described earlier, and were euthanized 4 weeks after the last doxorubicin and saline injection.

In the sixth proportion of the in vivo experiments (Supplementary Fig. 11a), the AAV9-oeNC and AAV9-oeA17 mice were injected with TRAF3-knockdown AAV9 and corresponding virus vehicle through the tail vein as previously described. The mice were randomly divided into four groups (*n* = 10/group): AAV9-oeNC + AAV9-shNC + DOX, AAV9-oeNC + AAV9-shTRAF3 + DOX, AAV9-oeA17 + AAV9-shNC + DOX, and AAV9-oeA17 + AAV9-shTRAF3 + DOX. The injection method and dose of doxorubicin were the same as those described earlier. Four weeks after virus injection, the mice received i.p. injection of doxorubicin as described earlier, and were euthanized 4 weeks after the last doxorubicin injection.

In the seventh proportion of the in vivo experiments (Supplementary Fig. 15a), C57BL/6J male mice at the age of 8 weeks were selected and randomly divided into three groups (*n* = 10/group): NS, DOX, DOX + infliximab, who received i.p. injection of normal saline, doxorubicin and infliximab, a monoclonal antibody of TNF-α,^66^ respectively. The injection method and doses of normal saline and doxorubicin were the same as those described earlier. Infliximab was injected after the last dose of doxorubicin, and 4 weeks later these mice were euthanized.

In the eighth proportion of the in vivo experiments (Supplementary Fig. 17a), 8-week-old C57BL/6J male mice were used and randomly divided into three groups (*n* = 10/group): NS, DOX, DOX + 5Z-7-ox, who received i.p. injection of normal saline, doxorubicin and 5Z-7-ox, an inhibitor of TAK1,^67,68^ respectively. The injection method and doses of normal saline and doxorubicin were the same as those described earlier. 5Z-7-ox was injected after the last dose of doxorubicin and 4 weeks later these mice were euthanized.

Different mouse groups were assigned in a randomized manner and investigators were blinded to the allocation of different groups when conducting drug treatments and outcome evaluations. Based on our preliminary experiments, we assume that type I error (α) and type II error (β) are 5% and 0.20%, respectively, with a power >0.80, and the sample size required is 6. By taking into account of accidental mouse death, we set *n* = 10 in each mouse group of this study. Exact animal numbers are shown in respective figure legends.

### Mouse tumor models and tumor studies

To examine doxorubicin-induced cardiotoxicity in the tumor-bearing mice, mouse breast cancer cells E0771 were subcutaneously implanted into the mammary fat pads of 8-week-old female A17^fl/fl^ and A17^α-MHCKO^ mice, respectively (Fig. 8a). These breast cancer-bearing mice were randomly divided into four groups (*n* = 10/group): A17^fl/fl^ + NS, A17^fl/fl^ + DOX, A17^α-MHCKO^ + NS, A17^α-MHCKO^ + DOX. To avoid the effects of gender differences, mouse melanoma cells B16F10 were subcutaneously injected into the right flank of the 8-week-old male A17^fl/fl^ and A17^α-MHCKO^ mice, respectively (Fig. 8h). These melanoma-bearing mice were randomly divided into four groups (*n* = 10/group): A17^fl/fl^ + NS, A17^fl/fl^ + DOX, A17^α-MHCKO^ + NS and A17^α-MHCKO^ + DOX. The injection method and doses of doxorubicin and normal saline were the same as previously described and these mice were euthanized 1 week after the last doxorubicin or saline injection. Tumor volumes (mm^3^) were measured with a caliper and calculated as V(mm^3^) = (0.5 × length × width^2^).^60^ At the end of the experiment, all tumors were dissected and weighted for analysis.

### RNA-sequencing analysis

The library construction and sequencing were performed by Sinotech Genomics Co., Ltd. (Shanghai, China). Total RNA was isolated using RNeasy mini kit (Qiagen, Germany) from mouse myocardial tissues, and the RNA concentration and quality were determined by the Qubit®3.0 Fluorometer (Life Technologies, USA) and the Nanodrop One spectrophotometer (Thermo Fisher Scientific Inc., USA). Paired-end libraries were synthesized by using the Stranded mRNA-seq Lib Prep Kit for Illumina (ABclonal, China) following preparation guide. Gene abundance was expressed as fragments per kilobase of exon per million reads mapped (FPKM). Stringtie software was used to count the fragments within each gene, and the TMM algorithm was used for normalization. Differential expression analysis for mRNA was performed using R package edgeR. Differentially expressed RNAs between A17^fl/fl^ + NS and A17^fl/fl^ + DOX, and between A17^α-MHCKO^ + DOX and A17^fl/fl^ + DOX mice with |log2(FC)| value > 1, *p* value < 0.05 and one group’s mean FPKM > 1, considered as significantly modulated, were retained for further analysis. 

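Between A17fl/fl + DOX and A17fl/fl + NS mice, 640 of the tested genes met the limits on p and on the fold change before that on FPKM was applied. Between A17α-MHCKO + DOX and A17fl/fl + DOX mice, 435 genes met the limit on p, 99 of these that on the fold change, and 33 all 3 limits. Of these 33, 24 were higher and 9 lower in A17α-MHCKO mice, and in 22 (66.7%) the 3 mice of one group did not overlap the 3 of the other, as in 14.1% of all tested genes. With CPM over 1 in place of FPKM over 1, 69 genes met the limits, and 43 met them in a fit on the 2 groups alone. They were met by 55 genes in edgeR's exact test without a filter, chosen after the results were seen. The count was between 28 and 64 with each library left out in turn, the highest without A17α-MHCKO + DOX replicate 2. At an adjusted p under 0.05 from edgeR's quasi-likelihood test 1 gene passed in this comparison, Pold3 (ENSMUSG00000030726, chromosome 7, 100082111 to 100121565). It had 9.45 ± 0.554 CPM (SD, n = 3) in A17fl/fl + DOX mice and 118 ± 31.6 CPM (SD, n = 3) in A17α-MHCKO + DOX mice. The log2 fold change was 3.64 (standard error 0.24, adjusted p = 1.40e-04).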

We performed a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (http://www.genome.ad.jp/kegg) via enrich R package (version 3.4.3).

### High-pressure liquid chromatography (HPLC) analysis

High-pressure liquid chromatography (HPLC) was performed as described previously.^69,70^ Fifty microliters mouse serum was transferred to 1.5 mL polypropylene centrifuge tube, and then 150 μL methanol was added, the supernatant was collected after mixing and centrifugation. In addition, an appropriate amount of doxorubicin standard (MCE, USA) was used to make a reserve solution of 2 mg/mL and diluted with methanol into a series of standard curve working solutions with concentration gradients. These working solutions were diluted ten times with blank plasma and transferred to 1.5 mL polypropylene centrifuge tube with 50 μL of each solution, and then 150 μL methanol was added, which was vortex-mixed for 1 min and centrifuged at 13,000 rpm for 10 min. The supernatant was collected and the concentration of doxorubicin was quantitatively determined by high-pressure liquid chromatography–mass spectrometry (HPLC–MS). Chromatogram acquisition and integration of the compounds were processed by a software Xcalibur 3.0 (Thermo, USA), and linear regression was performed with a weighting coefficient (1/*X*^2^).

### Neonatal rat cardiomyocytes (NRCMs) isolation and culture

The ventricular muscle from 1- to 3-day-old Sprague Dawley rats was rapidly isolated and the heart tissue was minced to small pieces on ice, which were then digested with 0.75 mg/mL collagenase type II for 1 h at 37 °C.^71^ After repeated digestion for three times, the cells were harvested and centrifuged at 800 rpm for 5 min. The cell pellet was resuspended in the high-glucose Dulbecco’s modified Eagle medium (DMEM) supplemented with 8% horse serum, 5% newborn calf serum and 1% bromodeoxyuridine in plate for 2 h in a culture flask to let fibroblasts attach. Non-cardiomyocytes were removed by differential adherence and only non-attached cardiomyocytes were collected.

### Cell treatment

Cell treatment consisted of eight proportions. In the first proportion of the in vitro experiment (Supplementary Fig. 4a), in order to determine the optimal concentration and duration of doxorubicin treatment to induce cardiomyocyte apoptosis in vitro, NRCMs were treated with different concentrations of doxorubicin (0, 0.25, 0.5, 1, 2 and 4 μM) for 24 h or 1 μM doxorubicin for different time periods (0, 6, 12, 18, 24 and 36 h). Previous studies often used 1 μM of doxorubicin to stimulate NRCMs for 24 h.^72^ In addition, by stimulating NRCMs with different time periods and concentrations, we found that cell apoptosis was obvious and cell viability was not <50% when NRCMs were treated with 1 μM doxorubicin for 24 h. Therefore, NRCMs were stimulated with this regimen in subsequent experiments.

In the second proportion of the in vitro experiments (Supplementary Fig. 4b), to elucidate the role of ADAM17 silencing in cardiomyocyte, siRNA targeting ADAM17 (siA17) was transfected into NRCMs to knockdown the expression of ADAM17 and the control group was transfected by a negative control siRNA (siNC). These NRCMs were treated with dimethyl sulfoxide (DMSO) or 1 μM DOX for 24 h before cell collection.

In the third proportion of the in vitro experiments (Supplementary Fig. 4c), to explore the role of ADAM17 overexpression in cardiomyocyte, plasmid overexpressing ADAM17 was transfected into NRCMs (oeA17) and a negative control plasmid vector was transfected into the negative control NRCMs (NC). These two groups of NRCMs were treated with DMSO or 1 μM DOX for 24 h before cell collection.

In the fourth proportion of the in vitro experiments (Supplementary Fig. 4d), in order to verify the upstream and downstream relationship between ADAM17 and TRAF3, plasmid overexpressing ADAM17 (oeA17) and negative control plasmid vectors (NC) were first transfected into NRCMs, respectively. After 24 h, these NRCMs were transfected with siRNA targeting TRAF3 (siTRAF3) and siNC, respectively. Finally, NRCMs were treated with 1 μM DOX for 24 h before cell collection.

In the fifth proportion of the in vitro experiment (Supplementary Fig. 13a), to determine the optimal dose of TNF-α treatment for NRCMs, we treated the cells with different concentrations of TNF-α for 24 h, and selected the optimal concentration for subsequent experiments.

In the sixth proportion of the in vitro experiments (Supplementary Fig. 13b), to verify whether TNF-α induces downstream TRAF3 expression via TNFR, infliximab (MCE, USA), a chimeric monoclonal IgG1 antibody that specifically binds to TNF-α, was used to block the interaction of TNF-α with TNFR, and NRCMs were treated with NS, 10 μM TNF-α or 10 μM TNF-α + infliximab, respectively.

In the seventh proportion of the in vitro experiments (Supplementary Fig. 13c), to ascertain whether doxorubicin induces cardiac injury via upregulating TNF-α–TNFR signaling, NRCMs were pretreated with infliximab for 24 h before doxorubicin treatment, and then treated with DMSO, 1 μM DOX or 1 μM DOX + infliximab, respectively, for 24 h before cell collection.

In the eighth proportion of the in vitro experiment (Supplementary Fig. 13d), in order to verify that the downstream MAPKs pathway was activated by TAK1, NRCMs were treated with DMSO, 1 μM DOX or 1 μM DOX + TAK1 inhibitor 5Z-7-ox (MCE, USA), respectively, for 24 h before cell collection.

### Cell viability assay

NRCMs (4 × 10^3^ cells/well) were cultured in a 96-well plate and exposed to different concentrations (0, 0.25, 0.5, 1, 2 and 4 μM) of DOX for 24 h and to 1 μM DOX for different durations (0, 6, 12, 18, 24 and 36 h). After cell treatment, the culture medium was changed with a fresh medium. Then, 10 μL of CCK-8 was added to the NRCMs and the cells were cultured for 1 h at 37 °C. Optical density (OD) at 450 nm was measured by a microplate reader (BioTek, VT, USA). Cell viability = (OD of DOX cells − OD of blank control)/(OD of normal cells − OD of blank control) × 100%.

### Enzyme-linked immunosorbent assay (ELISA)

Serum TNF-α levels in mice were measured using a Mouse TNF-α ELISA Kit (ANRK, China). TNF-α levels in NRCMs culture supernatants were detected with a Rat TNF-α ELISA Kit (Proteintech, China).

### ADAM17 activity assay

ADAM17 activity was measured in mouse heart tissue and NRCMs using SensoLyte 520 TACE activity assay kit (AnaSpec, Fremont, CA). The heart tissue sample and NRCMs sample were homogenized in Component C containing 0.1% Triton X-100, which were incubated on ice for 15 min followed by centrifugation at 2000 × *g* for 15 min, and then the supernatant was collected. The biological samples were put into the plate and incubated for 10 min, and then ADAM17 substrate solution was added and incubated for 30 min at 37 °C. Terminating solution was then added to each hole and the absorbance at 490 nm/520 nm was measured using a microplate reader. The activity of each sample was measured and calculated by the formula of the standard curve.

### Statistical analysis

All data were presented as mean ± SEM. Shapiro–Wilk test was used to evaluate the normality distribution of the data. For the data with normal distribution, unpaired two-tailed Student’s *t*-test was used between two groups, and one-way ANOVA analysis followed by Tukey post-hoc test was performed among multiple groups. For data with a non-normal distribution, Mann–Whitney *U* test was used between two group comparisons, and Kruskal–Wallis test followed by Dunnett’s post-hoc test was used for multiple group comparisons. Kaplan–Meier curves and Log-Rank test were applied to assess animal survival data. In all statistical comparisons, *p* < 0.05 was considered statistically significant. All data analysis was performed using GraphPad Prism 8 (GraphPad, CA).

See Supplementary Materials for more details of experimental procedures.

## Supplementary information

supplementary material

western blot raw images

## Data Availability

Transcriptome RNA-sequencing datasets are deposited in Gene Expression Omnibus with an accession code of GSE276325. All data presented in this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Cardiomyocyte-specific knockout of ADAM17 alleviates doxorubicin-induced cardiomyopathy via inhibiting TNFα–TRAF3–TAK1–MAPK axis
**Source:** Signal Transduct Target Ther. 2024 Oct 16;9:273. doi: 10.1038/s41392-024-01977-z
**Supplement:** Supplementary file 1 — supplementary material

Supplemental Materials for

**Cardiomyocyte-specific knockout of ADAM17 alleviates doxorubicin-induced cardiomyopathy via inhibiting TNFα-TRAF3-TAK1-MAPK axis**

Lin Xie^1^, Fei Xue^1^, Cheng Cheng^1,7,^ Wenhai Sui^1^, Jie Zhang^1^, Linlin Meng^1^, Yue Lu^1^, Wenjing Xiong^1^, Peili Bu^1^, Feng Xu^3^, Xiao Yu^4^, Bo Xi^5^, Lin Zhong^6^, Jianmin Yang^1*^, Cheng Zhang^1,2*^, Yun Zhang^1,2*^

**This PDF file includes:**

Materials and methods

Supplementary Figures 1 to 20

Supplementary Tables 1 to 4

**Materials and methods**

***Ethics statement***

All animal experimental protocols complied with the Animal Management Rules of the Chinese Ministry of Health (Document no. 55, 2001) and conformed to National Institutes of Health (NIH) guidelines (the Guide for the Care and Use of Laboratory Animals; NIH Publication No. 85-23, revised 1996). All mice were maintained under specific pathogen-free, environmentally controlled (Temperature: 20–25 °C; humidity: 50 ± 5%) barrier conditions in individual ventilated cages and were fed with chow diet.

***Echocardiography***

Transthoracic echocardiography was performed using Visual Sonics Vevo 770 system connected with a 30 MHz high frequency MS400 transducer (Visual Sonics, Canada). Anesthesia with 5% isoflurane was performed, and the mice remained under general anesthesia with continuous inhalation of 2% isoflurane during echocardiogram acquisition. Parasternal long-axis view was imaged to derive left ventricular M-mode echocardiogram and the following parameters were measured: systolic and diastolic left ventricular internal diameter (LVIDs and LVIDd), systolic and diastolic left ventricular posterior wall (LVPWs and LVPWd), systolic and diastolic interventricular septum thickness (IVSs and IVSd), left ventricular ejection fraction (LVEF), left ventricular fractional shortening (LVFS). The early (E) and late (A) diastolic mitral flow velocities were measured by pulsed Doppler in the four-chamber view. The early (E’) and late (A’) diastolic mitral annular velocities were measured by tissue Doppler imaging in the four-chamber view. The ratio of early to late diastolic mitral flow velocities (E/A), ratio of early to late diastolic mitral annular velocities (E'/A'), and ratio of early diastolic transmittal flow velocity to early diastolic mitral annular velocity (E/E') were calculated. The detailed echocardiographic measurements were listed in Supplementary Table 2.

***Histology and immunofluorescence***

Formalin-fixed and paraffin-embedded cardiac tissues were cut into 5μm thick sections for subsequent analyses. Masson’s trichrome staining and hematoxylin and eosin (H&E) staining were performed according to the manufacturer’s instructions using staining kits (Solarbio, Beijing, China). Fluorescein isothiocyanate-conjugated wheat germ agglutinin (FITC-conjugated WGA) staining (Sigma-Aldrich, USA) was used to measure the cardiomyocyte cross-sectional size. For immunofluorescent staining of tissues, sections were dewaxed and subjected to the antigen retrieval with citrate buffer, which were then blocked with 5% bovine serum albumin (BSA) for 30 min and incubated with primary antibodies at 4°C overnight. For immunofluorescent staining of cells, the cells were fixed in 4% paraformaldehyde for 15 min, blocked with 5% BSA, and incubated with primary antibodies at 4°C overnight. The primary antibodies used were listed in Supplementary Table 3, and sections and cell coverslips reacting with non-immune IgG as well as secondary antibodies were used as negative control. On the next day, sections or cell coverslips were incubated with Alexa Fluor 488/594-conjugated secondary antibodies (Abcam, Cambridge, UK). The cell nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI, Abcam, Cambridge, UK). Immunofluorescent staining was observed and photographed using a fluorescent microscope (Ti-S, Nikon). All histological images were examined and photographed under a microscope (Ti-S, Nikon). Cardiomyocyte cross-sectional area and cardiac fibrotic area were quantified using Image J software and the histological analysis for each mouse were averaged across at least 5 representative areas.

***Gene silencing by small interfering RNA (siRNA)***

The siRNA of ADAM17, TRAF3, C/EBPβ, TNFR1, TNFR2 or negative control siRNA were obtained from keyybio, Shandong, China. NRCMs were cultured in antibiotic-free medium. The ADAM17-siRNA, TRAF3-siRNA, C/EBPβ-siRNA, TNFR1-siRNA, TNFR2-siRNA and NC-siRNA were delivered to the NRCMs by Lipofectamine iMAX reagent (Invitrogen, Carlsbad, CA) according to the manufacturer's protocol. After transfection for 24 h, the supernatant was replaced with fresh medium. The siRNA sequence was as follows: ADAM17 5’--3’: CGAGTTGATAGCAAAGAGA, TRAF3 5’--3’: GTACAAACCAGCAGATCAA, C/EBPβ 5’--3’: ACCTCTTCGCCGACGACTA. TNFR1 5’--3’: GGTGGAGGGTGAAGGAATT, and TNFR2 5’--3’: CAATAGGCCTTGAACAGCA.

***ADAM17 overexpression in NRCMs***

ADAM17 overexpressing plasmid or negative control plasmid was obtained from keyybio, Shandong, China. Lipofectamine 3000 reagents (Invitrogen, USA) were used for transfection of ADAM17 pcDNA3.1-3×Flag-C or pcDNA3.1-3×Flag-C into NRCMs according to the manufacturer’s instructions. After transfection for 24 h, the supernatant was replaced with fresh medium.

***Co-immunoprecipitation assay***

Human HEK293T cells and NRCMs were used for exogenous and endogenous Co-immunoprecipitation (Co-IP) assay, respectively. HEK293T cells were obtained from KeyGene BioTech (China) and cultured in complete medium: DMEM supplemented with 10% FBS, and 1% penicillin–streptomycin. HEK293T cells were cultured in a 60mm cell dish and collected 24h after transfection with Myc-TRAF3 and Flag-TAK1 overexpressing plasmids. NRCMs were cultured in a 100mm cell dish and treated with DOX. After culture for 24 h, the cells were lysed with RIPA lysis buffer (CWbio, China) supplemented with a protease inhibitor cocktail (CWbio, China) on ice for 30 min. After centrifugation, the supernatants were transferred into a new tube and incubated with 1ug primary antibodies or IgG (Abcam, Cambridge, UK) for 2 h at 4°C. Protein A/G-agarose beads (Santa Cruz Biotechnology, USA) were incubated with the mixture overnight at 4°C. On the second day, the beads were washed for five times through centrifugation with lysis buffer, and immunoprecipitated proteins were subjected to western blot analysis after incubation with loading buffer at 99°C for 10min.

***Co-localization of TdT-mediated dUTP nick end-labeling (TUNEL) staining and cardiomyocyte markers***

Myocardial sections (5μm thick) were dewaxed and subjected to the antigen retrieval with citrate buffer, which were then blocked with 5% bovine serum albumin (BSA) for 30 min at 37°C and incubated with the corresponding primary antibodies against cTnT at 4°C overnight. Thereafter, the tissue sections were incubated with appropriate fluorescent secondary antibodies for 30 min at 37°C after washing with PBS. Apoptotic cells in the myocardium were detected via TUNEL assay, performed using a commercially available kit (In Situ Cell Death Detection Kit, TMR red; Roche) following the manufacturer's instructions, subsequently sealed with DAPI tablet. The cell coverslips of NRCMs were fixed with 4% paraformaldehyde at room temperature for 20 min and washed by PBS for three times. Then, cells were permeabilized in PBS with 0.1% Triton X-100 and stained with TUNEL reaction mixture for 1h at 37°C. Finally, the cells were counterstained with DAPI. The images were acquired with a fluorescence microscope (Ni-E, Nikon, Japan) with an excitation wavelength. The apoptosis ratio was expressed as the proportion of apoptotic cells to the total number of cells.

***Western blot analysis***

Total protein was extracted from heart tissues using the Total Protein Extraction Kit (Invent Biotechnologies, Plymouth, MN, USA), and protein was extracted from NRCMs using RIPA lysis buffer. Equal amounts of extracted protein samples were separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis, and the resolved protein bands were transferred to a polyvinylidene fluoride membrane (Millipore, MA, USA). After incubation in 5% bovine serum albumin for 1 hour at room temperature, the membranes were incubated with primary antibodies at 4°C overnight. Following incubation with peroxidase-conjugated secondary antibodies (1:5000, Jackson ImmunoResearch Laboratories, PA, USA) at room temperature for 1 h, the protein bands were detected using a chemiluminescent substrate (Millipore, MA, USA) and exposure to a chemiluminescence instrument (GE, Amersham Imager 800RGB). The primary antibodies were listed in Supplementary Table 3.

***Quantitative real-time polymerase chain reaction***

Total RNA was extracted from isolated heart tissue by means of the RNeasy mini kit (Qiagen, 74704, Germany) which was reversed-transcribed using a PrimeScript RT reagent kit with gDNA Eraser (TaKaRa, Japan), and quantitative real-time RT-PCR was performed utilizing Takara SYBR RT-PCR kits according to the manufacturer's instructions. Cycling conditions were: 95°C for 10 min, and 95°C for 15s, 55°C for 15s, and 72°C for 20s for 40 cycles. Data were normalized by the level of β-actin expression in each individual sample, and the 2−ΔΔCt method was used to calculate relative expression changes. The primer sequences were listed in Supplementary Table 4.

**
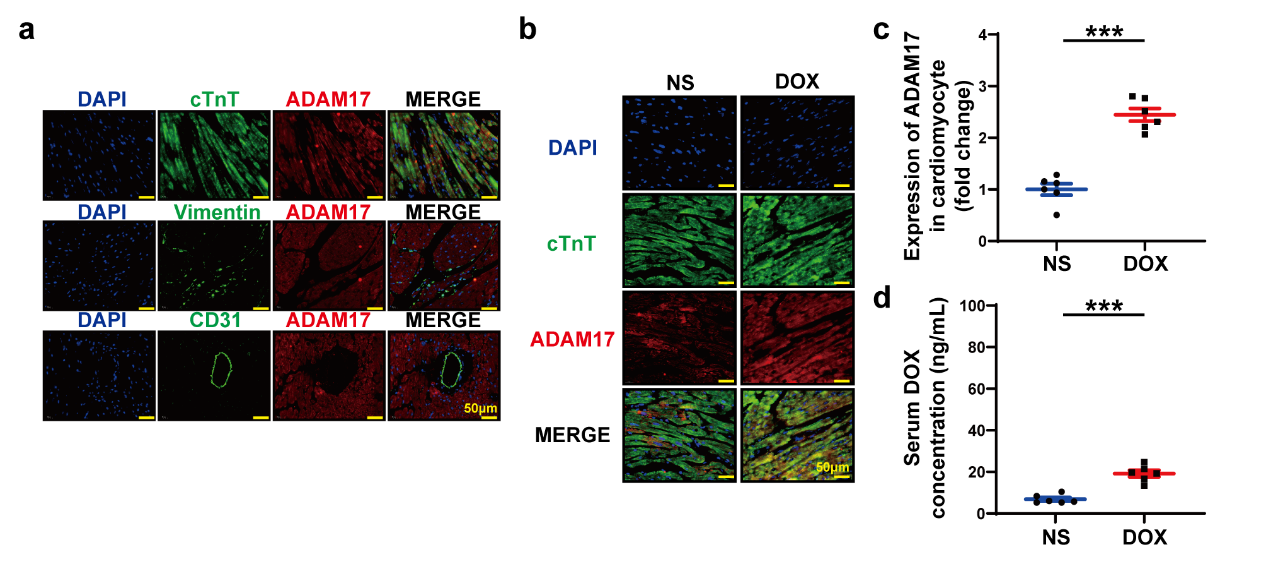
**

**Supplementary Figure 1. ADAM17 expression in the cardiomyocyte and doxorubicin concentration in serum of mice treated with NS or DOX. a** Representative immunofluorescence staining of ADAM17 (red) in different cardiac cells (green). cTnT, Vimentin and CD31 were used as markers for cardiomyocytes, fibroblasts and endothelial cells, respectively (scale bar=50μm). **b-c** Representative immunofluorescence staining (scale bar=50μm) and quantitative analysis of ADAM17 protein expression in the cardiomyocytes of mice treated with NS or DOX (n=6 in each group). **d** Quantitative analysis of doxorubicin concentration in the serum of mice treated with NS or DOX (n=6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **c** and **d**. ********p* <0.001.

**
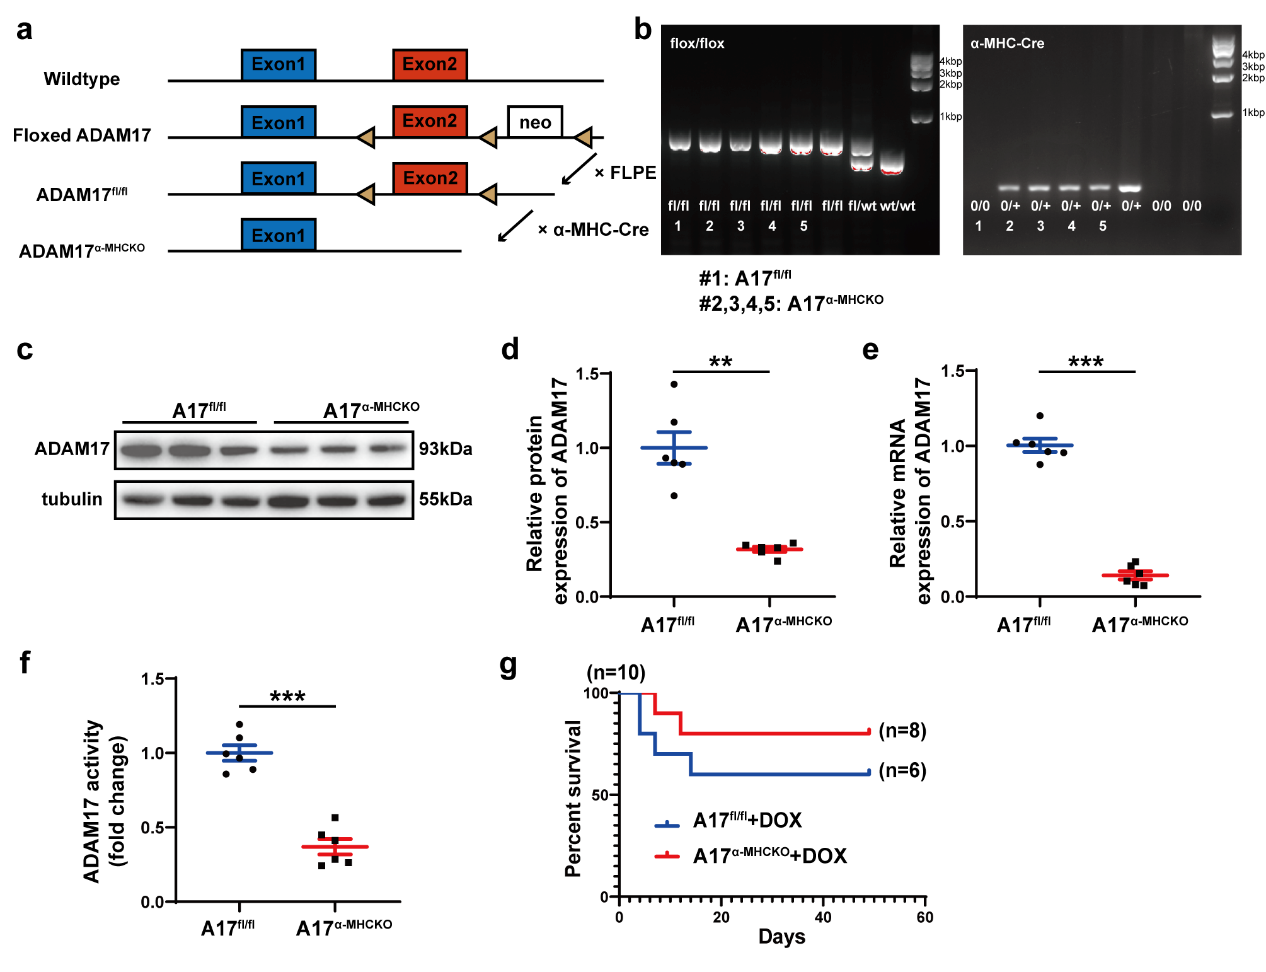
**

**Supplementary Figure 2. Generation and identification of cardiomyocyte-specific ADAM17 knockout mice, and the survival curve of A17^fl/fl^ mice and A17^α-MHCKO^ mice treated with doxorubicin. a** Schematic diagram showing the breeding strategy. After the introduction of cre-recombinase (α-MHC-cre), the ADAM17 gene exon 2 was specifically excised in cardiomyocytes, resulting in generation of selective ADAM17 knockout mice (A17^α-MHCKO^). **b** Representaive genotyping results for A17^α-MHCKO^ and control littermates. Pups 2,3,4 and 5 were identified as A17^α-MHCKO^ [A17^fl/fl^ with cre recombinase (Cre0/+)], and pups 1 was control littermates [A17^fl/fl^ without cre recombinase (Cre0/0)]. **c-d** Representative western blot images and comparison of ADAM17 protein expression in the hearts of the A17^fl/fl^ and A17^α-MHCKO^ mice (n=6 in each group). **e** Comparison of ADAM17 mRNA expression in the hearts of the A17^fl/fl^ and A17^α-MHCKO^ mice (n=6 in each group). **f** Comparison of ADAM17 activity in the hearts of the A17^fl/fl^ and A17^α-MHCKO^ mice (n=6 in each group). **g** The survival curve of A17^fl/fl^ and A17^α-MHCKO^ mice treated with doxorubicin (n=10 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **d, e** and **f**. Log-rank test was applied in **g**. *******p* <0.01; ********p* <0.001.

**
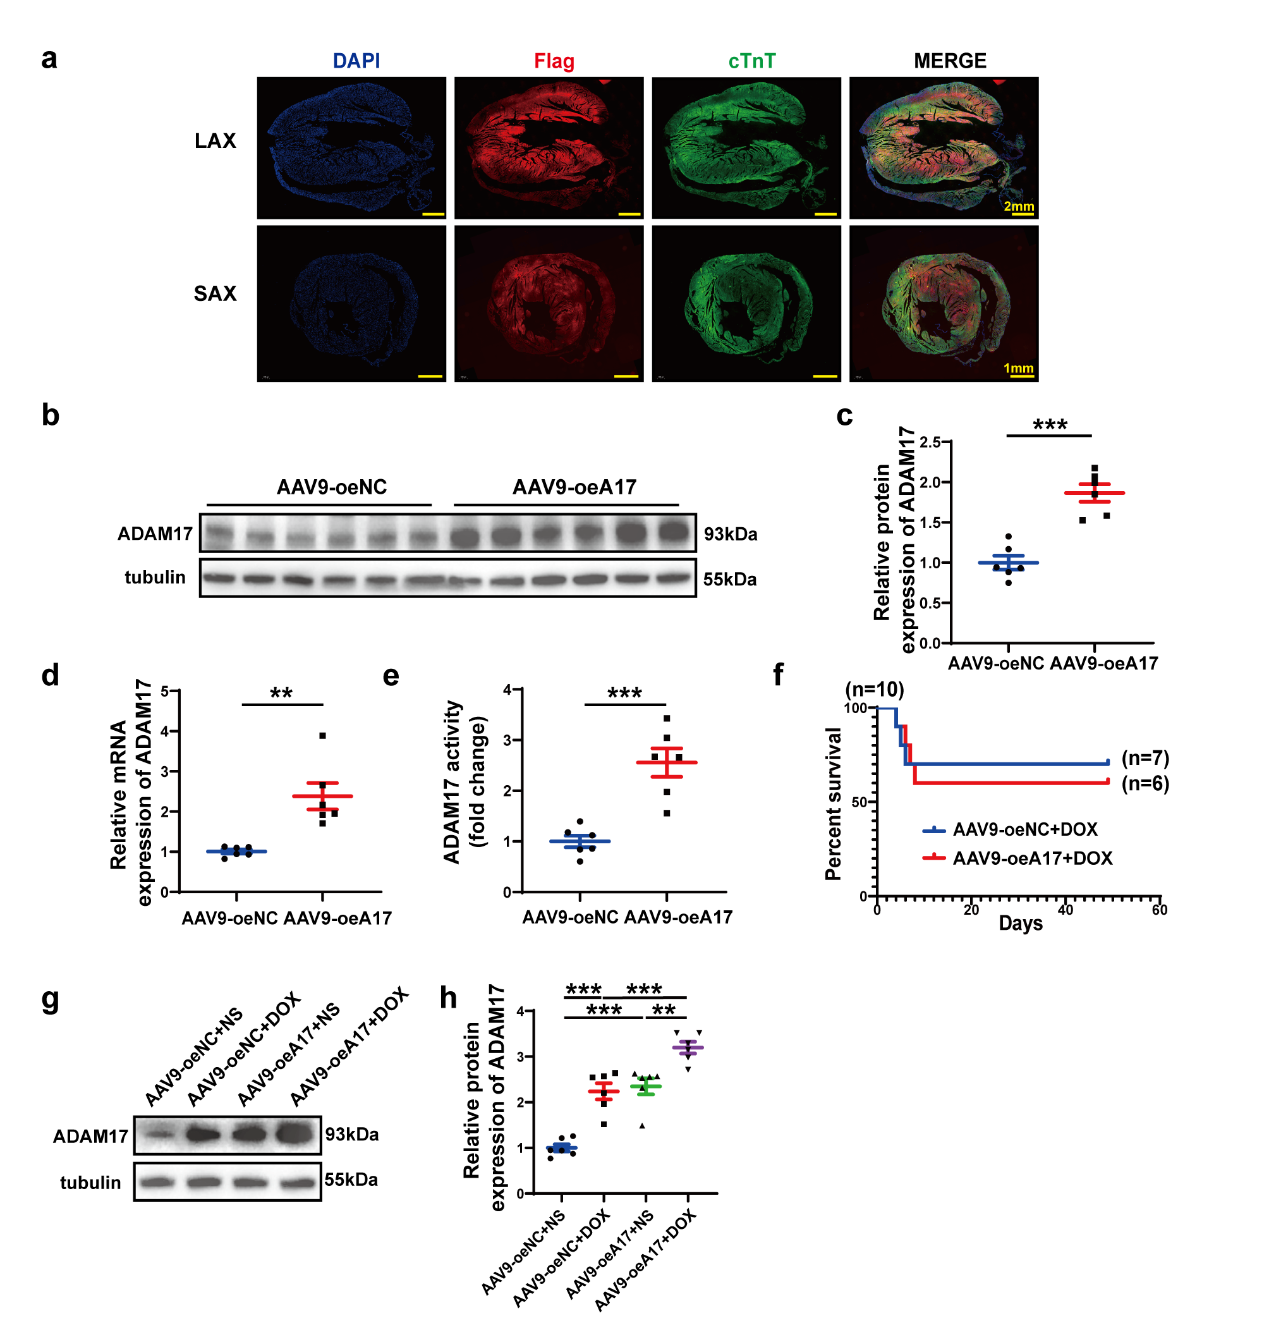
**

**Supplementary Figure 3. ADAM17 expression and survival rate in AAV9-oeNC and AAV9-oeA17 mice. a** Representative immunofluorescence staining images of Flag in the heart of AAV9-oeA17 mice. **b-c** Representative western blot images and comparison of ADAM17 protein expression in the hearts of the AAV9-oeNC and AAV9-oeA17 mice (n=6 in each group). **d** Comparison of ADAM17 mRNA expression in the hearts of the AAV9-oeNC mice and AAV9-oeA17 mice (n=6 in each group). **e** Comparison of ADAM17 activity in the hearts of the AAV9-oeNC mice and AAV9-oeA17 mice (n=6 in each group). **f** Survival curve of AAV9-oeNC and AAV9-oeA17 mice treated with doxorubicin (n=10 in each group). **g-h** Representative western blot images and comparison of ADAM17 protein expression in the myocardium among four groups of mice. Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **c, d** and **e**, Log-rank test was applied in **f**, One-way ANOVA were applied in **h. *****p* <0.01; ********p* <0.001.

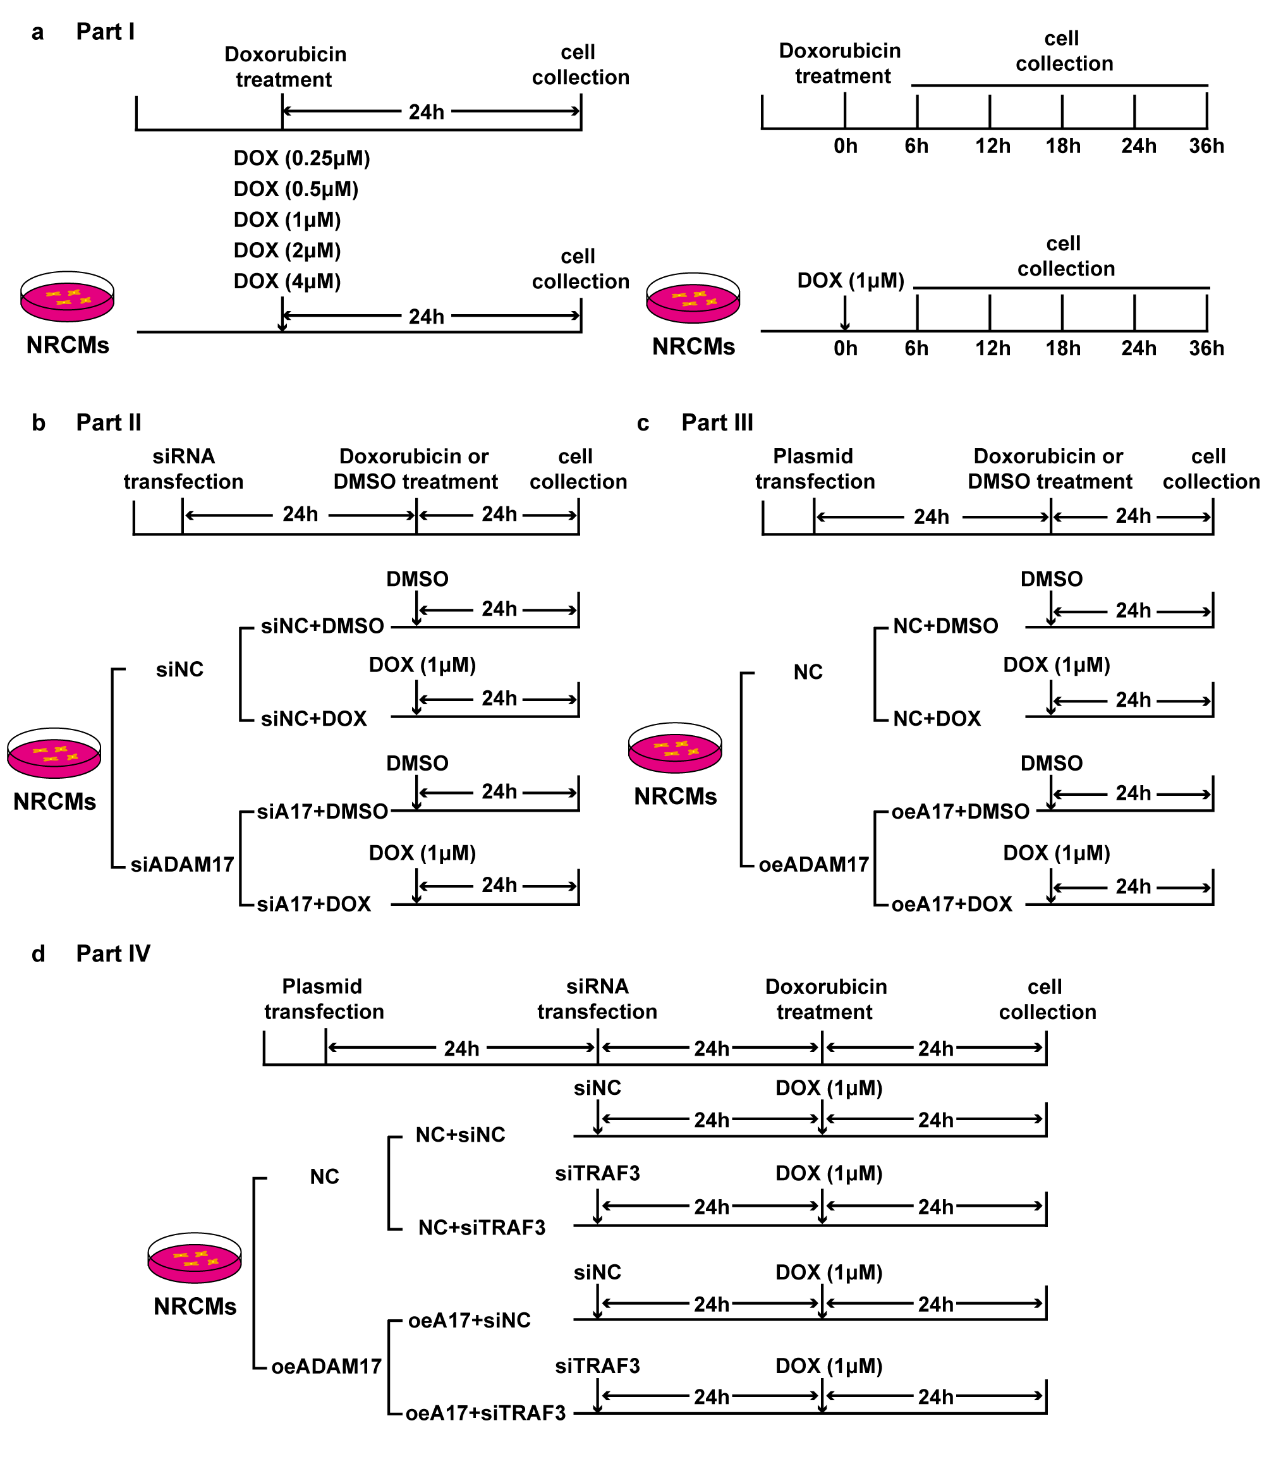

**Supplementary Figure 4. Experiment timeline *in vitro*.**

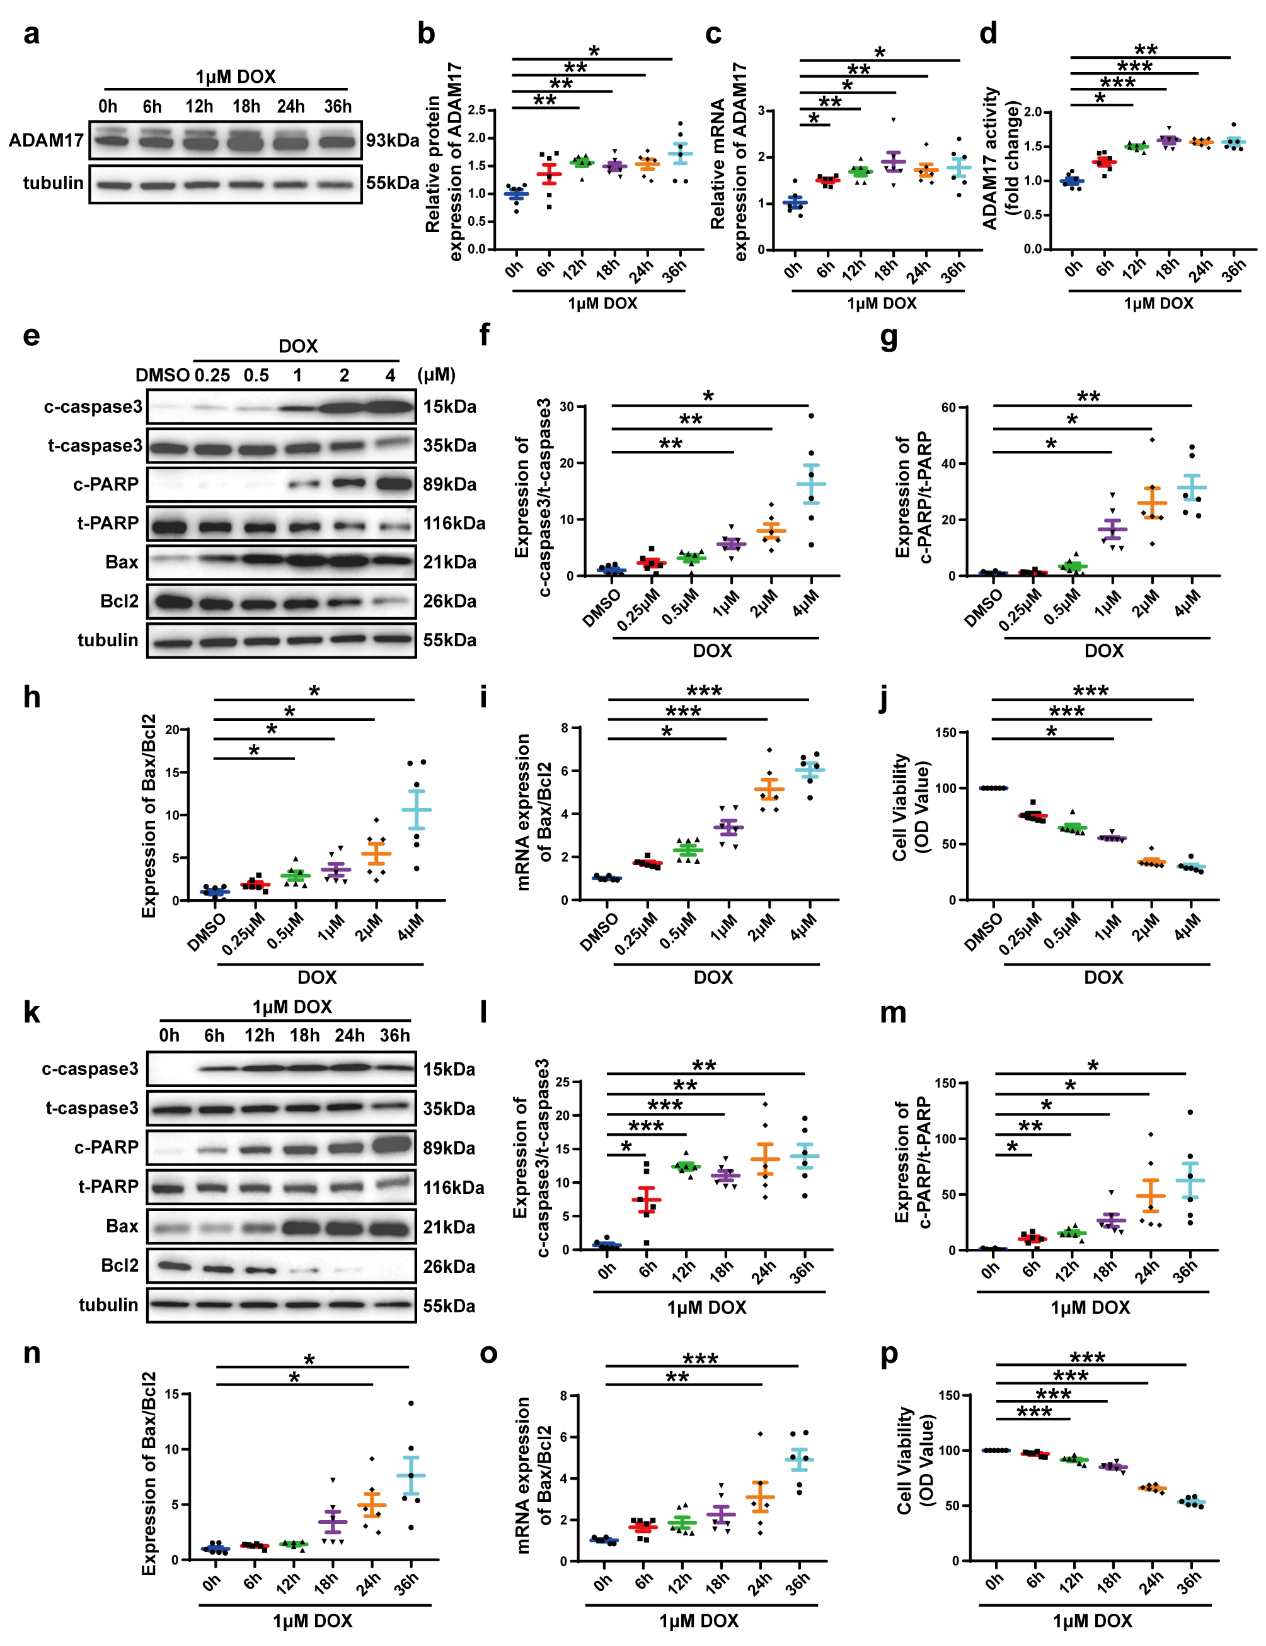

**Supplementary Figure 5. Protein and mRNA expression of ADAM17 and apoptosis-related molecules in doxorubicin-treated NRCMs. a** Representative western blot images of ADAM17 protein expression in the NRCMs treated with 1μM DOX for different durations. **b** Comparison of ADAM17 protein expression in the NRCMs treated with 1μM DOX for different durations (n=6 in each group). **c** Comparison of ADAM17 mRNA expression in NRCMs treated with 1μM DOX for different durations (n=6 in each group). **d** Comparison of ADAM17 activity in NRCMs treated with 1μM DOX for different durations (n=6 in each group). **e** Representative western blot images of caspase3, cleaved caspase3, PARP, cleaved PARP, Bax and Bcl2 in the NRCMs treated with doxorubicin at different concentrations for 24h. **f** Comparison of cleaved caspase3/caspase3 protein expression among NRCMs treated with doxorubicin at different concentrations for 24h (n=6 in each group). **g** Comparison of cleaved PARP/PARP protein expression among NRCMs treated with doxorubicin at different concentrations for 24h (n=6 in each group). **h** Comparison of Bax/Bcl2 protein expression among NRCMs treated with doxorubicin at different concentrations for 24h (n=6 in each group). **i** Comparison of Bax/Bcl2 mRNA expression among NRCMs treated with doxorubicin at different concentrations for 24h (n=6 in each group). **j** Cell viability in six groups of NRCMs treated with doxorubicin at different concentrations for 24h (n=6 in each group). **k** Representative western blot images of caspase3, cleaved caspase3, PARP, cleaved PARP, Bax and Bcl2 protein expression in NRCMs treated with 1μM doxorubicin for different durations. **l** Comparison of cleaved caspase3/caspase3 protein expression among NRCMs treated with 1μM doxorubicin for different durations (n=6 in each group). **m** Comparison of cleaved PARP/PARP protein expression among NRCMs treated with 1μM doxorubicin for different durations (n=6 in each group). **n** Comparison of Bax/Bcl2 protein expression among NRCMs treated with 1μM doxorubicin for different durations (n=6 in each group). **o** Comparison of Bax/Bcl2 mRNA expression among NRCMs treated with 1μM doxorubicin for different durations (n=6 in each group). **p** Cell viability in six groups of NRCMs treated with 1μM doxorubicin for different durations (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **b, c, d, f, g, h, l, m, n** and **p.** Kruskal-Walli’s test were applied in **i, j** and **o. ****p* <0.05; *******p* <0.01; ********p* <0.001.

**
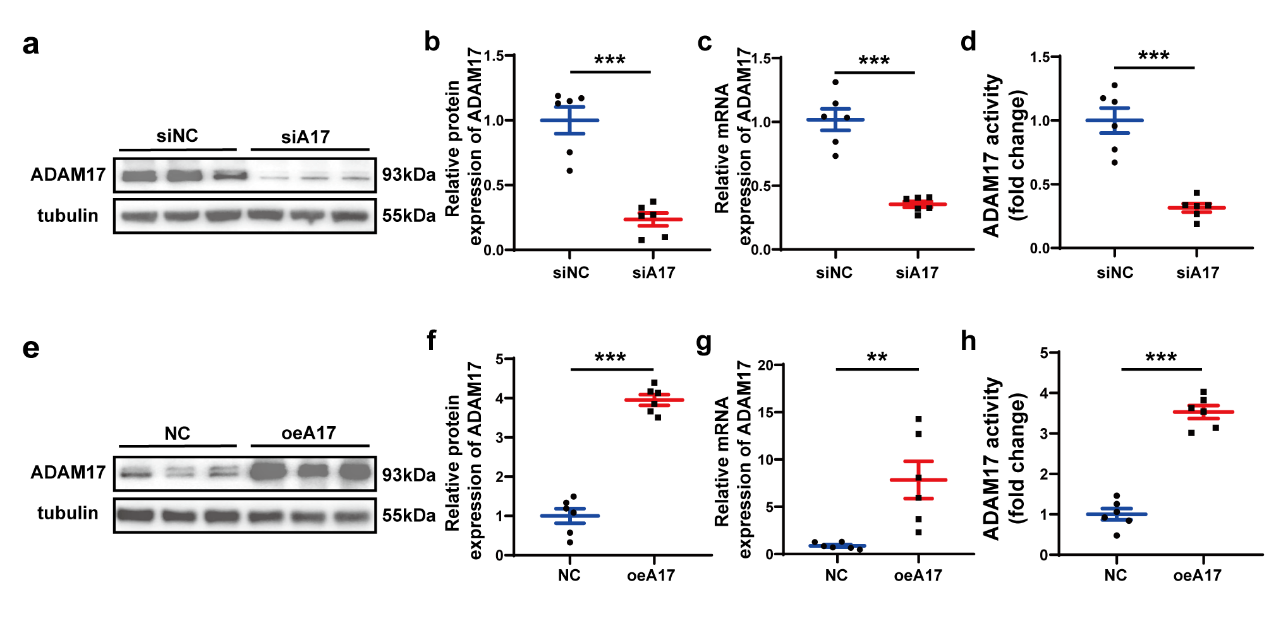
**

**Supplementary Figure 6. Efficiency of ADAM17 knockdown and overexpression in NRCMs. a** Representative western blot images of protein expression of ADAM17 in two groups of NRCMs treated with NC-siRNA and ADAM17-siRNA (n=6 in each group). **b-c** Comparison of ADAM17 protein and mRNA expression in two groups of NRCMs treated with NC-siRNA and ADAM17-siRNA (n=6 in each group). **d** Comparison of ADAM17 activity in two groups of NRCMs treated with NC-siRNA and ADAM17-siRNA (n=6 in each group). **e** Representative western blot images of protein expression of ADAM17 in two groups of NRCMs treated with a negative control plasmid and an ADAM17-overexpressing plasmid, respectively (n=6 in each group). **f-g** Comparison of ADAM17 protein and mRNA expression in two groups of NRCMs treated with a negative control plasmid and an ADAM17-overexpressing plasmid, respectively (n=6 in each group). **h** Comparison of ADAM17 activity in two groups of NRCMs treated with a negative control plasmid and an ADAM17-overexpressing plasmid, respectively (n=6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **b, c, d,** **f, g** and **h**. *******p* <0.01; ********p* <0.001.

**
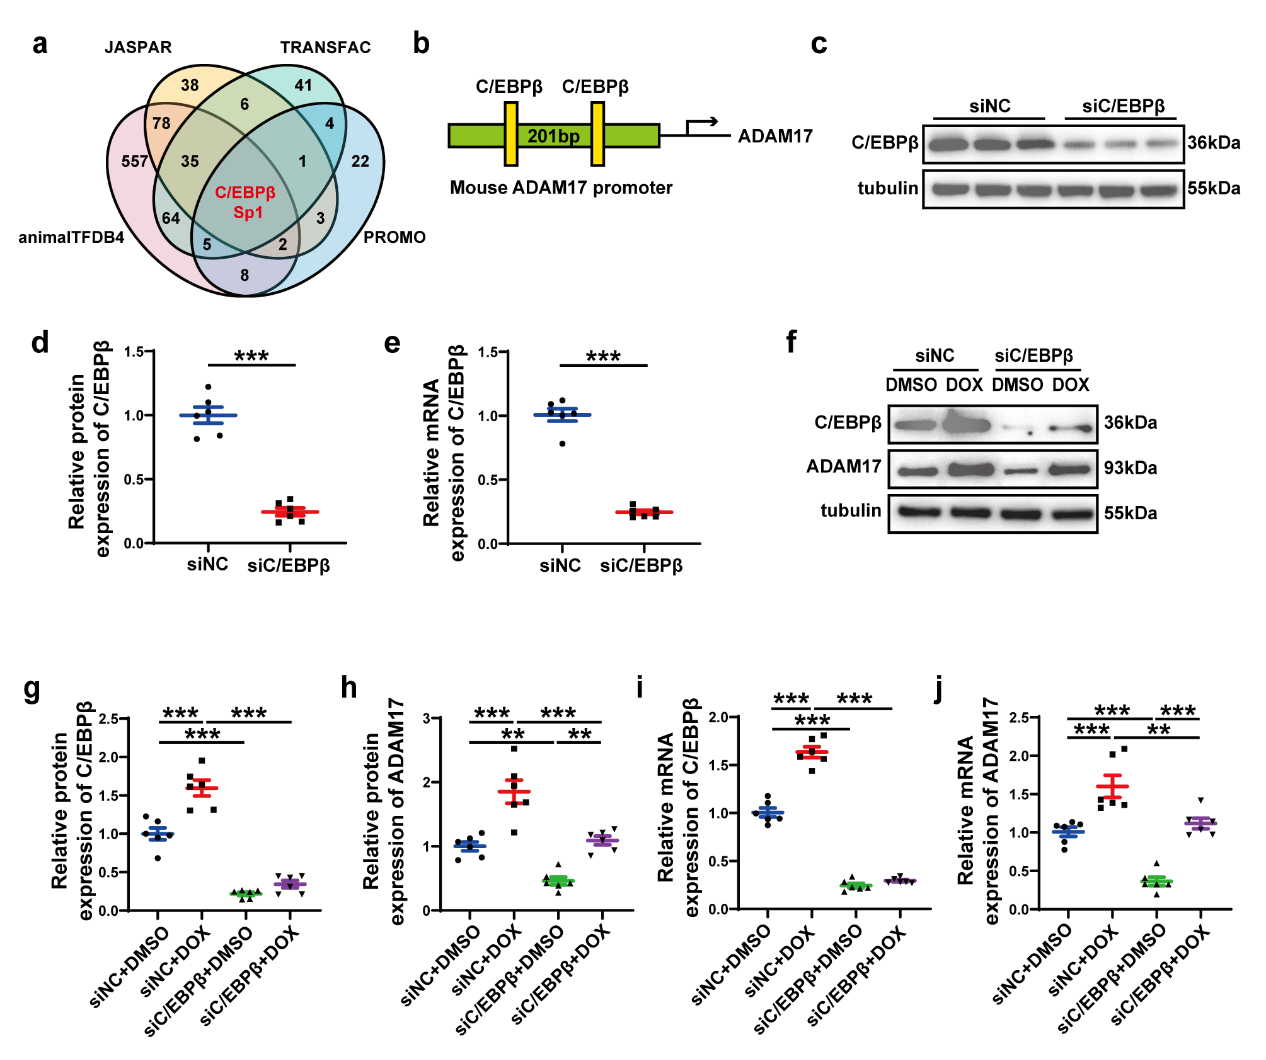
**

**Supplementary Figure 7. Effect of C/EBPβ knockdown on ADAM17 expression in NRCMs treated with DMSO or DOX. a** Venn diagram showing the overlap of predicted transcription factors in Animal TFDB4, JASPAR, TRANSFAC and PROMO databases that may bind to ADAM17 promotors. The numbers represented the number of transcription factors that overlap between databases. The transcription factors predicted by all four databases were C/EBPβ and Sp1. **b** Diagrammatic drawing of C/EBPβ binding to the ADAM17 promoter. **c** Representative western blot images of protein expression of C/EBPβ in two groups of NRCMs treated with NC-siRNA and C/EBPβ-siRNA, respectively (n=6 in each group). **d-e** Comparison of C/EBPβ protein and mRNA expression in two groups of NRCMs treated with NC-siRNA and C/EBPβ-siRNA, respectively (n=6 in each group). **f** Representative western blot images ADAM17 and C/EBPβ protein expression in NRCMs treated with siNC + DMSO, siNC + DOX, siC/EBPβ+DMSO, and siC/EBPβ+DOX, respectively. **g** Comparison of C/EBPβ protein expression in NRCMs treated with siNC + DMSO, siNC + DOX, siC/EBPβ+DMSO, and siC/EBPβ+DOX, respectively (n=6 in each group). **h** Comparison of ADAM17 protein expression in NRCMs treated with siNC + DMSO, siNC + DOX, siC/EBPβ+DMSO, and siC/EBPβ+DOX, respectively (n=6 in each group). **i** Comparison of C/EBPβ mRNA expression in NRCMs treated with siNC + DMSO, siNC + DOX, siC/EBPβ+DMSO, and siC/EBPβ+DOX, respectively (n=6 in each group). **j** Comparison of ADAM17 mRNA expression in NRCMs treated with siNC + DMSO, siNC + DOX, siC/EBPβ+DMSO, and siC/EBPβ+DOX, respectively (n=6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **d** and **e**, One-way ANOVA were applied in **g, h, i** and **j.** *******p* <0.01; ********p* <0.001.

**
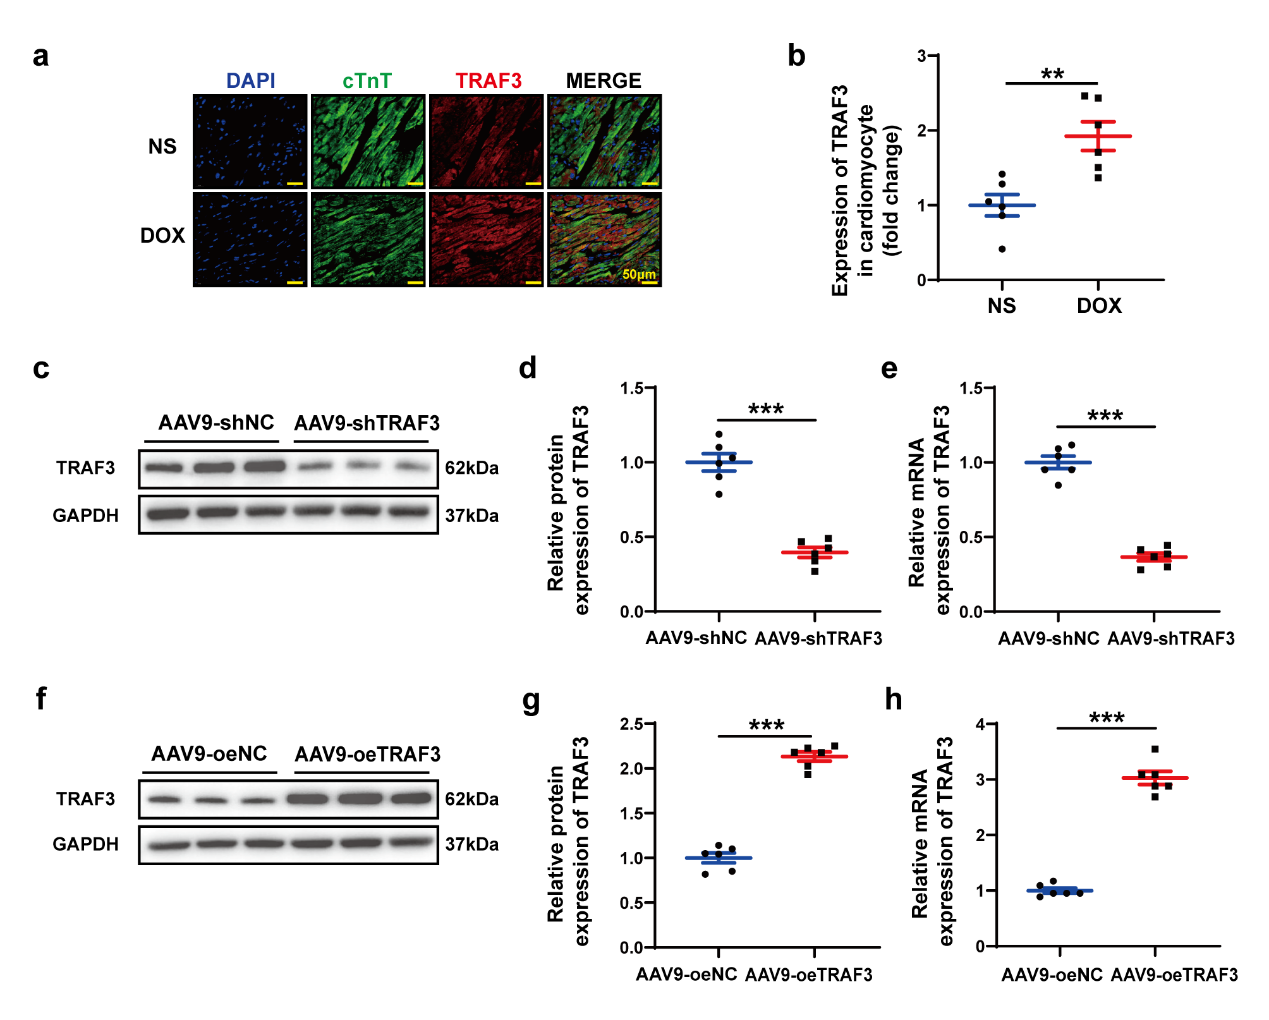
**

**Supplementary Figure 8.** **TRAF3 expression in the cardiomyocytes of mice treated with NS or DOX and efficiency of TRAF3 knockdown and overexpression in mice. a-b** Representative immunofluorescence staining (scale bar=50μm) and quantitative analysis of TRAF3 protein expression in the cardiomyocytes of mice treated with NS or DOX (n=6 in each group). **c-d** Representative western blot images and comparison of TRAF3 protein expression in the hearts of the AAV9-shNC and AAV9-shTRAF3 mice (n=6 in each group). **e** Comparison of TRAF3 mRNA expression in the hearts of the AAV9-shNC and AAV9-shTRAF3 mice (n=6 in each group). **f-g** Representative western blot images and comparison of TRAF3 protein expression in the hearts of the AAV9-oeNC and AAV9-oeTRAF3 mice (n=6 in each group). **h** Comparison of TRAF3 mRNA expression in the hearts of the AAV9-oeNC and AAV9-oeTRAF3 mice (n=6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **b, d, e, g** and **h**. *******p* <0.01; ********p* <0.001.

**
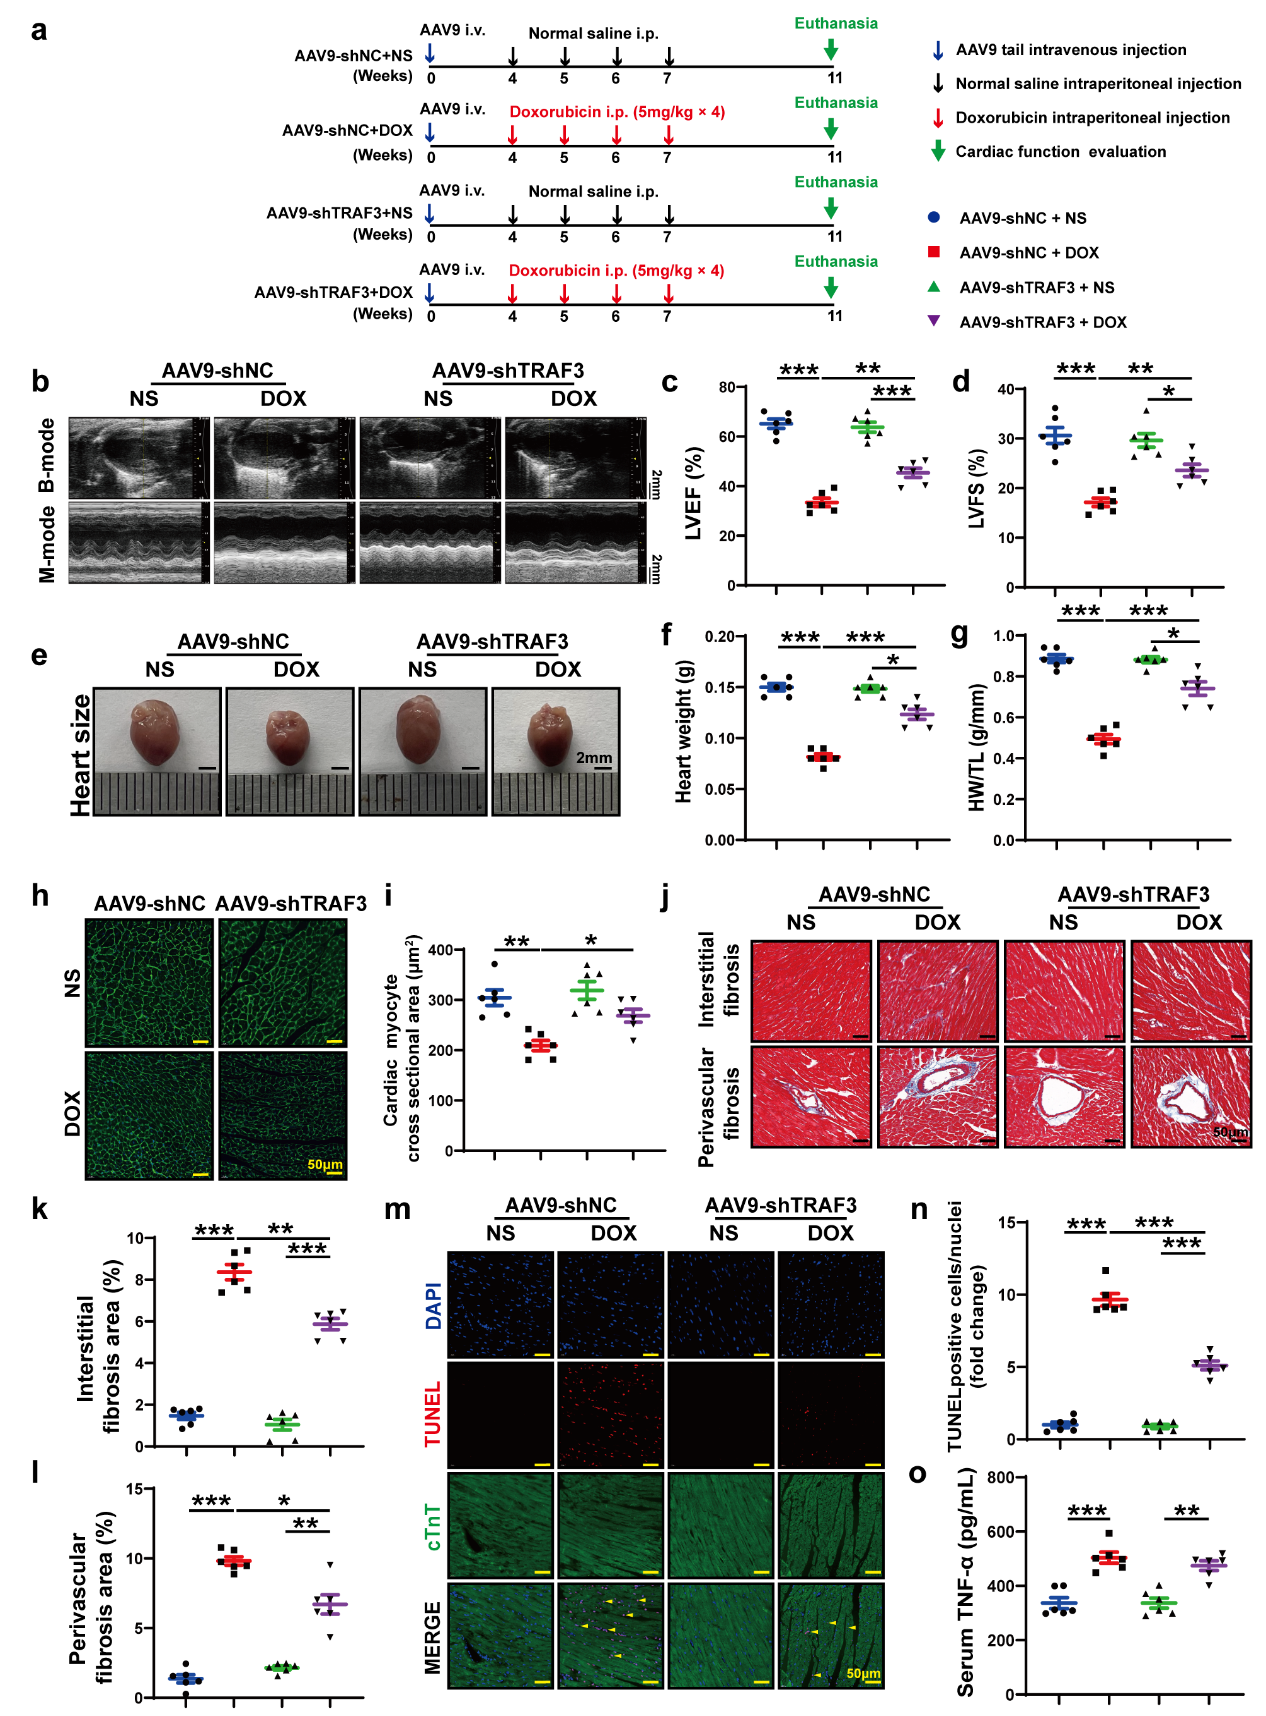
**

**Supplementary Figure 9. Echocardiographic measurements and histological staining in negative control and TRAF3 knockdown mice treated with NS or DOX. a** Experiment timeline *in vivo*. **b** Representative echocardiographic images (scale bar=2mm) showing B-mode and M-mode echocardiograms in four groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (n=6 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (n=6 in each group). **e** Representative anatomical images of heart size (scale bar=2mm) in four groups of mice. **f** Comparison of heart weight among four groups of mice (n=6 in each group). **g** Comparison of heart weight/tibial length (HW/TL) ratio among four groups of mice (n=6 in each group). **h** Representative WGA staining of myocardial cross-sections (scale bar=50μm) in four groups of mice. **i** Comparison of cardiomyocyte cross-sectional area measured by WGA staining (n=6 in each group). **j** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis (scale bar=50μm) in four groups of mice. **k** Comparison of interstitial fibrosis area among four groups of mice (n=6 in each group). **l** Comparison of perivascular fibrosis area among four groups of mice (n=6 in each group). **m** Representative TUNEL-positive cardiomyocyte staining in four groups of mice (scale bar=50μm). **n** Comparison of TUNEL-positive cardiomyocyte in the myocardium among four groups of mice (n=6 in each group). **o** Serum levels of TNF-α in four groups of mice (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **c, d, f, g, i, k, l, n** and **o. ****p* <0.05; *******p* <0.01; ********p* <0.001.

**
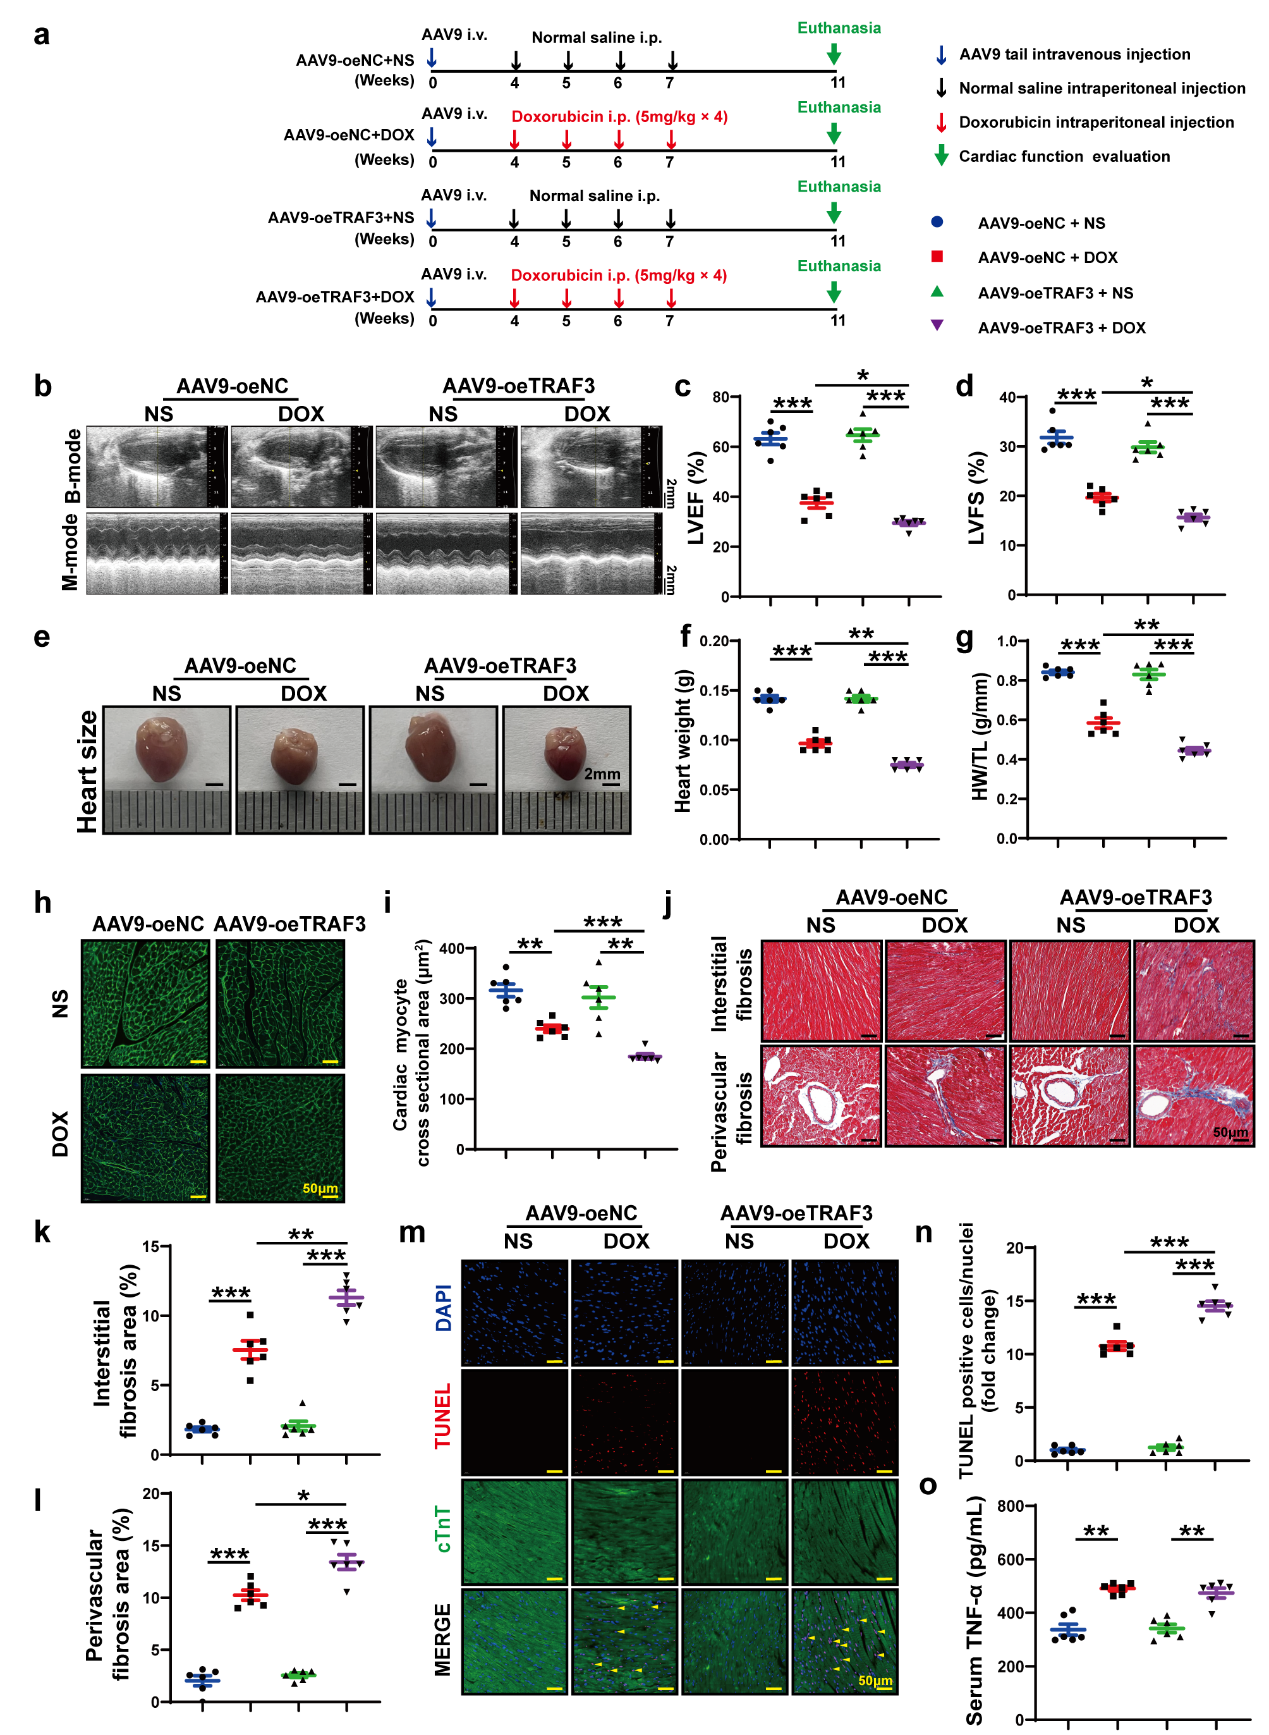
**

**Supplementary Figure 10. Echocardiographic measurements and histological staining in negative control and TRAF3-overexpressing mice treated with NS or DOX. a** Experiment timeline *in vivo*. **b** Representative echocardiographic images (scale bar=2mm) showing B-mode and M-mode echocardiograms in four groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (n=6 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (n=6 in each group). **e** Representative anatomical images of heart size (scale bar=2mm) in four groups of mice. **f** Comparison of heart weight among four groups of mice (n=6 in each group). **g** Comparison of heart weight/tibial length (HW/TL) ratio among four groups of mice (n=6 in each group). **h** Representative WGA staining of myocardial cross-sections (scale bar=50μm) in four groups of mice. **i** Comparison of cardiac myocyte cross-sectional area measured by WGA staining (n=6 in each group). **j** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis (scale bar=50μm) in four groups of mice. **k** Comparison of interstitial fibrosis area among four groups of mice (n=6 in each group). **l** Comparison of perivascular fibrosis area among four groups of mice (n=6 in each group). **m** Representative TUNEL-positive cardiomyocyte staining in four groups of mice (scale bar=50μm). **n** Comparison of TUNEL-positive cardiomyocytes in the myocardium among four groups of mice (n=6 in each group). **o** Serum levels of TNF-α in four groups of mice (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **c, d, f, g, i, k, l, n** and **o. ****p* <0.05; *******p* <0.01; ********p* <0.001.

**
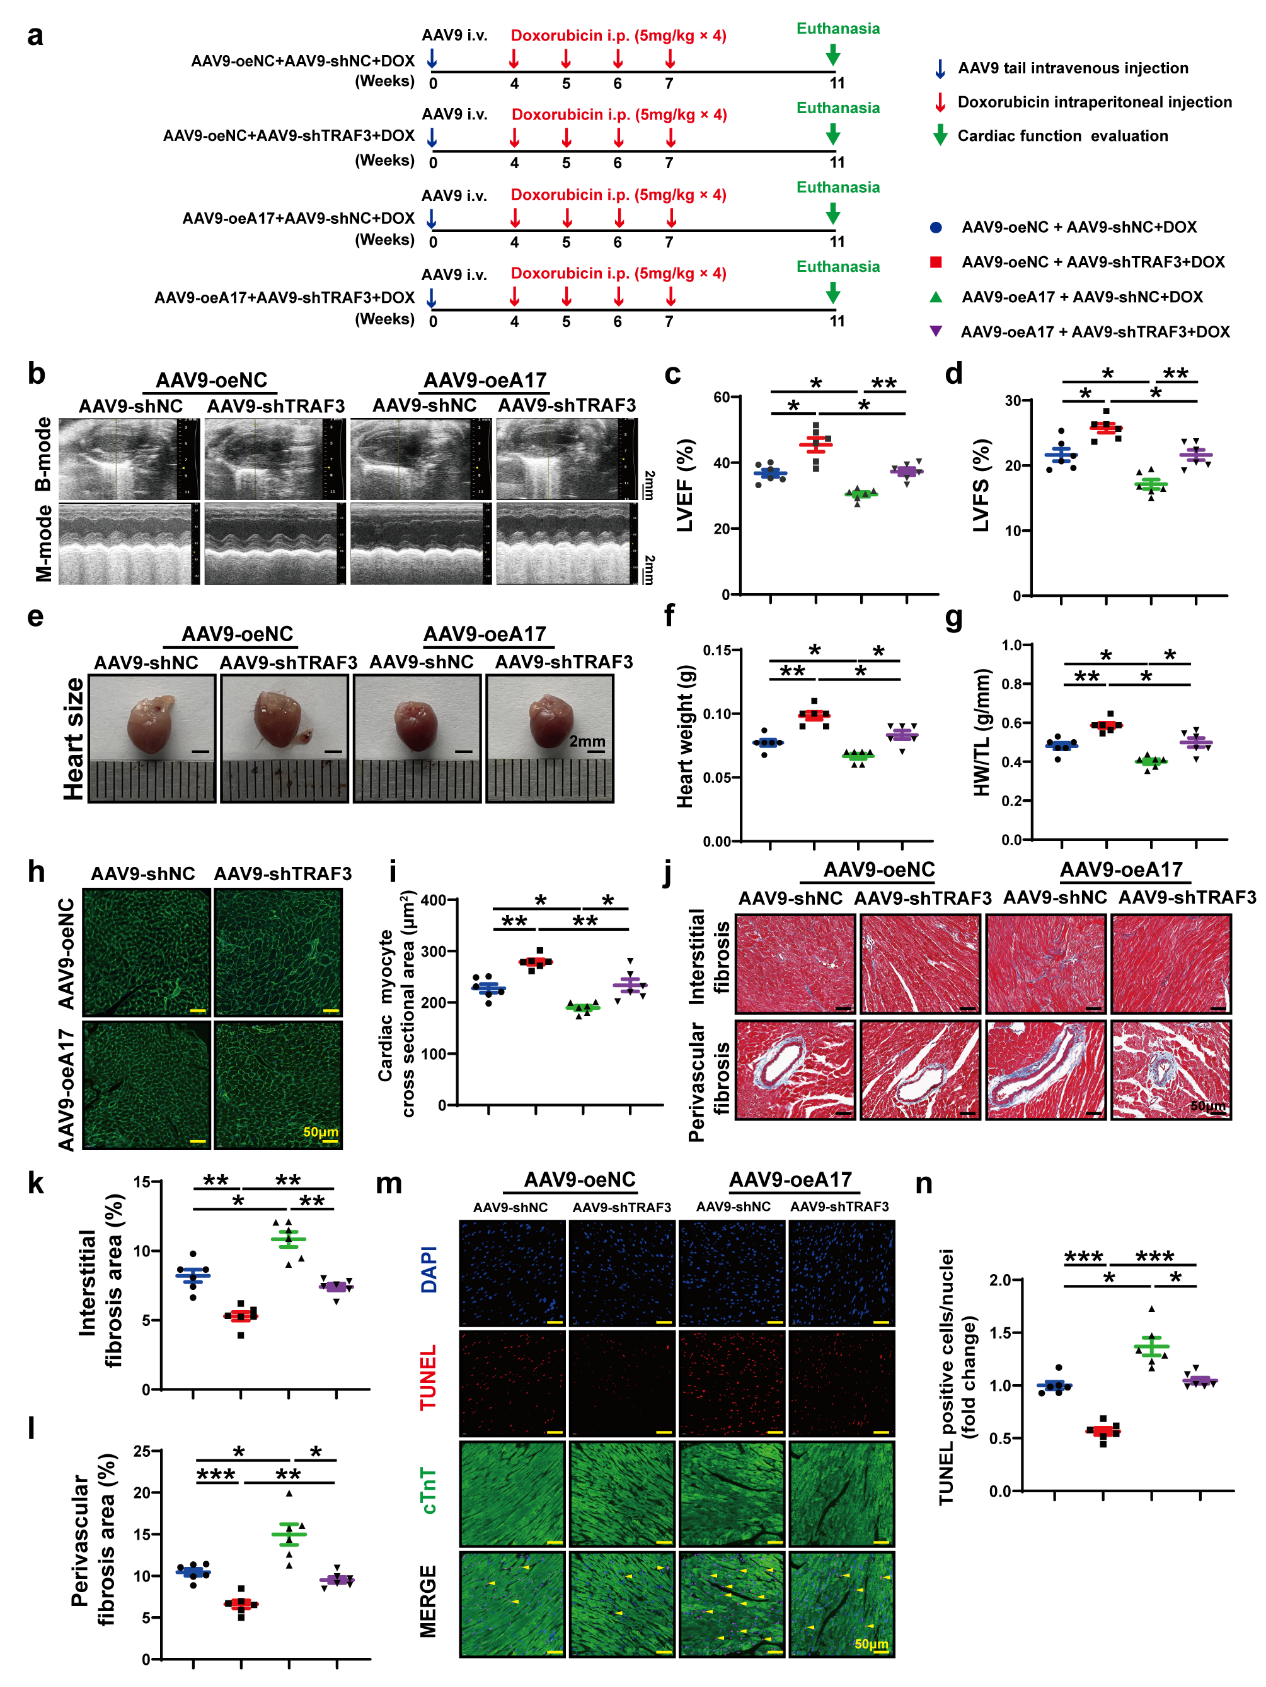
**

**Supplementary Figure 11. Echocardiographic measurements and histological staining in negative control and ADAM17-overexpressing but TRAF3-knockdown mice treated with NS or DOX. a** Experiment timeline *in vivo*. **b** Representative echocardiographic images (scale bar=2mm) showing B-mode and M-mode echocardiograms in four groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among four groups of mice (n=6 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among four groups of mice (n=6 in each group). **e** Representative anatomical images of heart size (scale bar=2mm) in four groups of mice. **f** Comparison of heart weight among four groups of mice (n=6 in each group). **g** Comparison of heart weight/tibial length (HW/TL) ratio among four groups of mice (n=6 in each group). **h** Representative WGA staining of myocardial cross-sections (scale bar=50μm) in four groups of mice. **i** Comparison of cardiac myocyte cross-sectional area measured by WGA staining (n=6 in each group). **j** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis (scale bar=50μm) in four groups of mice. **k** Comparison of interstitial fibrosis area among four groups of mice (n=6 in each group). **l** Comparison of perivascular fibrosis area among four groups of mice (n=6 in each group). **m** Representative TUNEL-positive cardiomyocyte staining (scale bar=50μm) in four groups of mice (n=6 in each group). **n** Comparison of TUNEL-positive cardiomyocyte in the myocardium among four groups of mice (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **c, d, f, g, i, k, l** and **n. ****p* <0.05; *******p* <0.01; ********p* <0.001.

**
**

**Supplementary Figure 12. Efficiency of TRAF3 knockdown in NRCMs.** **a** Representative western blot images of protein expression of TRAF3 in two groups of NRCMs treated with NC-siRNA and TRAF3-siRNA (n=6 in each group). **b-c** Comparison of TRAF3 protein and mRNA expression in two groups of NRCMs treated with NC-siRNA and TRAF3-siRNA (n=6 in each group). Unpaired two-tailed Student’s t test were applied in **b** and **c.** ********p* <0.001.

**
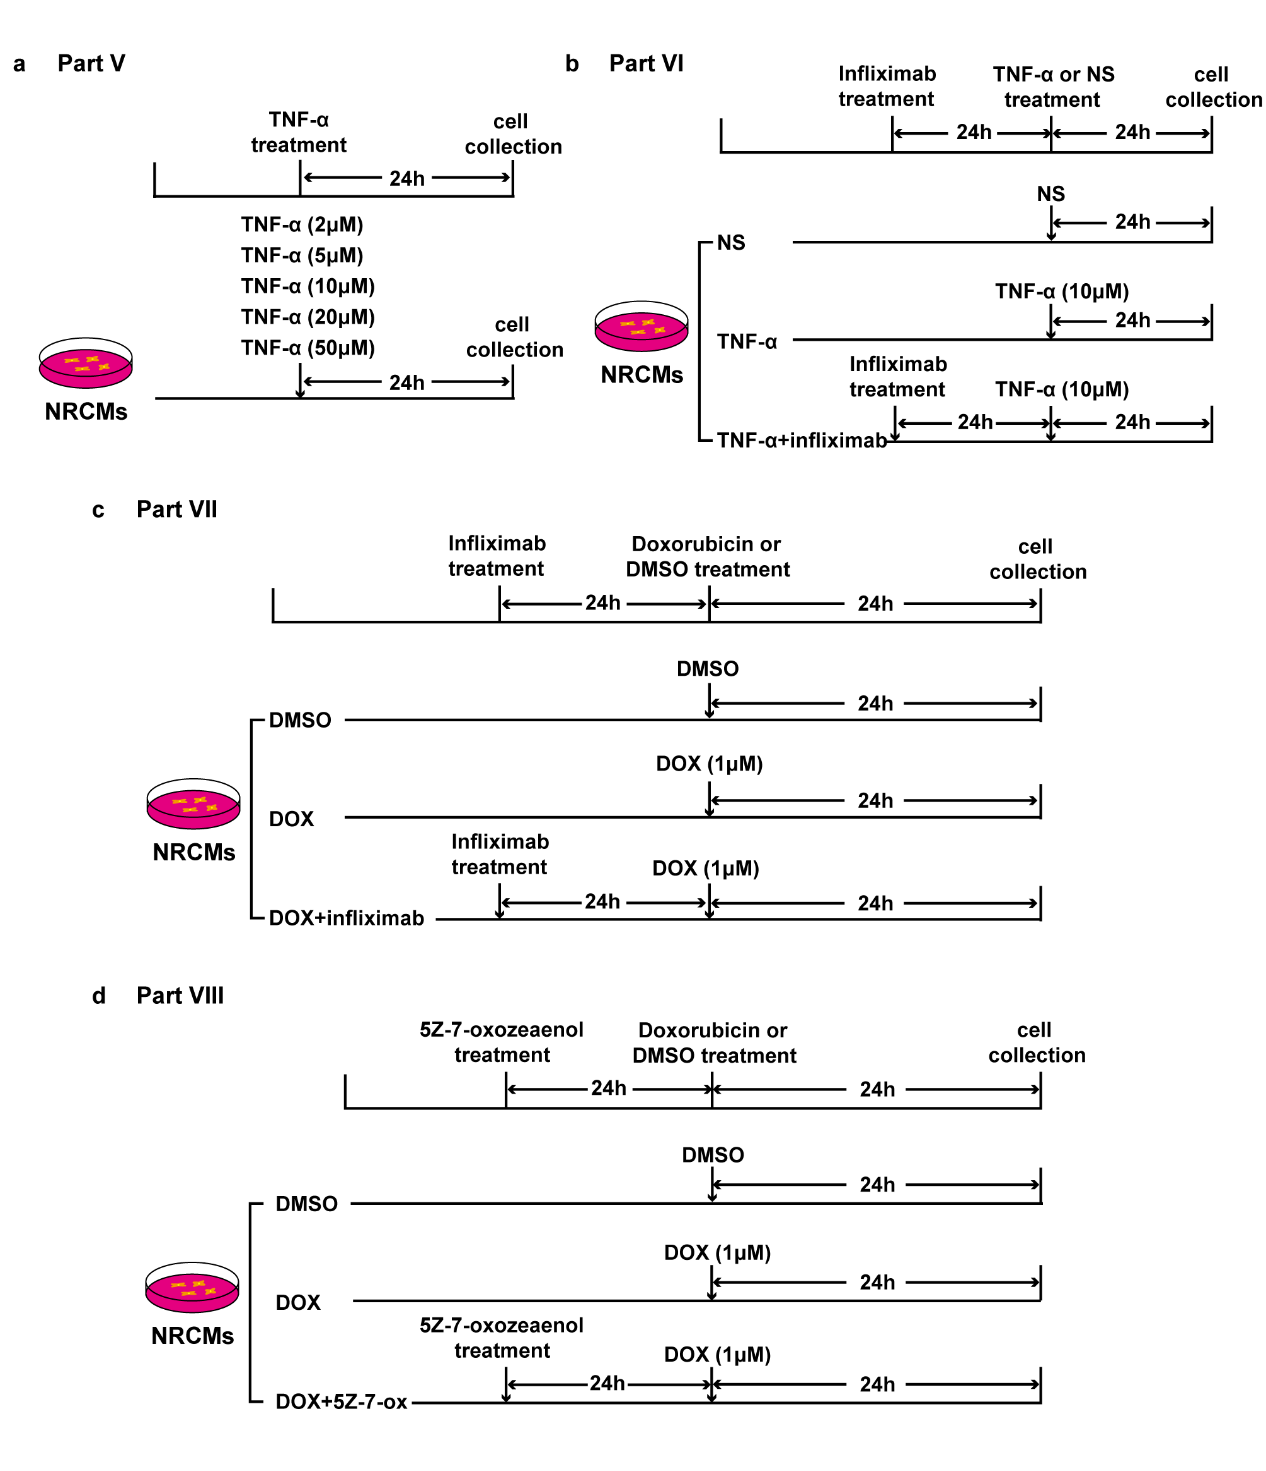
**

**Supplementary Figure 13. Experiment timeline *in vitro*.**

**
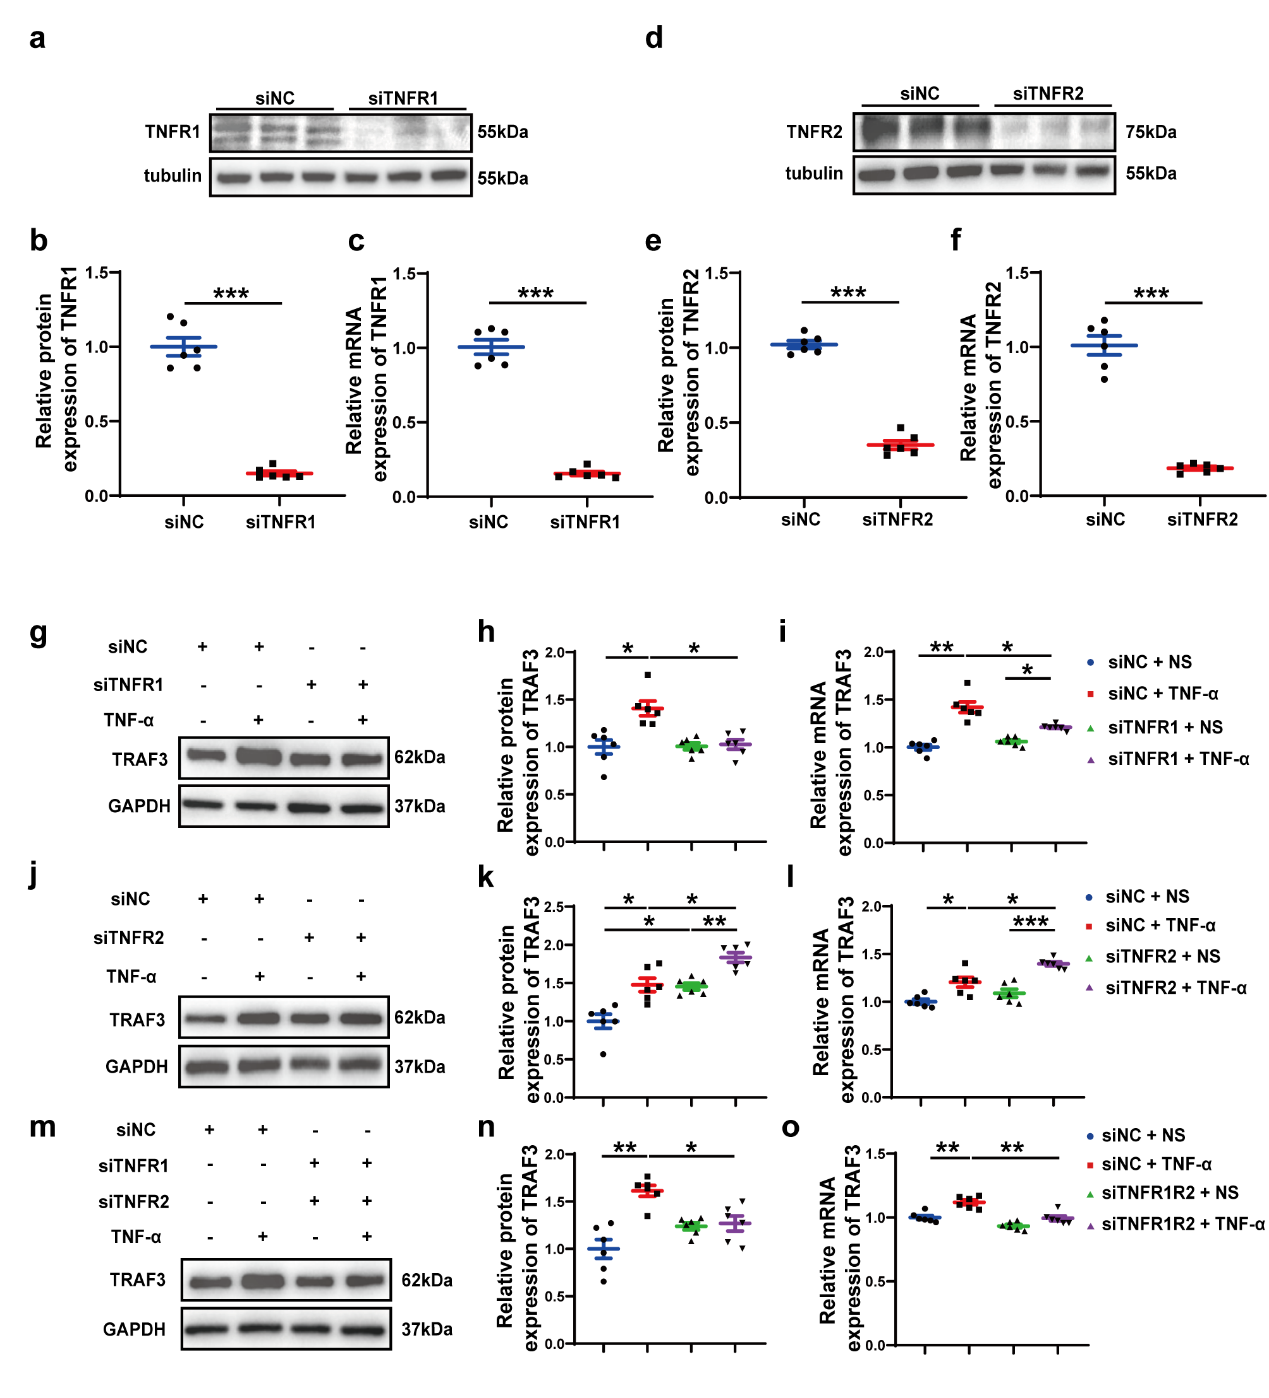
**

**Supplementary Figure 14. TNF-α enhanced TRAF3 expression via TNFR1 in** **NRCMs treated with DOX. a** Representative western blot images of protein expression of TNFR1 in two groups of NRCMs treated with NC-siRNA and TNFR1-siRNA, respectively (n=6 in each group). **b-c** Comparison of TNFR1 protein and mRNA expression in two groups of NRCMs treated with NC-siRNA and TNFR1-siRNA, respectively (n=6 in each group). **d** Representative western blot images of protein expression of TNFR2 in two groups of NRCMs treated with NC-siRNA and TNFR2-siRNA, respectively (n=6 in each group). **e-f** Comparison of TNFR2 protein and mRNA expression in two groups of NRCMs treated with NC-siRNA and TNFR2-siRNA, respectively (n=6 in each group). **g-h** Representative western blot images and comparison of protein expression of TRAF3 among four groups of NRCMs treated with siNC + NS, siNC + TNF-α, siTNFR1+NS, and siTNFR1+TNF-α, respectively (n=6 in each group). **i** Comparison of mRNA expression of TRAF3 among four groups of NRCMs treated with siNC + NS, siNC + TNF-α, siTNFR1+NS, and siTNFR1+TNF-α, respectively (n=6 in each group). **j-k** Representative western blot images and comparison of protein expression of TRAF3 among four groups of NRCMs treated with siNC + NS, siNC + TNF-α, siTNFR2 + NS, and siTNFR2 + TNF-α, respectively (n=6 in each group). **l** Comparison of mRNA expression of TRAF3 among four groups of NRCMs treated with siNC + NS, siNC + TNF-α, siTNFR2+NS, and siTNFR2+TNF-α, respectively (n=6 in each group). **m-n** Representative western blot images and comparison of protein expression of TRAF3 among four groups of NRCMs treated with siNC + NS, siNC + TNF-α, siTNFR1 + siTNFR2 (siTNFR1R2) +NS, and siTNFR1R2+TNF-α, respectively (n=6 in each group). **o** Comparison of mRNA expression of TRAF3 among four groups of NRCMs treated with siNC + NS, siNC + TNF-α, siTNFR1R2 + NS, and siTNFR1R2 + TNF-α, respectively (n=6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **b, c, e** and **f**, One-way ANOVA were applied in **h, i, k, l, n** and **o**. ******p* <0.05; *******p* <0.01; ********p* <0.001.

**
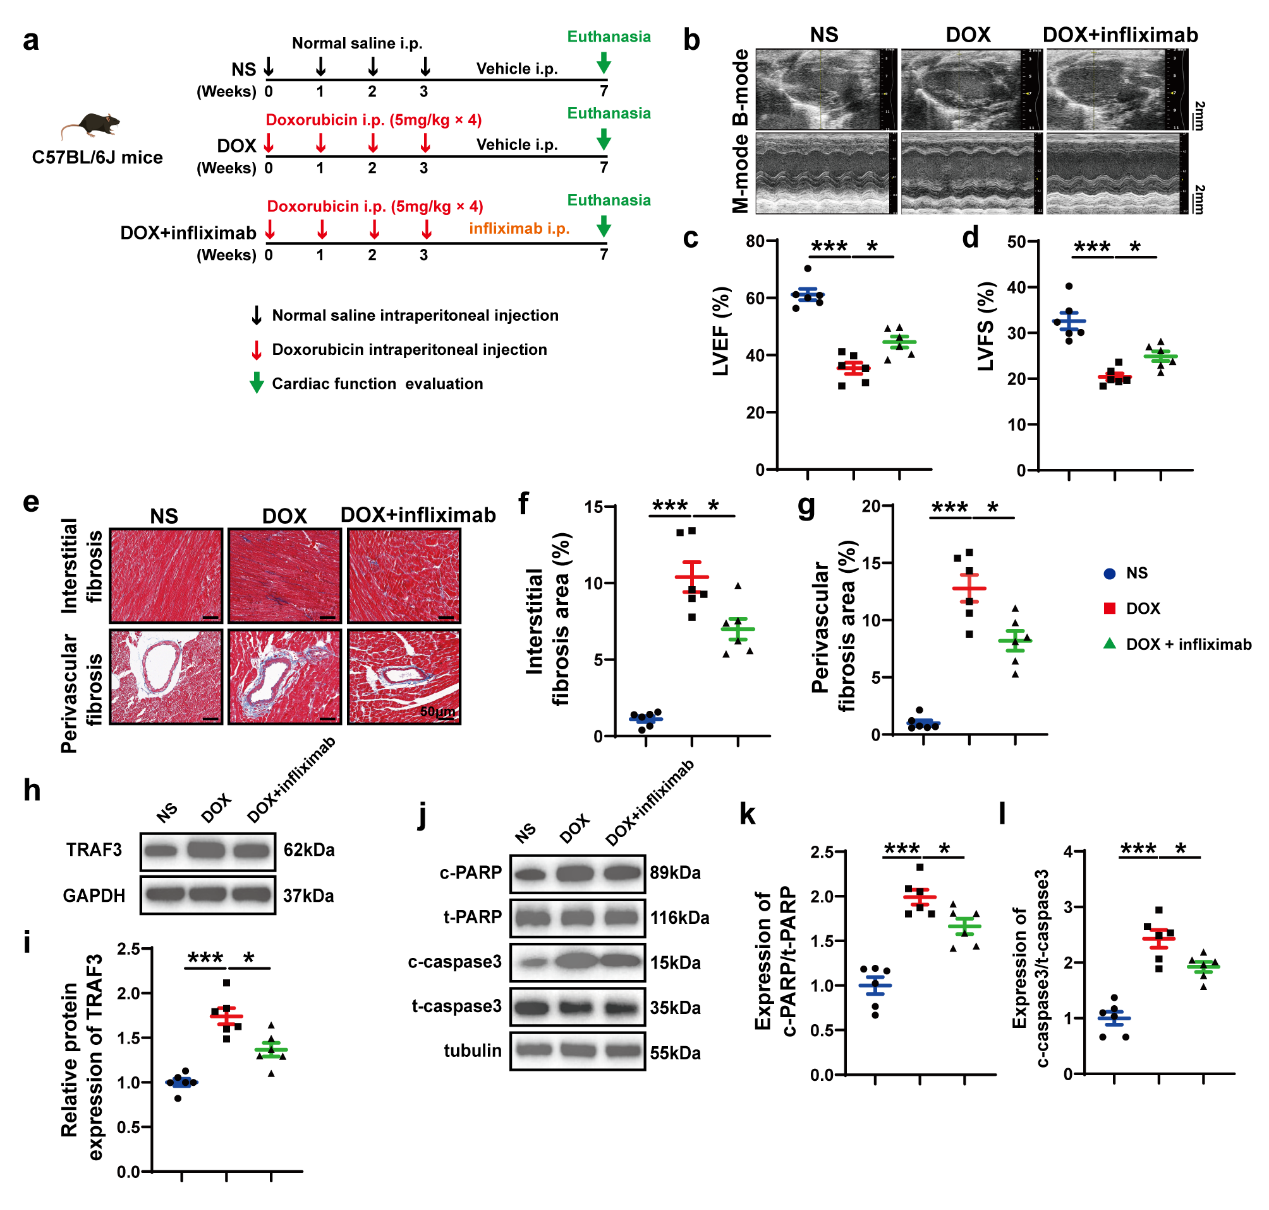
**

**Supplementary Figure 15. Echocardiographic measurements, histological staining and effects of infliximab on cardiomyocyte apoptosis in mice treated with NS or DOX. a** Experiment timeline *in vivo*. **b** Representative echocardiographic images (scale bar=2mm) showing B-mode and M-mode echocardiograms in three groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among three groups of mice (n=6 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among three groups of mice (n=6 in each group). **e** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis (scale bar=50μm) in three groups of mice. **f** Comparison of interstitial fibrosis area among three groups of mice (n=6 in each group). **g** Comparison of perivascular fibrosis area among three groups of mice (n=6 in each group). **h-i** Representative western blot images and comparison of protein expression of TRAF3 among three groups of mice (n=6 in each group). **j** Representative western blot images of PARP, cleaved PARP, caspase 3 and cleaved caspase3 expression in three groups of mice. **k** Comparison of cleaved PARP/PARP expression among three groups of mice (n=6 in each group). **l** Comparison of cleaved caspase3/caspase3 expression among three groups of mice (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **c, d, f, g, i, k** and **l. ****p* <0.05; ********p* <0.001.

**
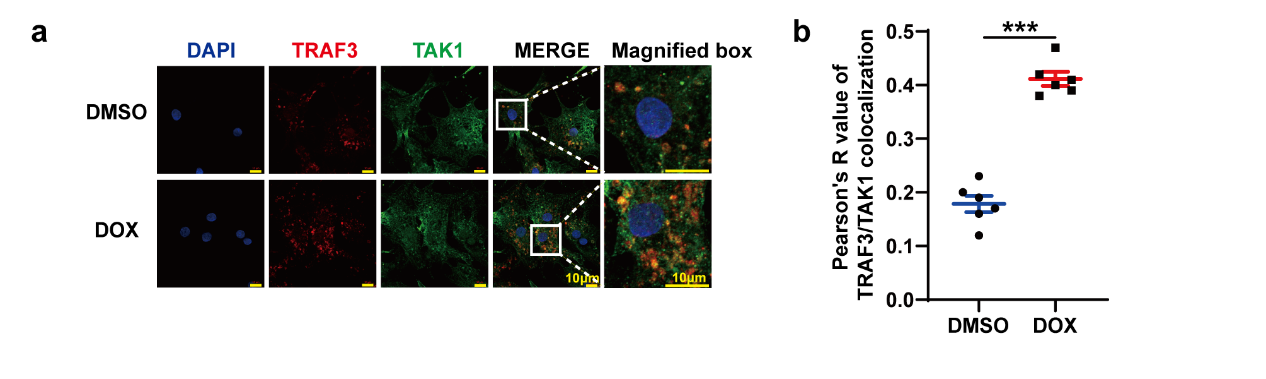
**

**Supplementary Figure 16. Colocalization of TRAF3 and TAK1 in NRCMs. a** Representative immunofluorescence staining of TRAF3 (red) and TAK1 (green) in NRCMs treated with DMSO or DOX (scale bar=10μm). **b** Quantitative analysis of colocalization of TRAF3 and TAK1 in NRCMs (n=6 in each group). Values shown were mean and SEM. Unpaired two-tailed Student’s t test were applied in **b. ******p* <0.001.

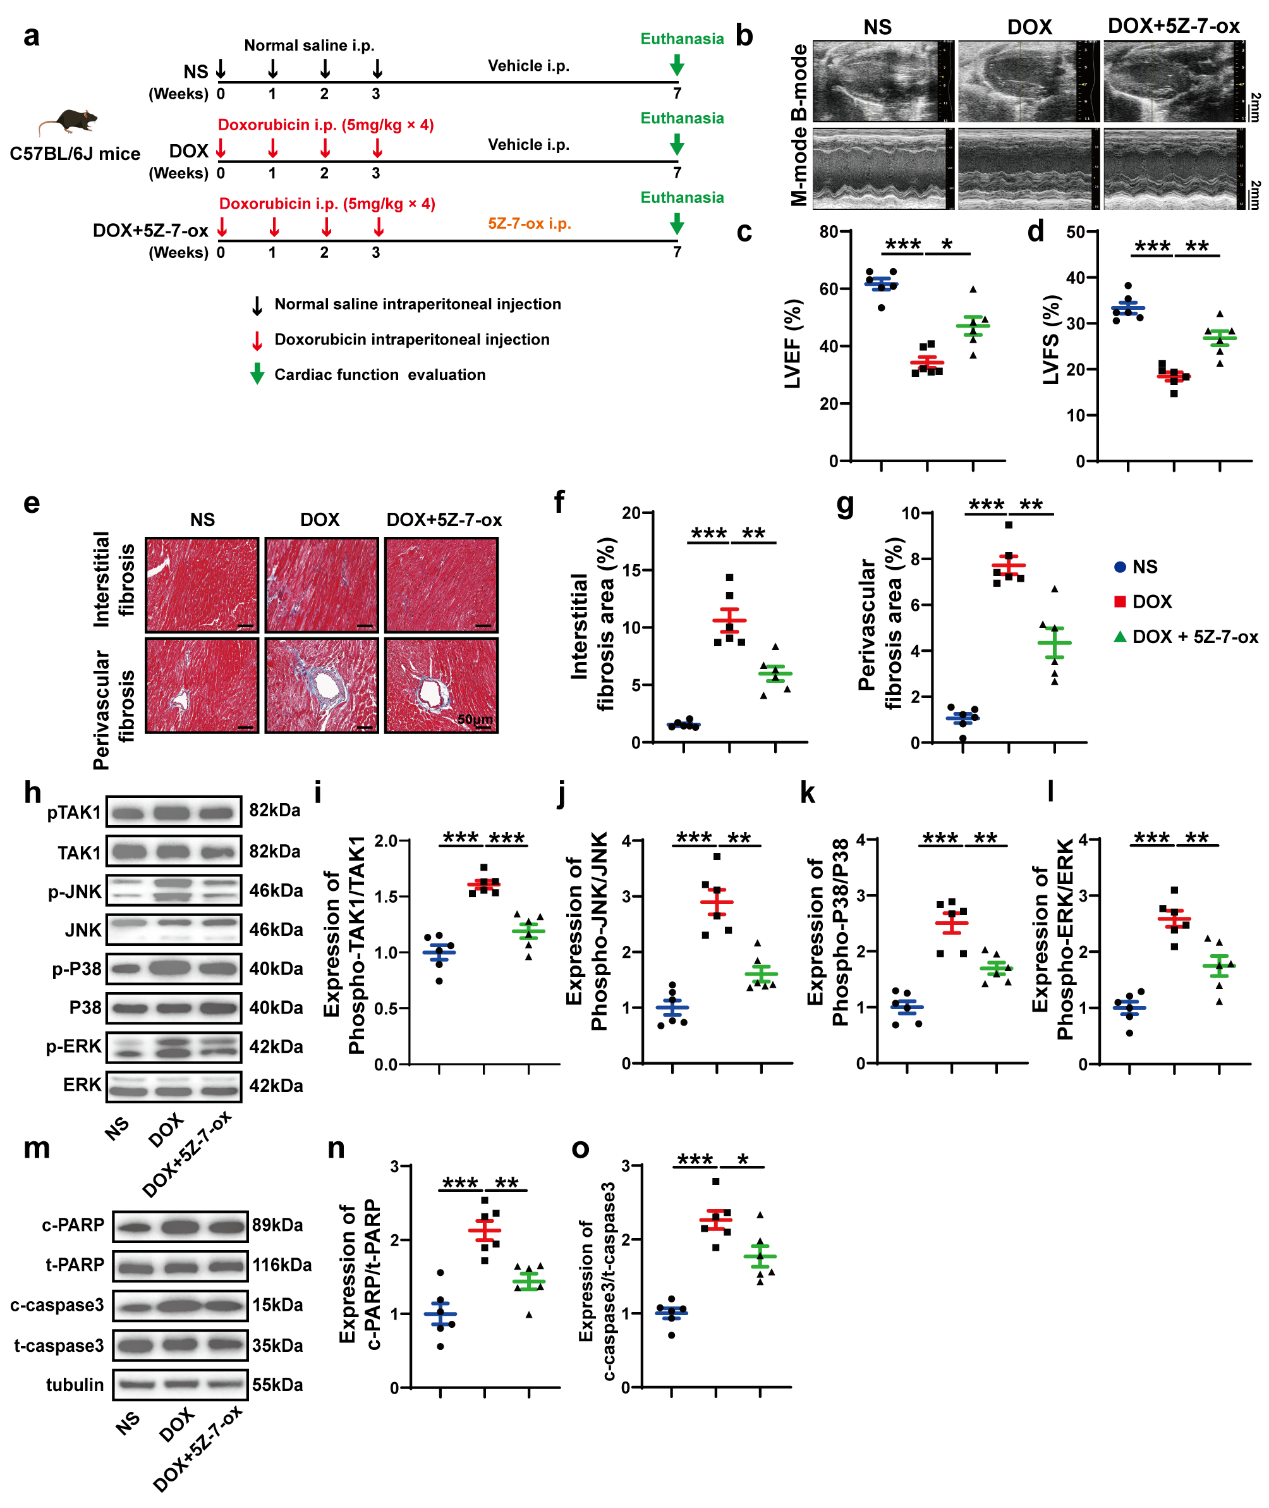

**Supplementary Figure 17. Echocardiographic measurements, histological staining and effects of 5Z-7-ox on cardiomyocyte apoptosis in mice treated with NS or DOX. a** Experiment timeline *in vivo*. **b** Representative echocardiographic images (scale bar=2mm) showing B-mode and M-mode echocardiograms in three groups of mice. **c** Comparison of left ventricular ejection fraction (LVEF) among three groups of mice (n=6 in each group). **d** Comparison of left ventricular fractional shortening (LVFS) among three groups of mice (n=6 in each group). **e** Representative Masson’s trichrome staining of myocardial interstitial and perivascular fibrosis (scale bar=50μm) in three groups of mice. **f** Comparison of interstitial fibrosis area among three groups of mice (n=6 in each group). **g** Comparison of perivascular fibrosis area among three groups of mice (n=6 in each group). **h** Representative western blot images of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK among three groups of mice. **i** Comparison of protein expression of phosphorylated TAK1/TAK1 among three groups of mice (n=6 in each group). **j** Comparison of protein expression of phosphorylated JNK/JNK among three groups of mice (n=6 in each group). **k** Comparison of protein expression of phosphorylated P38 MAPK/P38 MAPK among three groups of mice (n=6 in each group). **l** Comparison of protein expression of phosphorylated ERK/ERK MAPK among three groups of mice (n=6 in each group). **m** Representative western blot images of PARP, cleaved PARP, caspase 3 and cleaved caspase3 expression in three groups of mice. **n** Comparison of cleaved PARP/PARP expression among three groups of mice (n=6 in each group). **o** Comparison of cleaved caspase3/caspase3 expression among three groups of mice (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **c, d, f, g, i, j, k, l, n** and **o. ****p* <0.05; *******p* <0.01; ********p* <0.001.

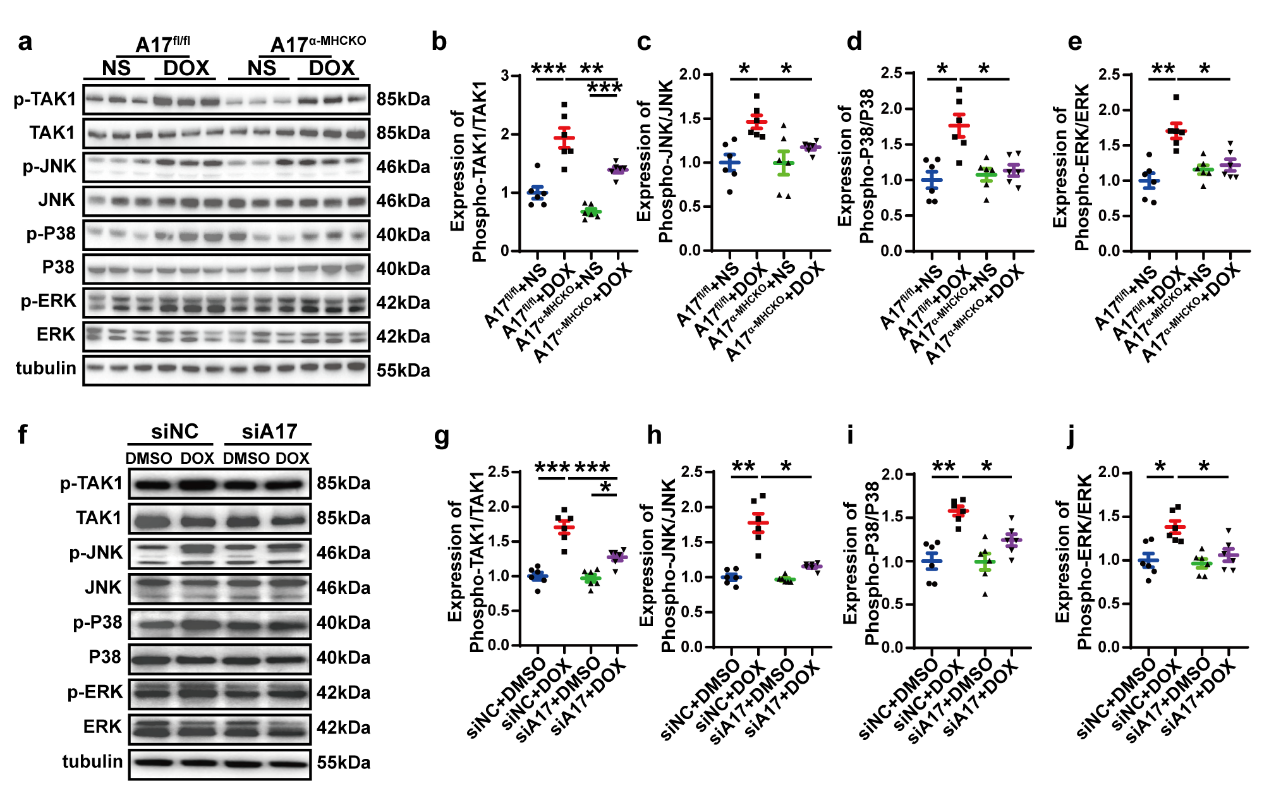

**Supplementary Figure 18. ADAM17 deficiency regulates TAK1 and MAPKs pathway activation in mice and in NRCMs treated with vehicle or DOX. a** Representative western blot images of protein expression of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK in the myocardium of A17^fl/fl^+NS, A17^fl/fl^+DOX, A17^α-MHCKO^+NS and A17^α-MHCKO^+DOX groups. **b** Comparison of phosphorylated TAK1/TAK1 expression in the myocardium of four groups of mice (n=6 in each group). **c** Comparison of phosphorylated JNK/JNK expression in the myocardium of four groups of mice (n=6 in each group). **d** Comparison of phosphorylated P38 MAPK/P38 MAPK expression in the myocardium of four groups of mice (n=6 in each group). **e** Comparison of phosphorylated ERK/ERK expression in the myocardium of four groups of mice (n=6 in each group). **f** Representative western blot images of protein expression of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK in four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17+DMSO and siA17+DOX, respectively. **g** Comparison of phosphorylated TAK1/TAK1 expression among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17+DMSO and siA17+DOX, respectively (n=6 in each group). **h** Comparison of phosphorylated JNK/JNK expression among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17+DMSO and siA17+DOX, respectively (n=6 in each group). **i** Comparison of phosphorylated P38 MAPK/P38 MAPK expression among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17+DMSO and siA17+DOX, respectively (n=6 in each group). **j** Comparison of phosphorylated ERK/ERK expression among four groups of NRCMs treated with siNC + DMSO, siNC + DOX, siA17+DMSO and siA17+DOX, respectively (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **b, c, d, e, g, h, i** and **j.** ******p* <0.05; *******p* <0.01; ********p* <0.001.

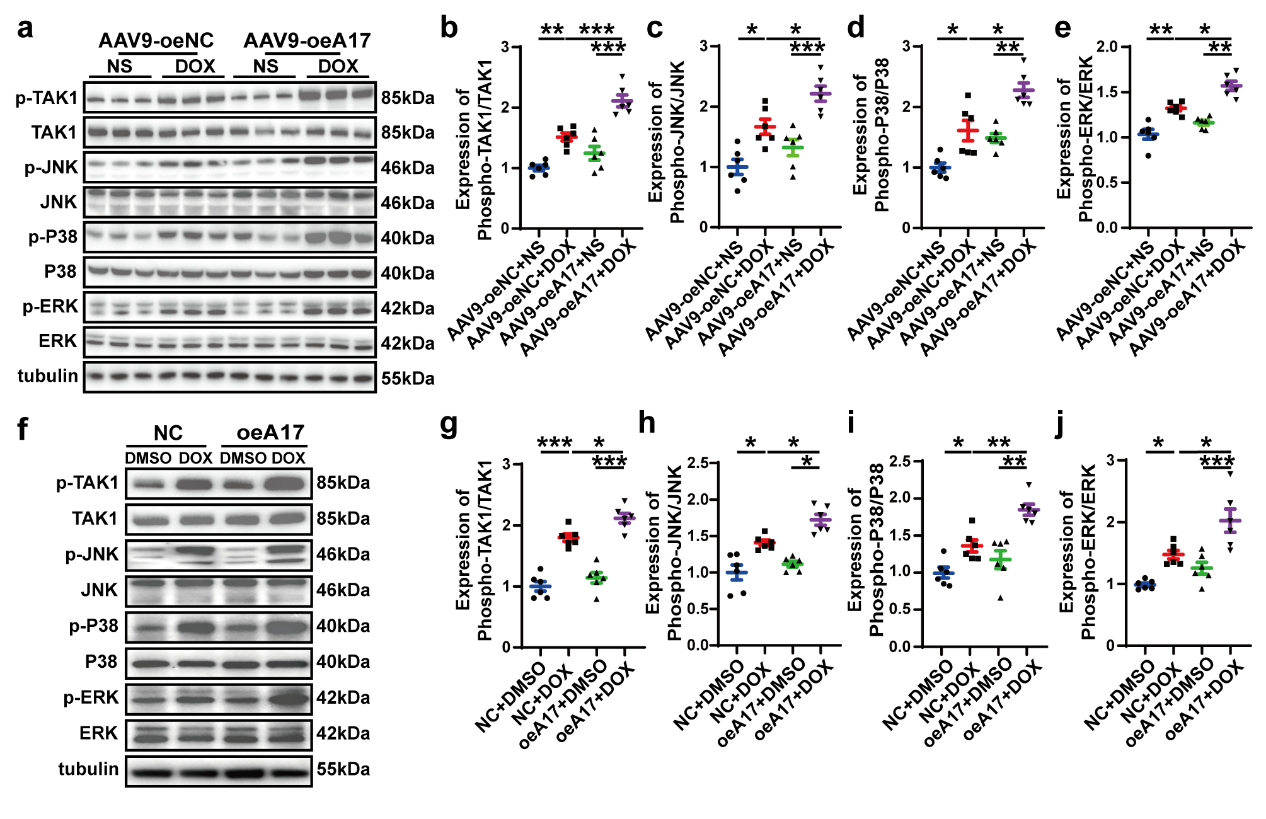

**Supplementary Figure 19. ADAM17 overexpression regulates TAK1 and MAPKs pathway activation in mice and in NRCMs treated with vehicle or DOX. a** Representative western blot images of protein expression of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK in the myocardium of AAV9-oeNC+NS, AAV9-oeNC+DOX, AAV9-oeA17+NS and AAV9-oeA17+DOX groups. **b** Comparison of phosphorylated TAK1/TAK1 expression in the myocardium of four groups of mice (n=6 in each group). **c** Comparison of phosphorylated JNK/JNK expression in the myocardium of four groups of mice (n=6 in each group). **d** Comparison of phosphorylated P38 MAPK/P38 MAPK expression in the myocardium of four groups of mice (n=6 in each group). **e** Comparison of phosphorylated ERK/ERK expression in the myocardium of four groups of mice (n=6 in each group). **f** Representative western blot images of protein expression of phosphorylated TAK1, TAK1, phosphorylated JNK, JNK, phosphorylated P38 MAPK, P38 MAPK, phosphorylated ERK and ERK in four groups of NRCMs treated with NC+DMSO, NC+DOX, oeA17+DMSO and oeA17+DOX, respectively. **g** Comparison of phosphorylated TAK1/TAK1 expression in four groups of NRCMs treated with NC+DMSO, NC+DOX, oeA17+DMSO and oeA17+DOX, respectively (n=6 in each group). **h** Comparison of phosphorylated JNK/JNK expression among four groups of NRCMs treated with NC+DMSO, NC+DOX, oeA17+DMSO and oeA17+DOX, respectively (n=6 in each group). **i** Comparison of phosphorylated P38 MAPK/P38 MAPK expression among four groups of NRCMs treated with NC+DMSO, NC+DOX, oeA17+DMSO and oeA17+DOX, respectively (n=6 in each group). **j** Comparison of phosphorylated ERK/ERK expression among four groups of NRCMs treated with NC+DMSO, NC+DOX, oeA17+DMSO and oeA17+DOX, respectively (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **b, c, d, e, g, h, i** and **j.** ******p* <0.05; *******p* <0.01; ********p* <0.001.

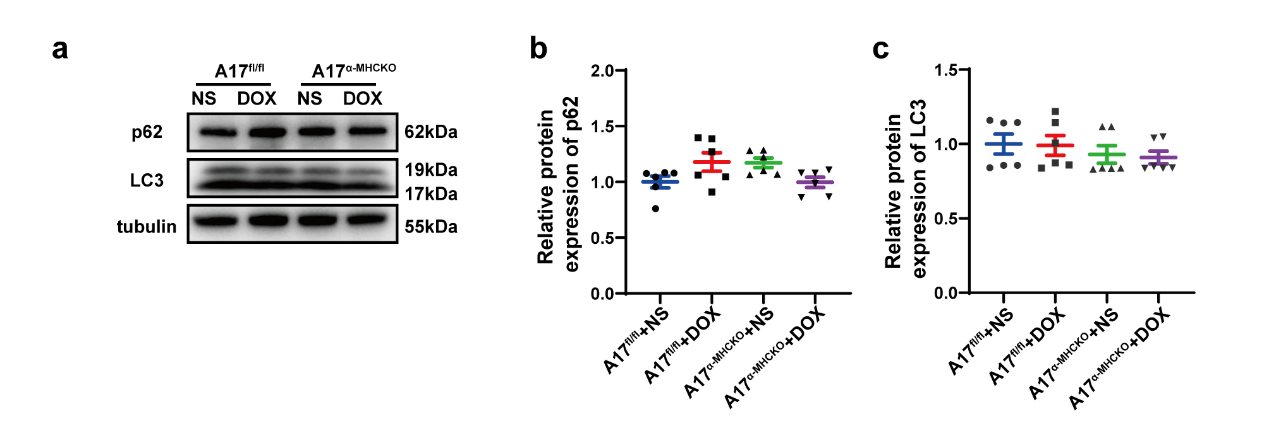

**Supplementary Figure 20. Effects of ADAM17 knockout on autophagy-related proteins in mice treated with NS or DOX. a** Representative western blot images of p62 and LC3 protein expression in the myocardium of four groups of mice. **b** Comparison of p62 protein expression among four groups of mice (n=6 in each group). **c** Comparison of LC3 expression among four groups of mice (n=6 in each group). Values shown were mean and SEM. One-way ANOVA were applied in **b** and **c.**

**Supplemental Table 1. Genotyping primers and cycling conditions for ADAM17^fl/fl^ and α-MHC-Cre mice.**

| Genotype | Sequence 5’-3’ | Primers |
| --- | --- | --- |
| ADAM17^fl/fl^ | TCC CCC AGG TAG ATT GTT TG | Forward |
|  | AGG ACC CAG GTT CAG TTC CT | Reverse |
| α-MHC-Cre | ATT TGC CTG CAT TAC CGG TC | Forward |
|  | ATC AAC GTT TTC TTT TCG G | Reverse |

α-MHC-Cre mice: alpha-myosin heavy chain-Cre mice.

The cycling conditions of A17^fl/fl^ were: 94 °C for 2 min, and 94 °C for 20 s, 65 °C for 15 s, and 68 °C for 10 s for 10 cycles, and 94 °C for 15 s, and 60 °C for 15 s, and 72 ˚C for 10 s for 28 cycles, and 72 ˚C for 2 min, and 10 ˚C HOLD. The cycling conditions of α-MHC-Cre were: 94 °C for 3 min, and 94 °C for 45 s, 57 °C for 30 s, and 72 °C for 1min for 30 cycles, and 72 ˚C for 10 min, and 20 °C HOLD.

**Supplemental Table 2. Echocardiography measurements for mice treated with NS or DOX.**

| Animal experiments | First proportion | | Second proportion | | | | Third proportion | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Grouping | **NS** | **DOX** | **A17^fl/fl^**  **+NS** | **A17^fl/fl^**  **+DOX** | **A17^α-MHCKO^**  **+NS** | **A17^α-MHCKO^**  **+DOX** | **AAV9-oeNC**  **+NS** | **AAV9-oeNC**  **+DOX** | **AAV9-oeA17**  **+NS** | **AAV9-oeA17**  **+DOX** |
| LVEF (%) | **59.12±7.06** | **36.47±5.10***** | **62.30±5.18** | **37.49±3.26***** | **57.07±4.28** | **49.61±1.97###** | **59.52±4.60** | **46.78±4.70***** | **59.21±3.64** | **38.96±4.98#** |
| LVFS (%) | **29.49±3.15** | **16.34±3.37***** | **30.32±2.89** | **17.42±1.34***** | **31.70±4.17** | **21.83±1.79#** | **30.57±2.96** | **23.38±2.43***** | **31.18±2.25** | **18.63±2.06##** |
| LVIDd  (mm) | **3.44±0.20** | **3.96±0.14***** | **3.19±0.13** | **4.03±0.23***** | **3.24±0.19** | **3.61±0.10#** | **3.30±0.16** | **3.88±0.13***** | **3.57±0.20** | **4.17±0.28#** |
| LVIDs  (mm) | **2.58±0.25** | **3.00±0.12***** | **2.04±0.19** | **2.87±0.23***** | **2.10±0.20** | **2.39±0.11##** | **2.15±0.16** | **2.75±0.1***** | **2.38±0.18** | **2.97±0.33** |
| IVSd  (mm) | **0.85±0.11** | **0.68±0.07**** | **0.08±0.05** | **0.68±0.07**** | **0.81±0.05** | **0.77±0.06** | **0.87±0.11** | **0.76±0.08** | **0.88±0.15** | **0.71±0.07** |
| IVSs  (mm) | **1.03±0.11** | **0.86±0.09**** | **1.10±0.06** | **0.89±0.08**** | **1.07±0.10** | **0.99±0.09** | **1.03±0.14** | **0.89±0.10** | **1.11±0.16** | **0.88±0.11** |
| LVPWd  (mm) | **0.85±0.08** | **0.67±0.08***** | **0.83±0.11** | **0.68±0.06*** | **0.85±0.09** | **0.79±0.08** | **0.89±0.10** | **0.68±0.06***** | **0.85±0.09** | **0.62±0.04** |
| LVPWs  (mm) | **1.18±0.10** | **0.97±0.09***** | **1.17±0.12** | **0.99±0.05**** | **1.19±0.10** | **1.11±0.09** | **1.28±0.16** | **1.02±0.16*** | **1.12±0.12** | **0.98±0.06** |

**LVEF:** left ventricular ejection fraction; **LVFS:** left ventricular fractional shortening; **LVIDd**: diastolic left ventricular internal diameter; **LVIDs**: systolic left ventricular internal diameter; **IVSd**: diastolic interventricular septum; **IVSs**: systolic interventricular septum; **LVPWd**: diastolic left ventricular posterior wall; **LVPWs**: systolic left ventricular posterior wall;

In the first proportion of animal experiments, ***p*＜0.01; ****p*＜0.001 vs. NS group;

In the second proportion of animal experiments,**p*＜0.05; ***p*＜0.01; ****p*＜0.001 vs. A17^fl/fl^+NS group; #*p*＜0.05; ##*p*＜0.01; ###*p*＜0.001 vs. A17^fl/fl^+DOX group;

In the third proportion of animal experiments,**p*＜0.05; ****p*＜0.001 vs. AAV9-oeNC+NS group; #*p*＜0.05; ##*p*＜0.01 vs. AAV9-oeNC+DOX group;

**Supplemental Table 3.**

| **Antibodies** | **Source** | **Identifier** |
| --- | --- | --- |
| **Western blot** | | |
| ADAM17 (1:1000) | Abcam | Cat# ab2051 |
| Bcl2 (1:1000) | Abcam | Cat# ab32124 |
| Bax (1:1000) | Abcam | Cat# ab32503 |
| tubulin (1:1000) | Abcam | Cat# ab6046 |
| PARP (1:1000) | Cell Signaling Technology | Cat#9532 |
| cleaved PARP (1:1000) | Cell Signaling Technology | Cat#94885 |
| caspase3(1:1000) | Cell Signaling Technology | Cat#9661 |
| cleaved caspase 3 (1:1000) | Cell Signaling Technology | Cat#9664 |
| TRAF3 (1:1000) | Cell Signaling Technology | Cat#4729 |
| GAPDH (1:1000) | Cell Signaling Technology | Cat#92310 |
| p44/42 MAPK (Erk1/2) (1:1000) | Cell Signaling Technology | Cat#4695 |
| Phospho-p44/42 MAPK (Erk1/2) (1:1000) | Cell Signaling Technology | Cat#4370 |
| SAPK/JNK (1:1000) | Cell Signaling Technology | Cat#9252 |
| Phospho-SAPK/JNK (1:1000) | Cell Signaling Technology | Cat#4668 |
| p38 MAPK (1:1000) | Cell Signaling Technology | Cat#54470 |
| Phospho-p38 MAPK (1:1000) | Cell Signaling Technology | Cat#4511 |
| TAK1(1:1000) | Cell Signaling Technology | Cat#5206 |
| Phospho-TAK1(1:1000) | Cell Signaling Technology | Cat#9339 |
| C/EBPβ (1:1000) | Abcam | Cat# ab32358 |
| TNFR1(1:1000) | Cell Signaling Technology | Cat#13377 |
| TNFR2(1:1000) | Origene | TA326923 |
| DYKDDDDK-Tag | Cell Signaling Technology | Cat#14793 |
| Myc-Tag | Cell Signaling Technology | Cat#3946 |
| **Immunofluorescence** | | |
| cTnT (1:100) | Abcam | Cat#ab8295 |
| cTnT (1:100) | Proteintech | Cat#15513-1-AP |
| Vimentin (1:100) | Cell Signaling Technology | Cat#5741 |
| CD31(1:100) | Abcam | Cat#ab222783 |
| TRAF3(1:100) | Proteintech | Cat#18099-1-AP |
| TAK1(1:100) | Proteintech | Cat#67707-1-Ig |
| DYKDDDDK-Tag (1:100) | Cell Signaling Technology | Cat#14793 |
| TRAF3(1:100) | Proteintech | Cat#66310-1-Ig |
| **Reagents** | **Source** | **Identifier** |
| Doxorubicin | MCE | HY-15142 |
| TNF-α | MCE | HY-P70571 |
| 5z-7-oxozeaenol | MCE | HY-12686 |
| 5z-7-oxozeaenol | Sigma | O9890-1MG |
| infliximab | MCE | HY-P9970 |

**Supplemental Table 4. Primers used for RT-PCR analysis.**

| Gene | Sequence 5’-3’ | Primers |
| --- | --- | --- |
| *Adam17* (Mus) | AGGACGTAATTGAGCGATTTTGG | Forward |
|  | TGTTATCTGCCAGAAACTTCCC | Reverse |
| *β-actin* (Mus) | CACTGTGCCCATCTACGA | Forward |
|  | GTAGTCTGTCAGGTCCCG | Reverse |
| *Adam17* (Rattus) | GGCCCTTTGAAGAGGTGAGG | Forward |
|  | CATGTGAAGGCCAAAACCCC | Reverse |
| *Bax* (Rattus) | ACCAAAGAAGCTGAGCGAGTG | Forward |
|  | TCCACATCAGCAATCATCCTCT | Reverse |
| *Bcl2* (Rattus) | TGGCCTTCTTTGAGTTCGGT | Forward |
|  | GTTCCACAAAGGCATCCCAGC | Reverse |
| *Traf3* (Rattus) | GTGGTGTCCTGCCCTCATAA | Forward |
|  | GGCATTGACACACTCGGACA | Reverse |
| *β-actin* (Rattus) | CCACACCCGCCACCAGTTCG | Forward |
|  | TACAGCCCGGGGAGCATCGT | Reverse |
| *Tnfr1*(Rattus)  *Tnfr2*(Rattus) | CCAAGTGCCACAAAGGAACC  GGTTCTGCGAAGCTGTAAAGG  CTGTGCGGCAGGCATGTTTA  CCACCTGGTCATCACTACAGG | Forward  Reverse  Forward  Reverse |
| *Cebpβ(Rattus)* | TTCTACTACGAGCCCGACTG  GCGAAGAGGTCGGAAAGGA | Forward  Reverse |

# Supplementary material for: Cardiomyocyte-specific knockout of ADAM17 alleviates doxorubicin-induced cardiomyopathy via inhibiting TNFα–TRAF3–TAK1–MAPK axis
**Source:** Signal Transduct Target Ther. 2024 Oct 16;9:273. doi: 10.1038/s41392-024-01977-z

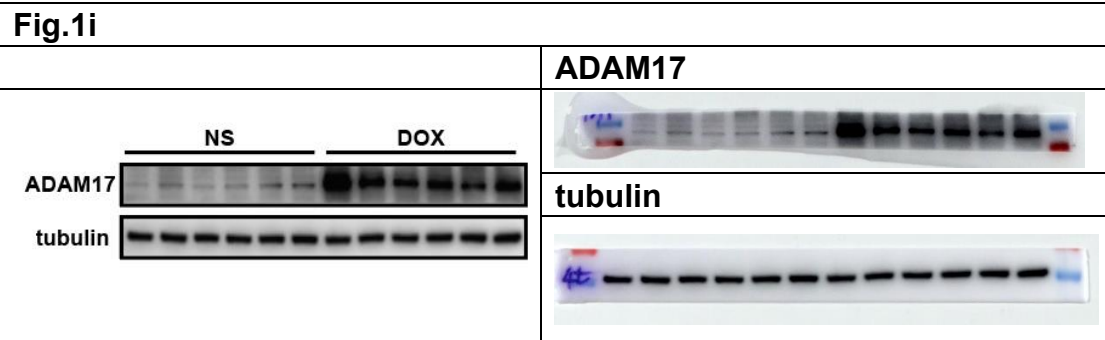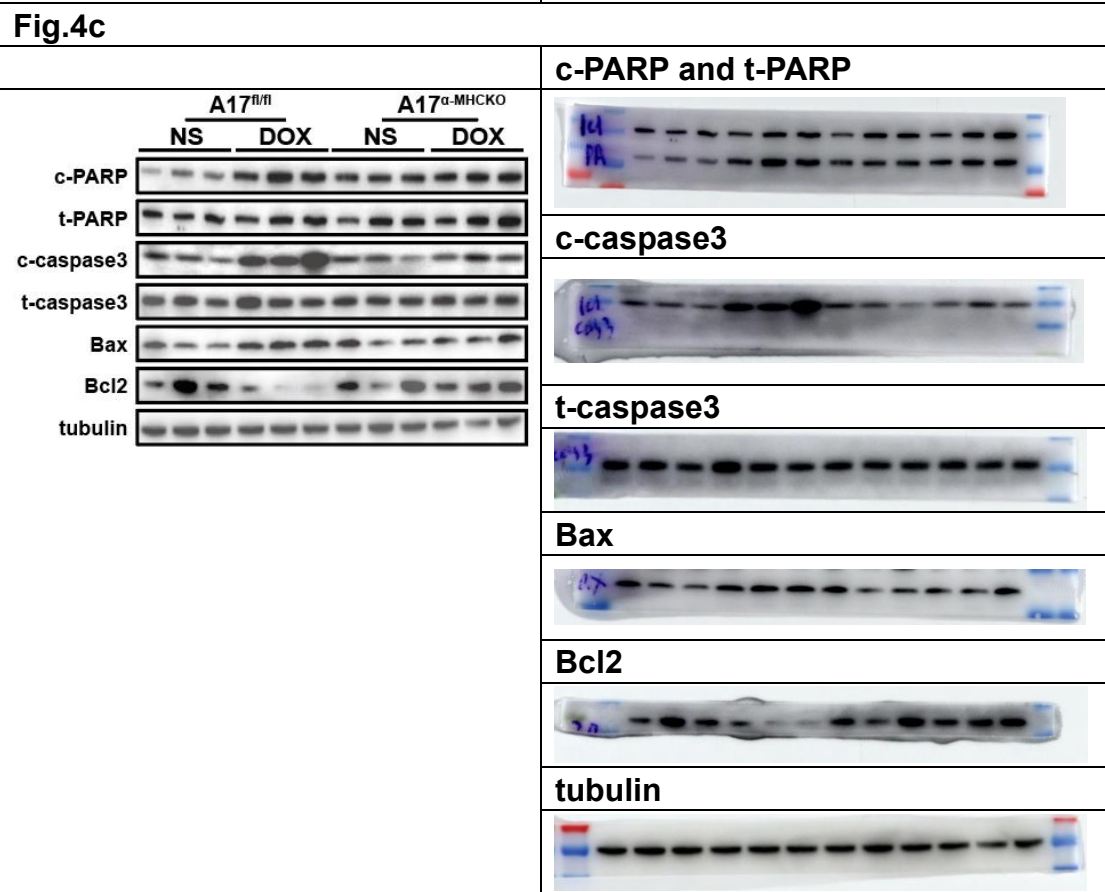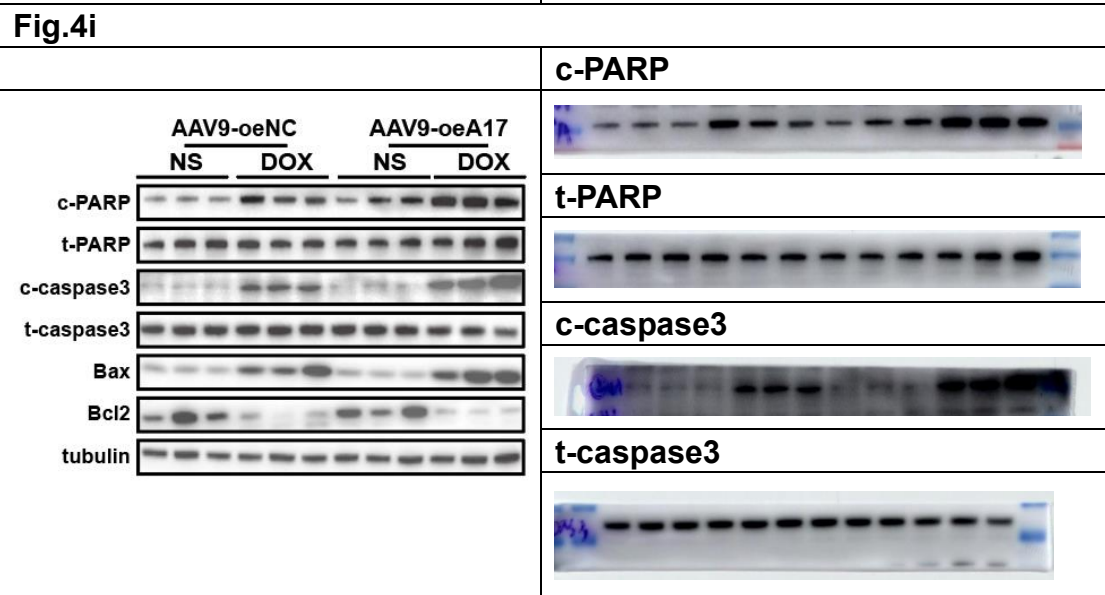

**Fig.5c**

**Fig.5i**

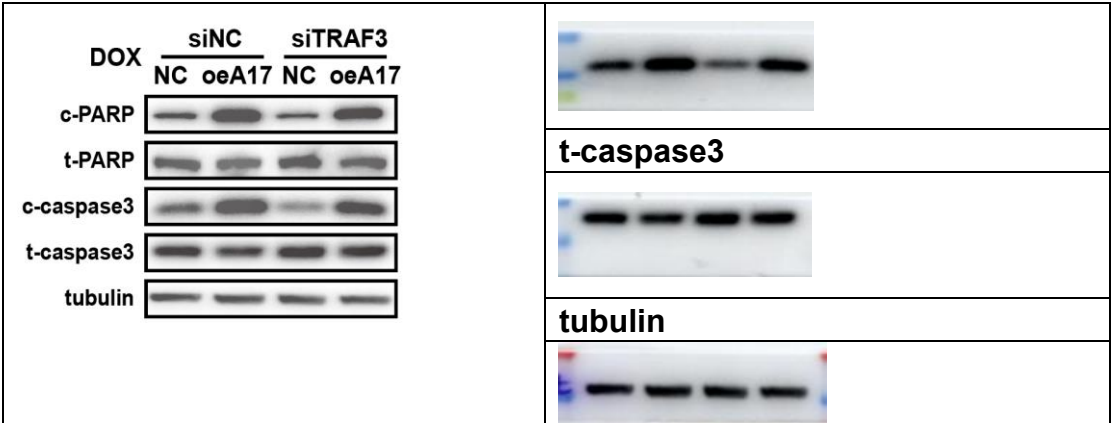

**Fig.6n**

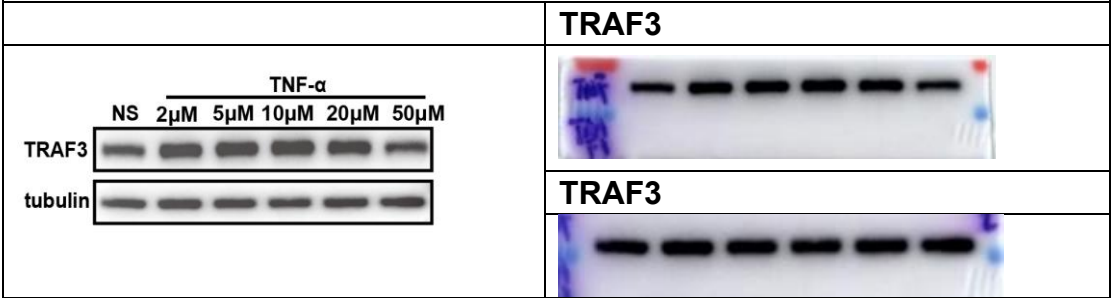

**Fig.7a**

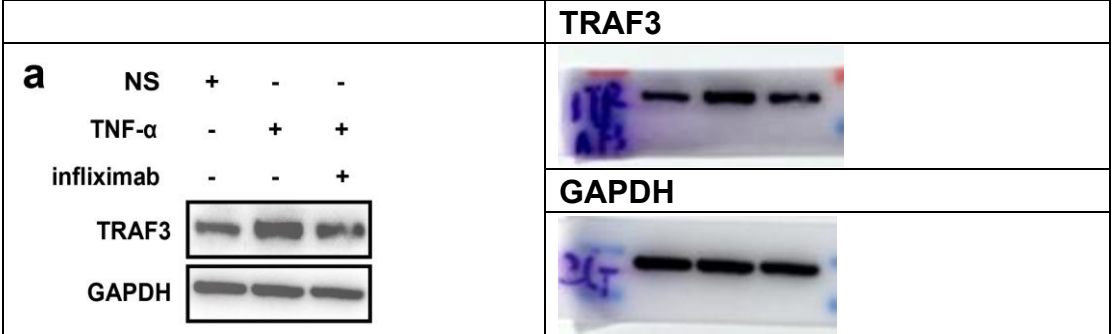

**Fig.7d**

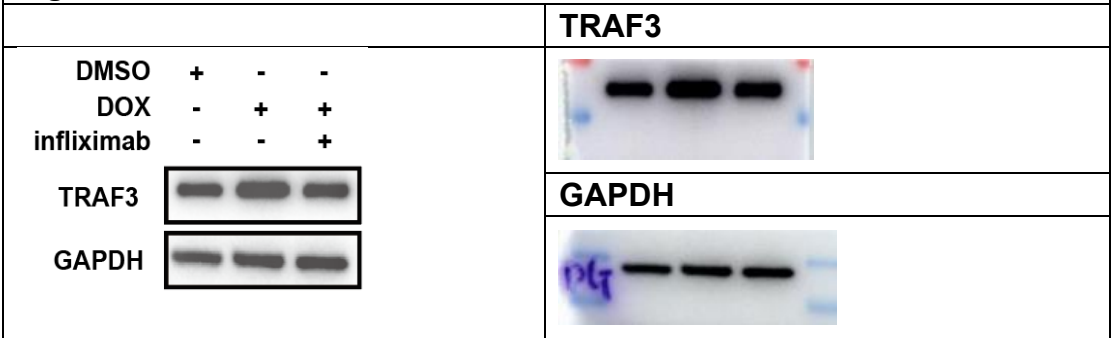

**Fig.7g**

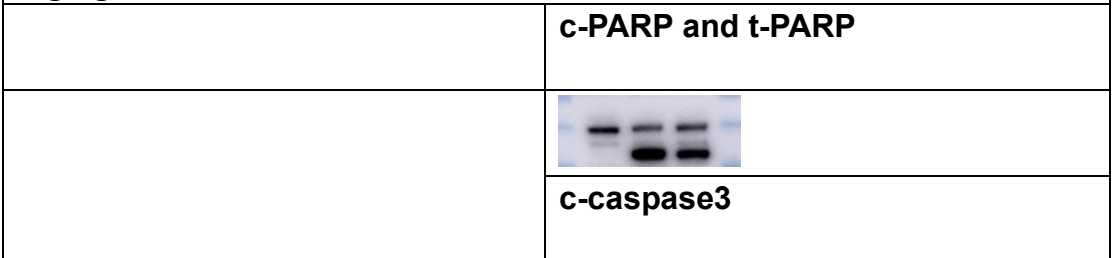

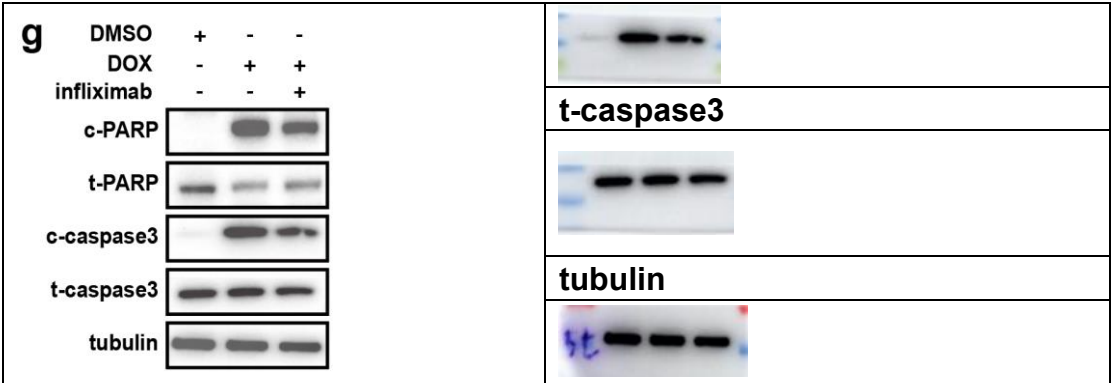

**Fig.7j**

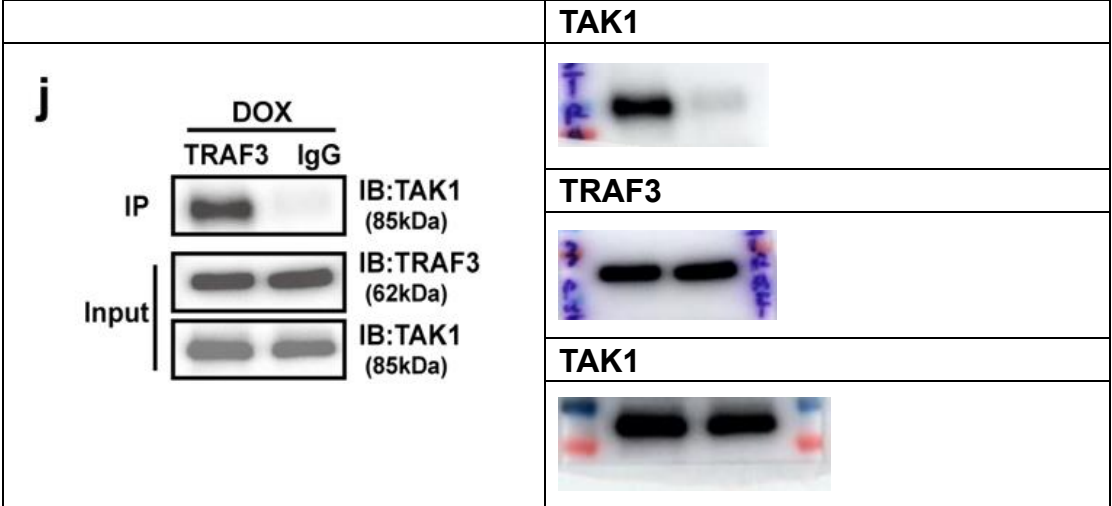

**Fig.7k**

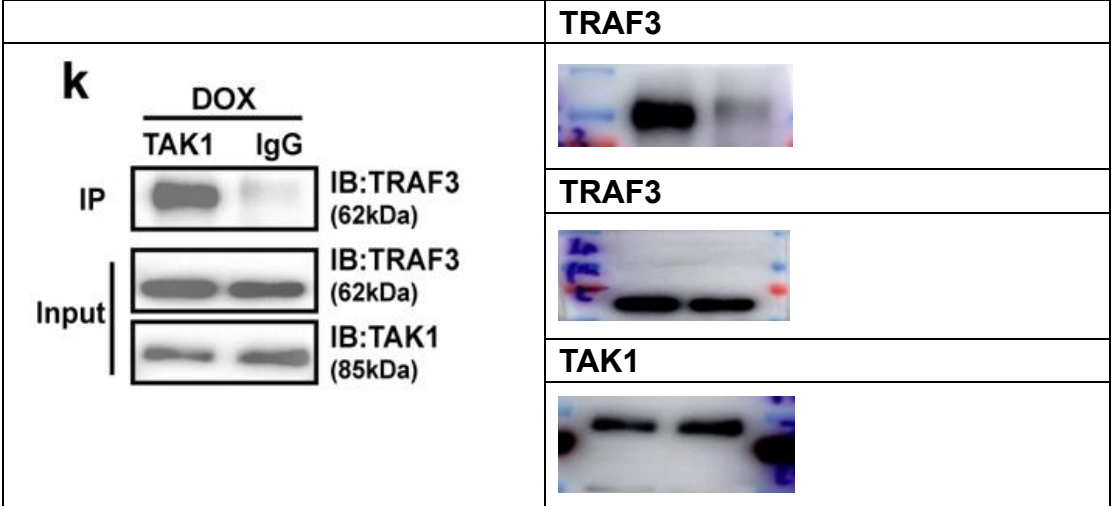

**Fig.7l**

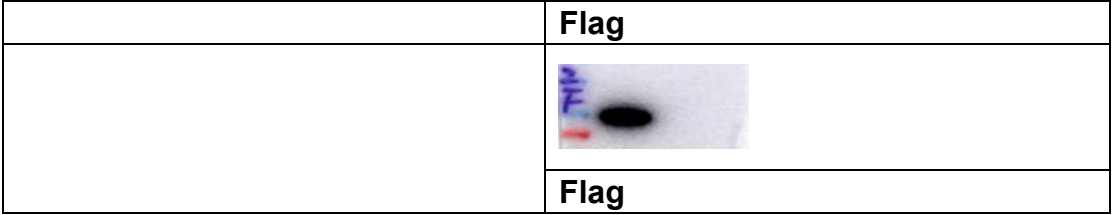

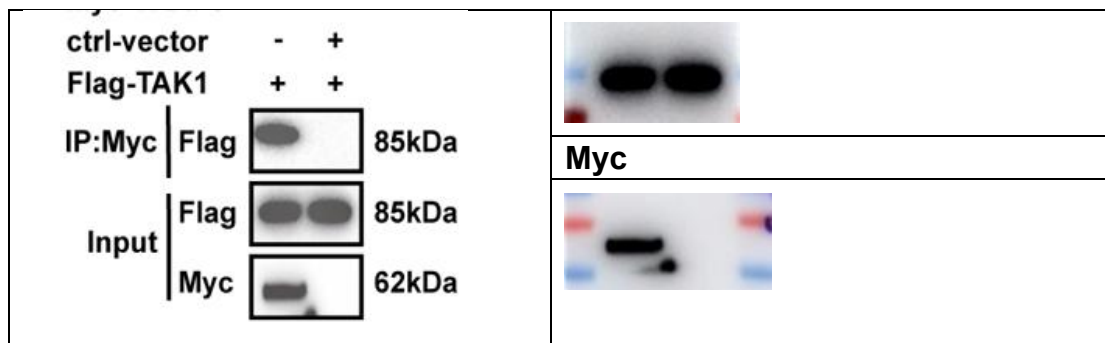

Fig.7m

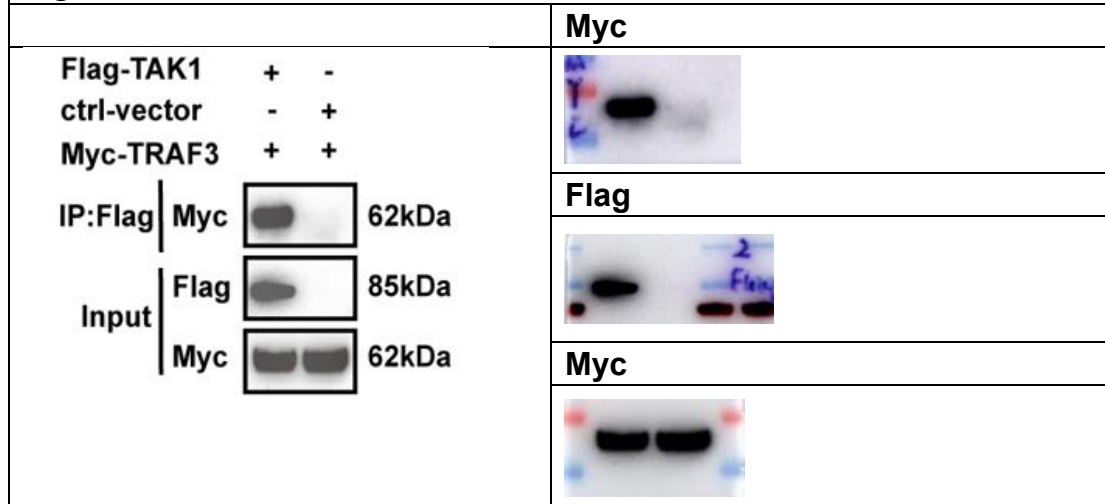

Fig.7n

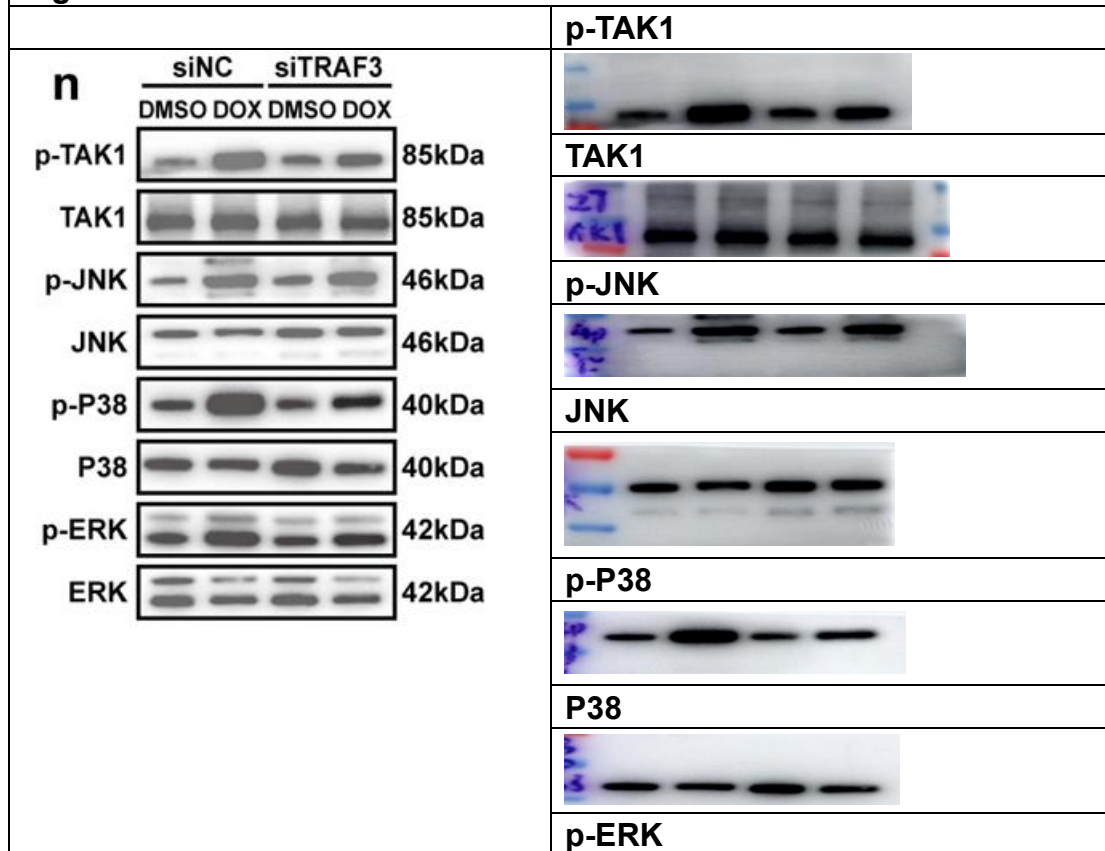

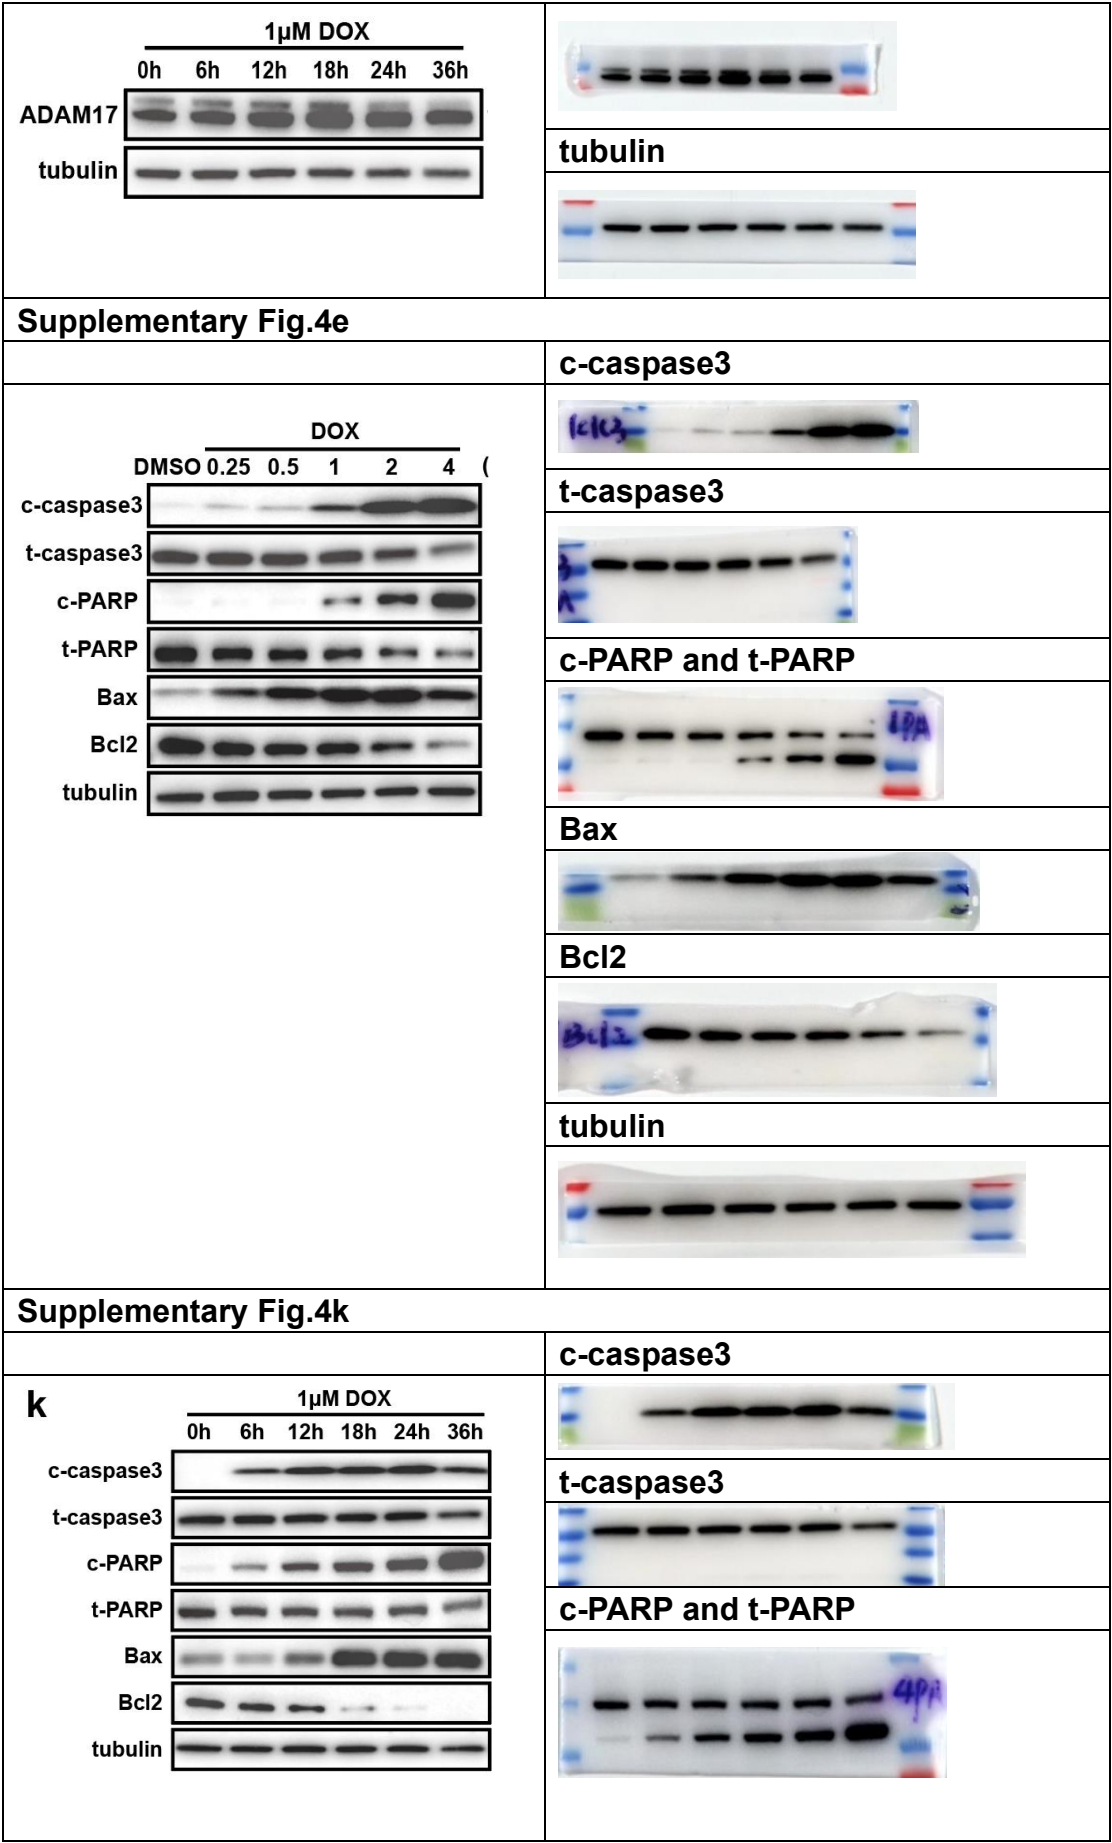

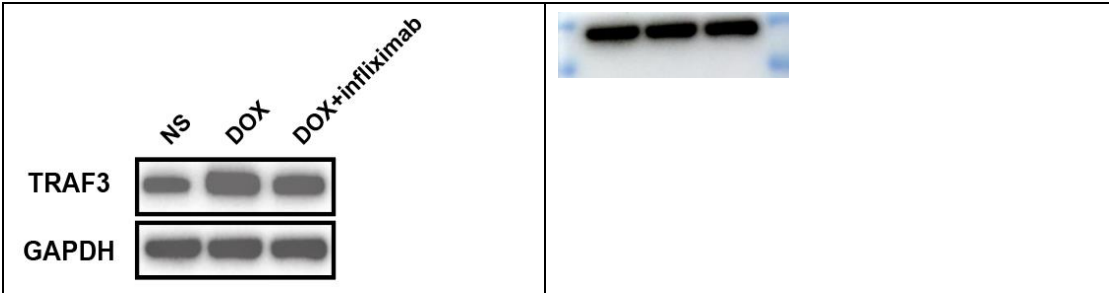

**Supplementary Fig.15j**

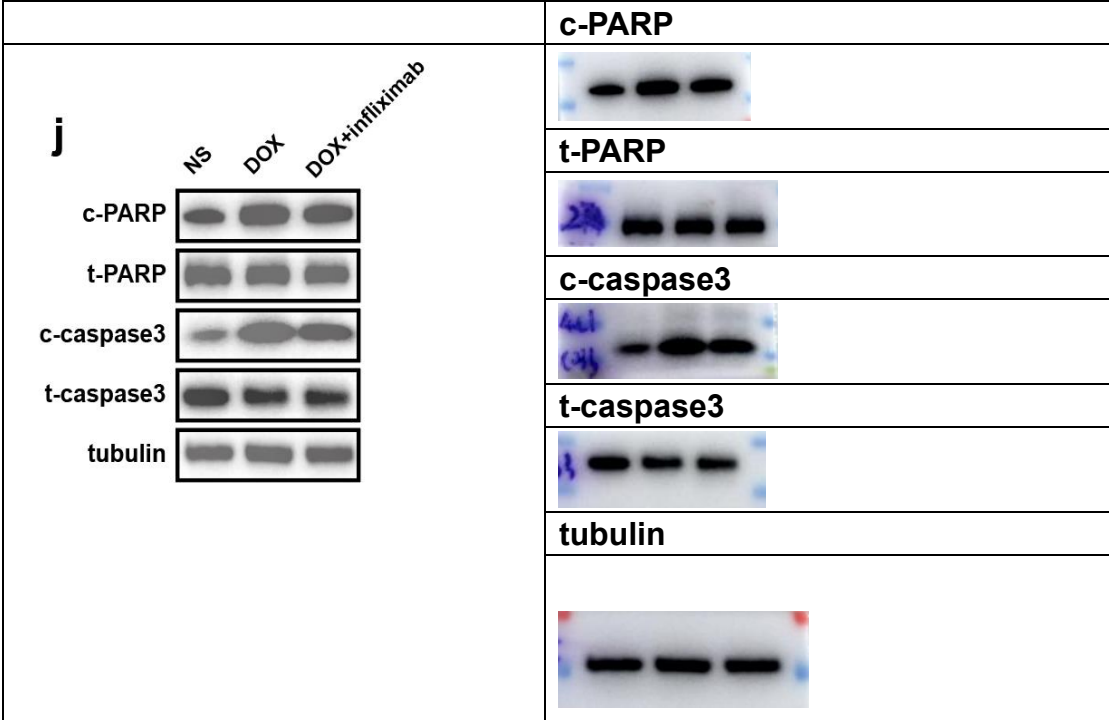

**Supplementary Fig.17h**

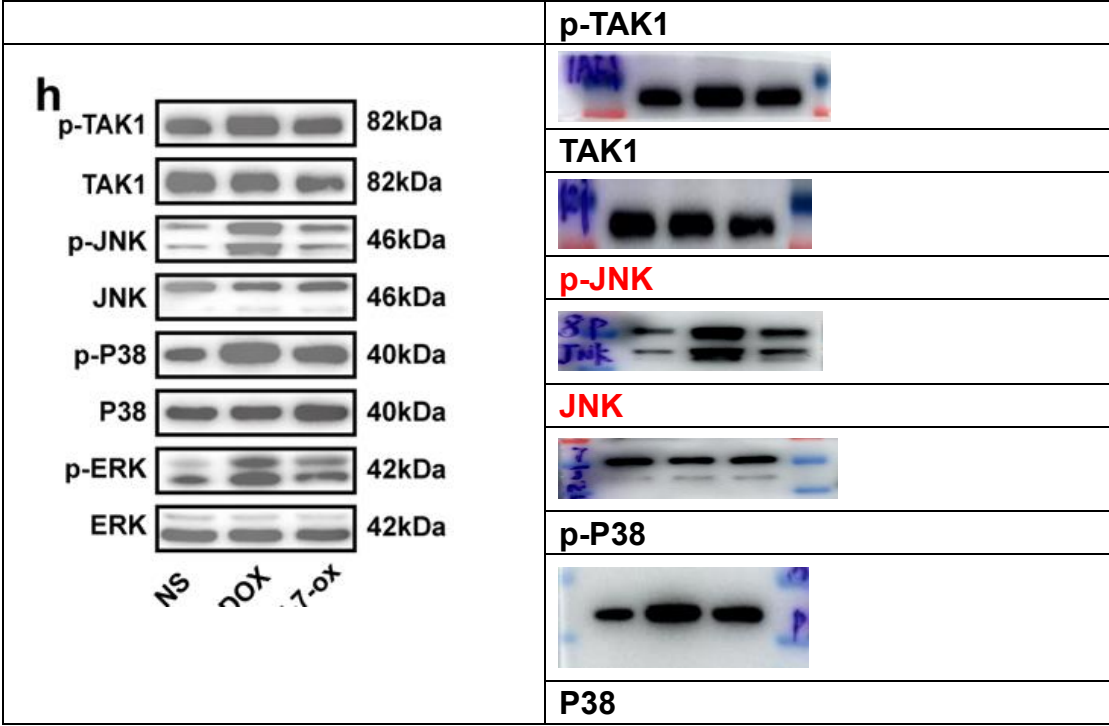

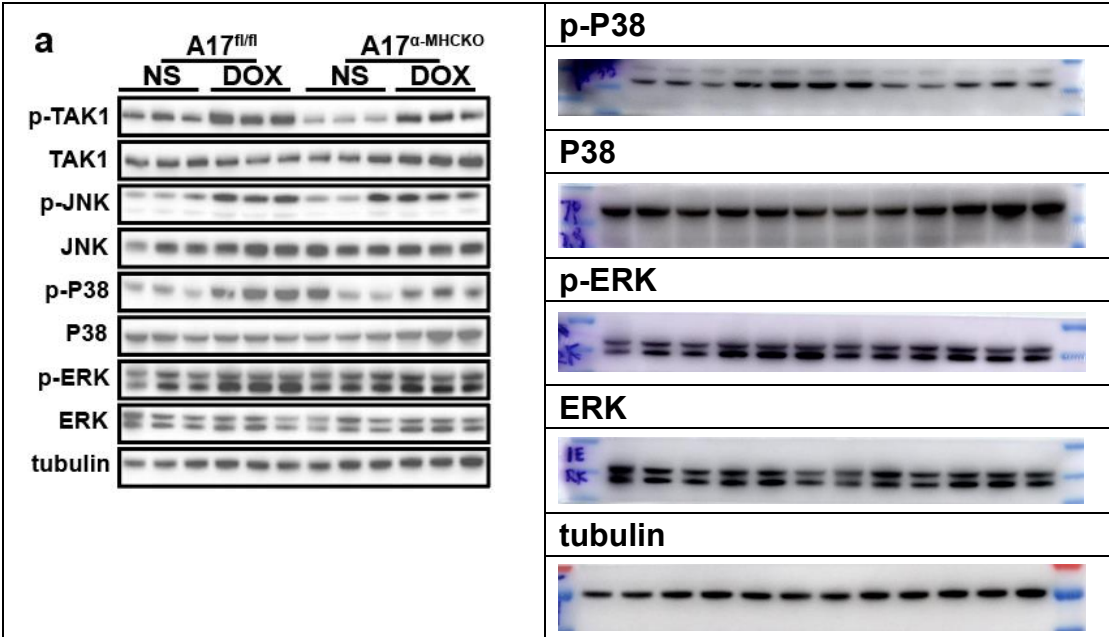

**Supplementary Fig.18f**

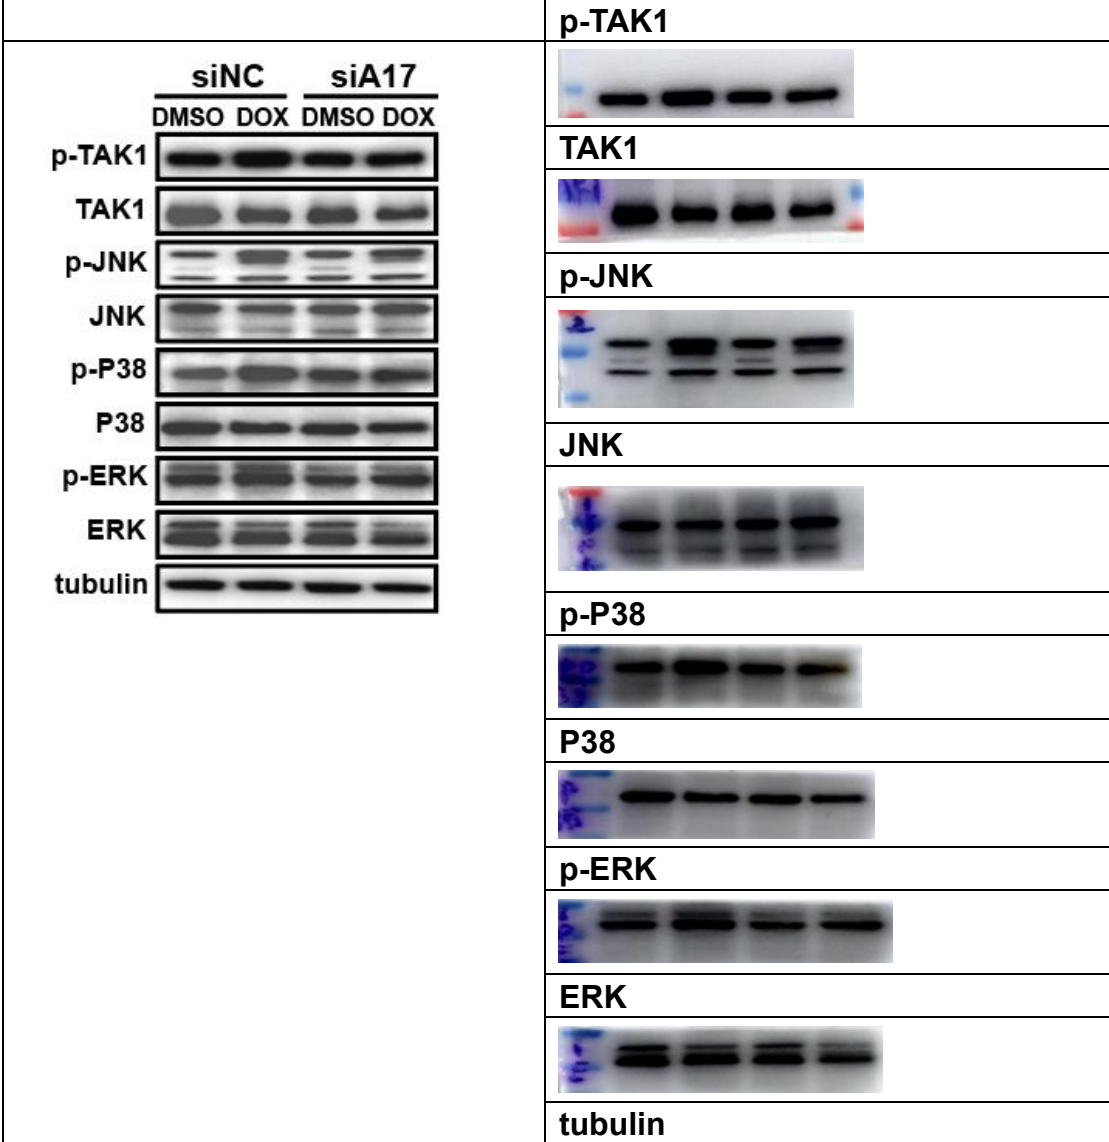

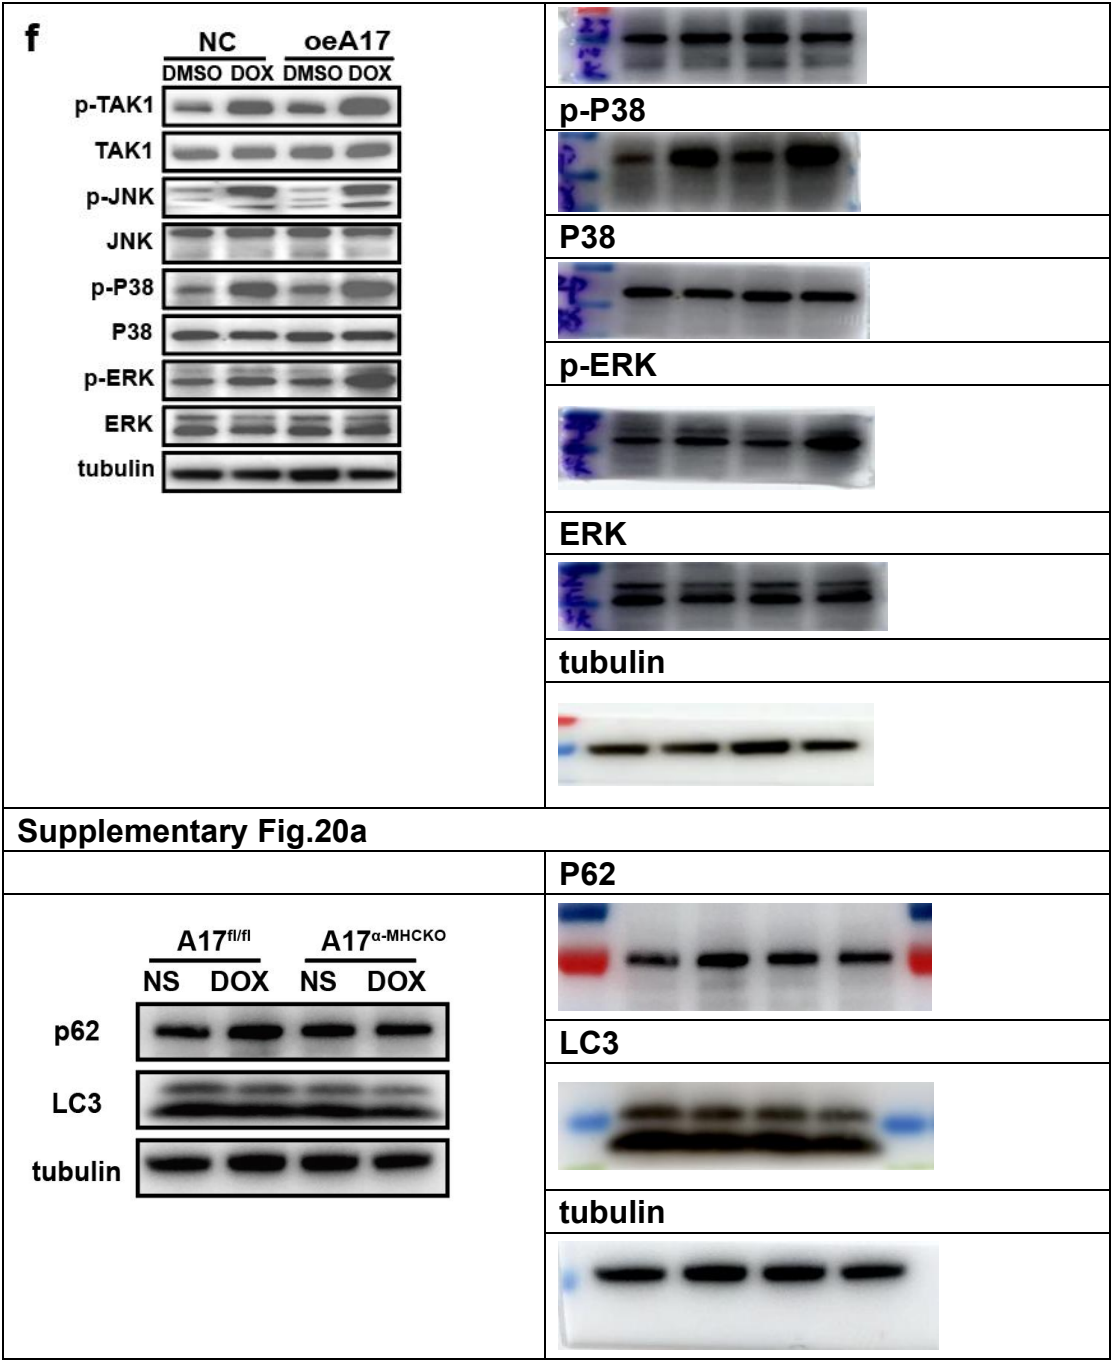

**Supplement:** Supplementary file 2 — western blot raw images

How the deposited data were processed for this re-analysis (not part of the article)

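RNA sequencing of mouse left ventricles was analysed in 4 groups of 3 mice each, A17fl/fl + NS, A17fl/fl + DOX, A17α-MHCKO + NS and A17α-MHCKO + DOX. Each mouse gave 1 library. According to the paper, the authors made stranded paired-end mRNA libraries, counted fragments per gene with StringTie, normalized by TMM, tested with edgeR and took pathways from KEGG with an R package. The paper's text names no aligner, genome build, annotation release or strand setting.

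The authors deposited one table of 53465 genes with 24 columns of values, a whole-number count and an FPKM for each of the 12 mice. The deposited counts are fragments per gene without normalization. The deposited FPKM are counts divided by gene length and by the total count of the same library, without a TMM factor, as their values show. Every column was matched to its mouse by group and replicate number, 0 columns were left unused and 0 genes lacked a name. Counts were used for all tests, and FPKM only for the expression limit of the paper's rule. Of the gene identifiers, 53274 are in GENCODE M21, which gave GRCm38 positions. Overlapping genes, antisense genes and close paralogs can share fragments in ways the text of the methods does not settle.

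Total counts per library were between 15950717 and 21725076, with a median of 16413855. At these depths a gene at 1 CPM rests on few fragments, and the spread between mice, with a common dispersion of 0.0842, exceeds counting error for most tested genes. Within each group, chi-square tests of the counts gave between 11.3 and 172 per degree of freedom, so no 2 libraries of a group hold the same counts.

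Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr (16101 genes), scaled by TMM and fitted with glmQLFit in one model with a mean for each of the 4 groups. Tests were made by glmQLFTest with Benjamini-Hochberg adjustment for 5 contrasts: doxorubicin in each genotype, genotype in each treatment, and the interaction. Standard errors of log2 fold changes were taken as the absolute fold change divided by the square root of F and are approximate. CPM are TMM-normalized. The paper's limits were an absolute log2 fold change over 1, an unadjusted p under 0.05 and a mean FPKM over 1 in one of the groups compared. Single genes were compared between groups by exact permutation tests, two-sided, for which 3 mice against 3 cannot give a p below 0.1.

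There were 22 gene lists, written by hand: TNF signaling, oxidative stress, immediate-early genes, circadian genes, p53 targets, interferon-stimulated genes, cardiomyocytes, cardiac stress, fibrosis, fibroblasts, endothelium, macrophages, neutrophils, T and NK cells, B cells, red cells, atrium, adipocytes, mesothelium, skeletal muscle, sex-linked genes, and the genes the paper names. The TNF list holds 111 genes and is not a copy of the KEGG pathway, and 4 of its genes are also in the immediate-early list. It also shares Fas with the p53 targets, Ccl5 with the T and NK cell list and Mmp9 with the neutrophil list. Lists were tested among called genes by one-sided Fisher's exact tests, with the tested genes that met the FPKM limit as background. As a whole, each list was tested by limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The shift of a list is the mean log2 change of its tested genes minus that of all other tested genes. Camera p-values were adjusted over 22 lists and 5 contrasts together, and fry and camera with an estimated correlation were run beside it.

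Genes named in the text are those the paper names and, for each contrast, up to 3 genes per direction with the largest change among those with an adjusted p under 0.05, mean CPM over 1 in one group and no overlap between the groups. From the TNF list they also include the 5 genes with the smallest p after doxorubicin in A17fl/fl mice and, among called genes, the 3 with the smallest p between the genotypes after doxorubicin. Other genes are named as chosen after their values were seen. Of the genes the paper names, 3 are counted in the lists but not reported here singly.

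The grouping of the samples, the tests, the lists, the rule for naming genes and the alternatives were set before the data were examined, except those marked as chosen later. The alternatives were DESeq2, RLE and upper-quartile normalization, a filter of 10 counts in every library, no filter, the likelihood ratio test, a fit on the 2 groups alone, a block for the replicate number, each library left out in turn, CPM in place of FPKM, adjusted p-values with the same limits, all tested genes as background, the list without immediate-early genes, fry and an estimated correlation. Chosen after the results were seen were edgeR's exact test on the 2 groups without a filter, limma's voom with a weight for each library, the alternatives for lists other than the TNF and oxidative stress lists, and the comparison of the genotypes over both treatments. No library was excluded from a reported value unless the text says so.

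The code was tested on simulated data drawn from the means, dispersions and library sizes of these libraries. Among 15918 simulated genes, 200 were changed by 2 on the log2 scale in 1 group, of which 82% were called at an adjusted p under 0.05 with the right sign. Their median absolute log2 fold change was 1.97. In that simulation 8 unchanged genes were called, and 0 genes in a comparison where nothing had been changed. A list shifted by 0.5 was measured at 0.485.

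The western blots, RT-PCR, ELISA and cell culture experiments of the paper were not analysed here.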

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

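The tests of technical and biological explanations given here were chosen only after the results were seen, as were the comparison of the genotypes over both treatments and the splits of the libraries for the lists other than the TNF list.

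The effect of doxorubicin differed between the genotypes for 12 gene lists by limma's camera test of the interaction at an adjusted p under 0.05. The shift of the list in A17α-MHCKO mice minus that in A17fl/fl mice was 0.55 for oxidative stress genes (adjusted p = 5.81e-07), 0.72 for immediate-early genes, 0.64 for cardiac stress genes, 0.56 for macrophages and 2.63 for neutrophils. It was -0.78 for interferon-stimulated genes (adjusted p = 1.88e-07), -0.49 for fibroblasts, -1.33 for T and NK cells, -5.20 for the atrium, -2.95 for adipocytes, -2.96 for mesothelium and -1.31 for skeletal muscle. Of these 12 calls, 0 held at an adjusted p under 0.05 under limma's fry test or under camera with an estimated correlation. Genes of a list are not independent, and each group has 3 mice.

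Among 60 splits of the 12 libraries, drawn with the real one included, an interaction shift as large was found in 1 for cardiac stress genes, 2 for oxidative stress genes and 2 for fibroblasts. For the other lists a shift as large came up in 6 (immediate-early genes), 6 (interferon-stimulated genes), 6 (T and NK cells), 6 (skeletal muscle), 12 (atrium), 15 (mesothelium), 18 (adipocytes), 27 (neutrophils) and 39 (macrophages) of the 60 splits, so these are not larger than other divisions of the same libraries give. For cardiac stress genes, oxidative stress genes and fibroblasts no technical explanation beyond single libraries was tested. Nppa is in the cardiac stress list and in the atrial list.

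Without A17fl/fl + NS replicate 1, 8 of the 12 calls held, those of cardiac stress genes, macrophages, neutrophils and adipocytes did not, and several shifts moved by over 1.5 times. They became 0.36 for oxidative stress genes, 0.33 for immediate-early genes, -0.05 for macrophages, 0.38 for neutrophils and -1.95 for adipocytes. For the others it gave -0.96 for interferon-stimulated genes, 0.54 for cardiac stress genes, -0.37 for fibroblasts, -0.92 for T and NK cells, -3.83 for the atrium, -2.29 for mesothelium and -0.93 for skeletal muscle. The lists of fibrosis (-0.048 with it and -0.90 without it), circadian genes (0.23 and 0.65) and cardiomyocytes (0.013 and 0.33) were called only without it. Leaving out A17fl/fl + NS replicate 2 gave 4.00 for neutrophils, 1.02 for macrophages, -7.82 for the atrium and -4.56 for mesothelium, and leaving out A17fl/fl + NS replicate 3 gave -1.65 for adipocytes.

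A17fl/fl + NS replicate 1 stood apart from the other 11 libraries and enters the interaction. Its neutrophil list had a mean log2 CPM of 7.64, against -0.08 to 2.52 in the other 11 libraries, and its macrophage list had 7.06, the highest of the 12. S100a8 and S100a9, chosen after their values were seen as the abundant genes of the neutrophil list, had 714 and 909.5 CPM there and at most 23.6 and 29.2 CPM elsewhere. Of the 12 neutrophil genes 9 were tested, and Mmp9 is also in the TNF list. The tables argue against several technical explanations. Its total count ranked 6 of 12 from the lowest, so its depth was ordinary. Its 10 highest genes held 19.7% of its counts. Pold3, at 81.6 CPM or more in each A17α-MHCKO library, had 12.8 CPM in it, against an exchanged A17α-MHCKO library. Blood left in the sample would not bring matrix genes, yet the fibrosis list was at 7.79, against 4.55 to 6.19 elsewhere. Time between death and freezing would raise immediate-early genes (5.54 there, 3.84 to 4.51 elsewhere) but would not raise the neutrophil list to 7.64. For the red cell and neutrophil genes, blood cannot be told apart from other sources. The red cell list was the highest of the 12, at 8.64, against 5.80 to 7.74 elsewhere, while the T and NK cell list (-1.09) and the B cell list (0.79) were the lowest, at levels too low to exclude blood. An exchanged DOX library cannot be told apart either. With this library left out of the fit, 199 genes that were also tested with it were called between the 3 A17fl/fl + DOX and the other 2 A17fl/fl + NS libraries, and it lay nearer the NS mean in 98 of them (49.2%), within the 23.4% to 77.0% that the other 9 splits of these 5 libraries gave. Neutrophils and macrophages in an injured or inflamed heart are a candidate explanation, with the macrophage list at 7.06, and this is a hypothesis from 1 mouse. Why that heart would be inflamed was not tested.

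For interferon-stimulated genes the genotypes differed after normal saline, with a shift of 0.85 in 21 of 22 genes higher in A17α-MHCKO mice, and after doxorubicin the shift was 0.07. A17fl/fl + NS replicate 1 alone is not the cause, since the interaction shift without it was -0.96. With 6 of 60 splits as large, the pattern may still be one that other divisions of the libraries give, and no biological explanation was tested.

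Atrial genes were lower in A17fl/fl + NS replicates 1 and 3, where the mean log2 CPM of the list was 0.79 and 0.96, and between 5.10 and 8.75 in the other 10 libraries. Sln and Myl7, chosen after their values were seen, had at most 0.0626 CPM in the 2 libraries and at least 63.8 and 125 CPM in each of the other 10. An effect of doxorubicin or of the knockout on atrial genes is excluded as the whole cause, since the highest value, 8.75, was in A17fl/fl + NS replicate 2, which had neither. The 2 libraries' total counts ranked up to 11 of 12 from the lowest, which argues against low depth. Of the 8 genes of the list, 7 were lower in both libraries than in each of the other 10, and Bmp10 was not. Atrial tissue taken with the ventricle in 10 of the 12 hearts is a candidate explanation, but it cannot be told apart from others because the list was examined for the pattern it showed and no record of the dissection was used here. Mesothelium genes did not follow it throughout, since 3 of 8 were lower in both libraries and the lowest library of that list was A17α-MHCKO + DOX replicate 1. Adipocyte genes were low in the same 2 libraries, at -0.73 or below against 1.34 or above in the other 10.

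Outside the genes the paper discusses, Pold3 was higher in A17α-MHCKO than in A17fl/fl hearts by a log2 fold change of 3.75 after normal saline (adjusted p = 1.05e-04 from edgeR's quasi-likelihood test) and 3.64 after doxorubicin (adjusted p = 1.40e-04), in all mice of both comparisons. Pgm2l1 changed by -1.72 (adjusted p = 0.0203) and Ssu2 by 1.55 (adjusted p = 0.0203) after normal saline, and by -0.78 (adjusted p = 1.00) and 0.05 (adjusted p = 1.00) after doxorubicin, a difference that the interaction test over all genes did not call. Pgm2l1 and Ssu2 lost their call without A17fl/fl + NS replicate 3 and without each of the A17α-MHCKO + NS libraries, with adjusted p-values up to 0.202 and 0.199, and also with the replicate block, the 2 groups alone and voom. The call of 3 genes between the genotypes after normal saline was matched by 1 of the 10 splits of these 6 libraries and that of 1 gene after doxorubicin by 3 of the 10, where 10 splits cannot give a share under 0.1.

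Over both treatments, 4 genes differed between the genotypes at an adjusted p under 0.05, a number reached in 1 of 60 splits. These were Pold3 (3.69, adjusted p = 2.70e-06), P4ha3 (6.69, adjusted p = 0.00456), Pgm2l1 (-1.25, adjusted p = 0.0146) and Trim34b (2.10, adjusted p = 0.0358), of which P4ha3 and Trim34b were chosen after their values were seen. P4ha3 had 79.1 to 170 CPM in the 6 A17α-MHCKO mice and 0.0626 to 5.25 CPM in the 6 A17fl/fl mice. Trim34b, at most 2.49 CPM, belongs to a family of similar genes among which fragments may be split, and it lost its call in 11 of the 12 fits that left out 1 library, with adjusted p-values up to 0.159, and kept it only without A17fl/fl + NS replicate 2. Pgm2l1 lost its call in 8 of these 12 fits and P4ha3 in 1, without A17fl/fl + DOX replicate 3. In GRCm38 all 4 lie on chromosome 7: Pold3 from 100082111 to 100121565, Pgm2l1 from 100227394 to 100278868, P4ha3 from 100285520 to 100319699 and Trim34b from 104329471 to 104336909. A candidate explanation is a changed segment of chromosome 7, such as an inserted transgene or DNA of another strain. Of 102 tested genes within 5 Mb of P4ha3 whose values had not been seen before the test, 15 (14.7%) differed between the genotypes at an unadjusted p under 0.05, against 6.54% elsewhere (one-sided Fisher's exact test, p = 0.00275, over genes, which are not independent). With 5 genes already seen added, it was 20 of 107 (Fisher's exact p = 2.11e-05). Within 5 Mb of Adam17 on chromosome 12 it was 1 of 30 (Fisher's exact p = 0.873), which decides nothing, since both genotypes carry the floxed gene. A segment around Adam17 cannot be told apart by this test. A difference in depth is excluded, with 15950717 as the lowest total count of an A17α-MHCKO library. An effect of lost ADAM17 on these 4 genes without a segment cannot be told apart from it, since all A17α-MHCKO mice would carry both, neighbouring genes can be regulated together, and the genomes of the mice were not analysed here.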

How the results depend on the processing

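The edgeR exact test on the 2 groups without a filter, the voom fit with library weights and all results for the genotypes over both treatments were chosen only after the results were seen. Where a result changed, the cause was not tested unless a value is given for it.

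Adjusted p-values depended on the test. In A17fl/fl mice after doxorubicin 0 genes had an adjusted p under 0.05 in the quasi-likelihood fit and 1721 an unadjusted p under 0.05, while DESeq2 gave 151 genes, the likelihood ratio test 128 and the exact test 23. In A17α-MHCKO mice after doxorubicin it was 0 genes (1033 at an unadjusted p under 0.05), against 40 with DESeq2, 12 with the likelihood ratio test, 2 with the 2 groups alone, 139 with the exact test and 15 with voom. For the genotypes after normal saline it was 3 genes, against 177 with DESeq2, 160 with the likelihood ratio test, 34 with the exact test and 1 with voom. For the genotypes after doxorubicin it was 1 gene, against 3 with DESeq2, 2 without a filter, 4 with the likelihood ratio test, 2 with the 2 groups alone, 37 with the exact test and 3 with voom. For the interaction it was 0 genes (965 at an unadjusted p under 0.05), against 21 with DESeq2 and 11 with the likelihood ratio test. Over both treatments the genotypes differed in 4 genes, against 31 with DESeq2, 18 with the likelihood ratio test and 2 with the filter of 10 counts in every library.

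By the paper's limits, the 454 genes of A17fl/fl mice became 235 with the 2 groups alone, 184 with voom and 0 with adjusted p-values. The 33 genes between the genotypes after doxorubicin became 55 with the exact test, 69 with CPM in place of FPKM and 1 with adjusted p-values. The 106 genes of A17α-MHCKO mice became 164 with the 2 groups alone and 185 with the exact test, and the 482 genes between the genotypes after normal saline became 266 and, with voom, 258. RLE and upper-quartile normalization moved the share of lower genes in A17fl/fl mice from 78.9% to 79.3% and 74.8%, while leaving out A17fl/fl + NS replicate 1 moved it to 52.0%.

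With each library left out in turn, the genes called in A17fl/fl mice ran from 204 (A17fl/fl + NS replicate 1) to 987 (A17fl/fl + NS replicate 2), and at an adjusted p under 0.05 from 0 to 391, the highest again without A17fl/fl + NS replicate 2. The same library gave the highest counts between the genotypes after normal saline, from 254 to 1066 by the limits and from 1 to 672 at an adjusted p, in the interaction, from 226 (A17α-MHCKO + DOX replicate 1) to 963 and from 0 to 81, and over both treatments, from 1 to 46. The ranges were 28 to 64 genes and 1 to 2 between the genotypes after doxorubicin, and 71 to 124 and 0 to 1 in A17α-MHCKO mice. Why leaving out A17fl/fl + NS replicate 2 had this effect was not tested. The A17fl/fl + NS group then held only replicate 1, which stood apart, and replicate 3, both low in atrial genes.

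The TNF list was called with 12 genes with the 2 groups alone, 3 with voom and 0 with adjusted p-values, for which no odds ratio can be computed. Its odds ratio of 7.79 became 2.16 with voom. Across the 6 fits without 1 library each, the odds ratio ran from 1.38 to 9.14 and the called genes from 2 to 32, the lowest of both without A17fl/fl + NS replicate 1. Across the same 6 fits the odds ratio of the oxidative stress list stayed between 4.21 and 7.04. Under the other settings that gave one it ran from 4.51 with DESeq2 to 9.03 with voom. No odds ratio of that list exists with adjusted p-values, since 0 genes were called. The shift of the TNF list after doxorubicin in A17fl/fl mice was -0.36 under camera, and no longer past the threshold under fry or with an estimated correlation (-0.36 in each). It ran from -0.68 to -0.028, the latter without A17fl/fl + NS replicate 1. Between the genotypes after doxorubicin it ran from -0.11, without A17fl/fl + DOX replicate 3, to -0.012. Its interaction shift of 0.38 lost its unadjusted p under 0.05 under fry and an estimated correlation (0.38), without immediate-early genes (0.35) and with 10 counts in every library (0.26), and ran from 0.049 to 0.70 with 1 library left out. The oxidative stress shift of -0.44 was not past the threshold with an estimated correlation (-0.44) and ran from -0.59 to -0.25. For other lists with fewer than 2 genes left, the filter of 10 counts in every library gave no value. The macrophage interaction shift ran from -0.045, without A17fl/fl + NS replicate 1, to 1.02.

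Traf3 kept its direction after doxorubicin in A17fl/fl mice, from 1.00 to 1.16 with 1 library left out, and had an adjusted p under 0.05 with the exact test (1.09, adjusted p = 0.0301). That was 1 of the settings run. Under the others its adjusted p stayed above 0.05. Its decrease between the genotypes after doxorubicin ran from -0.99 to -0.55 and did not pass under any setting. Its rank was 1 in every setting that gave one, and it had none without A17fl/fl + DOX replicate 1. It was first of only 2 called genes without A17fl/fl + NS replicate 1, and of 3 with voom. The exact test gives no value for the interaction or for both treatments together. In A17α-MHCKO mice its change, -0.02, reversed with voom (0.10) and ran from -0.29 to 0.29. Adam17 between the genotypes after doxorubicin passed with the exact test (-0.63, adjusted p = 0.0255). Over both treatments its log2 fold change was -0.64 (adjusted p = 0.446 from edgeR's quasi-likelihood test). There it passed with DESeq2 (adjusted p = 0.00409) and the likelihood ratio test (adjusted p = 0.0176). With 1 library left out its adjusted p over both treatments ran from 0.0589 to 0.974. Its change after doxorubicin in A17fl/fl mice, -0.12, reversed with voom (0.068) and ran from -0.26 to 0.11, the highest without A17fl/fl + NS replicate 1.

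The labels give the groups the same replicate numbers. Over 18 pairs of libraries with one number the mean correlation of their deviations from the group means was 0.02, between -0.10 and 0.22, and 3 pairs were over 0.1, so the numbers do not pair the mice. With the replicate number as a block, the paper's limits gave 281 genes in A17fl/fl mice, the adjusted p-values 1 gene between the genotypes after normal saline and 2 over both treatments, and Traf3 changed by 0.0084 in A17α-MHCKO mice. In the block fit 74.7% of all called genes, and 85.7% of the called TNF genes, changed in opposite directions after doxorubicin and between the genotypes.

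The share of called genes that changed in the opposite direction between the genotypes after doxorubicin was 63.0% in all and 61.9% in the TNF list. Both comparisons use the A17fl/fl + DOX mice, so opposite signs arise without any effect of the knockout. No share without a knockout effect was simulated for the other settings, so their shares decide nothing about the knockout. The share of all called genes became 72.8% with the 2 groups alone and 76.6% with voom. It was 100% for the TNF genes with voom, of which there were 3. With 1 library left out the share ran from 57.2% to 75.4% in all and from 52.9% to 100% in the TNF list. The last was that of the 2 genes called without A17fl/fl + NS replicate 1.

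Among genes the paper names, small changes after doxorubicin in A17fl/fl mice reversed with voom for Bcl2 (-0.10) and Trp53 (0.10), and between the genotypes after doxorubicin for Map3k7 (0.093). With 1 library left out, the changes after doxorubicin in A17fl/fl mice ran from -0.91 to 0.016 for Tnfrsf1a, -0.26 to 0.086 for Map3k7, -0.010 to 0.11 for Mapk9, -0.058 to 0.10 for Mapk3, -0.18 to 0.49 for Bax, -0.15 to 0.16 for Bcl2, -0.0035 to 0.32 for Parp1 and -0.35 to 0.17 for Trp53. Between the genotypes after doxorubicin they ran from -0.18 to 0.16 for Map3k7, -0.062 to 0.056 for Mapk8, -0.28 to 0.071 for Bcl2, -0.14 to 0.021 for Parp1, -0.055 to 0.17 for Map1lc3a and -0.13 to 0.071 for Trp53, and for Ssu2, which the paper does not name, from -0.0041 to 0.10.

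In all, 326 of the values for main results under an alternative kept their direction and side of the threshold or stayed within their spread, while 84 moved, 15 became weaker, 3 stronger and 2 reversed. Kept too were 1049 of those for single genes and other lists. Of the other values for single genes and other lists, 55 became weaker in 13 results, 13 stronger in 8 and 36 reversed in 17. The depth of about 16413855 counts per library limits genes such as Tnf and Il6, which were not tested because their counts were near 0 in all but 1 library.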

Differences from the paper's values

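No test here was chosen only after the result was seen, apart from the exact test and the voom fit named as such.

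The paper gives a decrease of Adam17 mRNA of about 80% by RT-PCR in A17α-MHCKO hearts, in mice that need not be those sequenced. In the libraries of saline-treated mice the decrease was 36.0%, with a spread between replicates of 26.7 points. The counts are over the whole gene and all cells of the ventricle, while Cre removes exon 2 in cardiomyocytes alone, so this value is not the share of knocked-out genes. The paper's RT-PCR was also made on RNA from heart tissue, so the presence of other cells is not in itself a difference between the measures. Of the alternatives set before the data were examined none closed the gap, with decreases from 24.7% without A17fl/fl + NS replicate 1 to 41.8% without A17fl/fl + NS replicate 3. The exact test and the voom fit, chosen after seeing the values, gave 34.6% and 27.2%.

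The paper counts 26 changed genes in the TNF pathway, and the list used here gave 21. The difference is within 1.5 times, and the list is not the paper's. The nearest counts were 27 without a filter and 23 by the likelihood ratio test. Counts farther off were 14 with DESeq2, 14 with the replicate block, 12 with the 2 groups alone, 17 without A17fl/fl + DOX replicate 3 and 2 without A17fl/fl + NS replicate 1. None of the settings gave the paper's number.

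The paper states in its results that most differentially expressed genes fell into the TNF pathway. Of the genes called here, 4.63% were in the TNF list.

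The paper describes the TNF pathway as enriched in doxorubicin-treated mice without giving a direction. Of the called TNF genes, 19 were lower and 2 higher in those mice.

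The paper states that RNA sequencing did not point to a leading part of oxidative stress genes. That list was over-represented among the called genes, with an odds ratio of 6.26, against 7.79 for the TNF list. Without A17fl/fl + NS replicate 1 the odds ratios were 7.04 and 1.38.

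The paper reports that Adam17 mRNA rises with doxorubicin in hearts of wild-type mice (Fig. 1i–k). In A17fl/fl hearts its log2 change after doxorubicin was -0.12 (standard error 0.17), and 0.11 without A17fl/fl + NS replicate 1. The voom fit, chosen after seeing the values, gave 0.07.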

Other observations

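The simulations of the opposite changes, the comparison of the TNF and atrial lists and the fits without A17fl/fl + NS replicate 1 as an explanation were chosen only after the results were seen.

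Doxorubicin in A17α-MHCKO mice and the knockout in saline-treated mice, which the paper does not compare by sequencing, gave 106 genes (60 higher, 46 lower) and 482 genes (108 higher, 374 lower) by the paper's limits. The 3 mice of one group did not overlap the other 3 in 84 (79.2%) and 208 (43.2%) of them, which were chosen by the same values, and in 16.9% and 10.9% of all tested genes, where chance gives 10%. The interaction gave 343 genes (237 higher, 106 lower) and 0 at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with 965 at an unadjusted p under 0.05. Leaving out A17fl/fl + NS replicate 2 gave 1066 genes for the knockout in saline-treated mice and 963 for the interaction. A17fl/fl + NS replicate 1 left out gave 254 for the former.

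Splits of the same libraries were counted with the real one among them. For doxorubicin in A17fl/fl mice, for doxorubicin in A17α-MHCKO mice and for the interaction 0 genes had an adjusted p under 0.05, a count that every split reaches (10 of 10, 10 of 10 and 60 of 60), so these say nothing. As many genes by the paper's limits came from 4 of 10 for doxorubicin in A17fl/fl mice, with 529 as the largest count, 4 of 10 for the genotypes after doxorubicin, 4 of 10 for the genotypes after normal saline, 1 of 10 for doxorubicin in A17α-MHCKO mice and 20 of 60 for the interaction. As many called TNF genes came from 1 of 10, as large an odds ratio of that list from 3 of 10 (10.0 as the largest) and as large a shift from 4 of 10. For oxidative stress genes it was 1 of 10 for the odds ratio and 1 of 10 for the shift. The TNF shift between the genotypes after doxorubicin was matched in 5 of 10 splits and its interaction shift in 22 of 60. Where the count is 1 of 10, no other split gave as much, and with 10 splits 0.1 is the smallest share possible.

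The TNF list was lower after doxorubicin in A17fl/fl mice, and A17fl/fl + NS replicate 1 alone may account for most of this. Without it the camera p of the list was 0.505. It is not the whole cause for Cebpb, which was still called without it, at a log2 fold change of -1.31. Traf3 was also still called, but it rose after doxorubicin, by 1.07 with that library and by 1.16 without it. Atrial tissue in part of the samples is not the cause. Over the other 11 libraries the mean log2 CPM of the atrial list differed by up to 7.79 and that of the TNF list by up to 0.24, less than its shift of -0.36 in size, and their correlation was -0.014. Over all 12 libraries the 2 lists correlated with r = -0.60 (two-sided permutation p = 0.0726) and rho = -0.10 (two-sided permutation p = 0.764), so the former rests on A17fl/fl + NS replicate 1.

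Of the genes called in A17fl/fl mice, 286 of 454 (63.0%, 95% Wilson interval 58.5% to 67.3%) changed in the opposite direction between A17α-MHCKO + DOX and A17fl/fl + DOX mice, as did 13 of the 21 called TNF genes (61.9%, 40.9% to 79.2%). Both comparisons use the A17fl/fl + DOX mice, so opposite signs arise without any effect of the knockout. In 20 simulations with the doxorubicin effects as fitted and no knockout effect, the shares were 67.3% (62.4% to 70.2%) and 57.9% (40.9% to 73.7%). With neither effect simulated, the share of all called genes was 87.9% (80.2% to 93.3%). The observed shares are not above those of the simulations without a knockout effect.

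Of 27 genes whose transcripts or proteins the paper names, 25 were tested. After doxorubicin in A17fl/fl mice 6 had an unadjusted p under 0.05, 3 met the paper's limits (Traf3, Cebpb and Tnfrsf1b), 0 passed over all genes and 2, Cebpb and Traf3, passed when adjusted over the list alone. Without A17fl/fl + NS replicate 2, Cebpb, Tnfrsf1b and Jun passed over all genes. Between the genotypes after doxorubicin 3 had an unadjusted p under 0.05 (Adam17, Traf3 and Map1lc3b), 0 met the limits and 0 passed when adjusted over the list alone. Map1lc3b, at 0.85, rested on A17α-MHCKO + DOX replicate 1 and was 0.08 without it. Tnfrsf1b, at -1.69, was -0.08 without A17fl/fl + NS replicate 1. Il6 had 726 counts in that library and at most 11 in each of the other 11.

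The paper reports from cultured rat cardiomyocytes that doxorubicin raises C/EBPβ. In A17fl/fl hearts Cebpb was lower after doxorubicin, at -1.94, and without A17fl/fl + NS replicate 1 at -1.31. In A17α-MHCKO hearts it changed by -0.35.

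The other lists gave these shifts after doxorubicin in A17fl/fl mice. By camera, immediate-early genes (-0.67), macrophages (-0.53) and neutrophils (-2.09) were lower at an adjusted p under 0.05, and interferon-stimulated genes (0.36), cardiomyocytes (0.41), T and NK cells (1.12), atrium (3.21) and adipocytes (2.18) were higher. Lists without such a p were circadian genes (0.32), p53 targets (-0.28), cardiac stress (0.01), fibrosis (-0.38), fibroblasts (0.24), endothelium (0.07), B cells (-0.0066), red cells (0.01), mesothelium (0.88), skeletal muscle (0.65), sex-linked genes (-0.06) and the genes the paper names (-0.13). Of the 10 lists called there, 4 were still called without A17fl/fl + NS replicate 1, and macrophages (0.076) and neutrophils (0.16) reversed. Cardiomyocytes (0.096), atrium (1.84), adipocytes (1.35) and TNF genes lost their call without it. Fibrosis reversed to 0.48 and red cells moved to 0.81, and both were called only without it. Between the genotypes after doxorubicin, fibrosis (-0.34) and mesothelium (-1.32) were called, and both were lower in A17α-MHCKO mice. In A17α-MHCKO mice after doxorubicin 9 lists were called, and between the genotypes after normal saline 13, of which 7 held without A17fl/fl + NS replicate 1. There fibrosis (-0.30 with it, 0.56 without it), circadian genes (-0.10 and -0.52) and cardiomyocytes (0.040 and -0.27) were called only without it. In each of the 5 comparisons, 0 of the calls held under fry or an estimated correlation.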
